# Gene expression atlas of energy balance brain regions

**DOI:** 10.1172/jci.insight.149137

**Published:** 2021-08-23

**Authors:** Maria Caterina De Rosa, Hannah J. Glover, George Stratigopoulos, Charles A. LeDuc, Qi Su, Yufeng Shen, Mark W. Sleeman, Wendy K. Chung, Rudolph L. Leibel, Judith Y. Altarejos, Claudia A. Doege

**Keywords:** Genetics, Metabolism, Molecular genetics, Obesity

## Abstract

Energy balance is controlled by interconnected brain regions in the hypothalamus, brainstem, cortex, and limbic system. Gene expression signatures of these regions can help elucidate the pathophysiology underlying obesity. RNA sequencing was conducted on P56 C57BL/6NTac male mice and E14.5 C57BL/6NTac embryo punch biopsies in 16 obesity-relevant brain regions. The expression of 190 known obesity-associated genes (monogenic, rare, and low-frequency coding variants; GWAS; syndromic) was analyzed in each anatomical region. Genes associated with these genetic categories of obesity had localized expression patterns across brain regions. Known monogenic obesity causal genes were highly enriched in the arcuate nucleus of the hypothalamus and developing hypothalamus. The obesity-associated genes clustered into distinct “modules” of similar expression profile, and these were distinct from expression modules formed by similar analysis with genes known to be associated with other disease phenotypes (type 1 and type 2 diabetes, autism, breast cancer) in the same energy balance–relevant brain regions.

## Introduction

Energy balance is controlled by the intricate interplay of gene expression in the hypothalamus, brainstem, cortex, and limbic system (Figure 1A). The hypothalamus and brainstem are part of the homeostatic circuitry involved in sensing and controlling the energy status of the organism by integrating multiple peripheral metabolic inputs — homeostatic signals — such as circulating metabolites, gut-derived hormones, and adiposity-related signals (1, 2). Cortical and limbic brain regions form the executive and reward systems of the forebrain corticolimbic appetitive network. The executive system is involved in the conscious and voluntary decision to eat (3, 4). Regions of the reward system establish the motivational (incentive salience) and pleasurable (hedonic) values of energy balance–associated stimuli and behaviors (5). Homeostatic, reward, and executive regions are interconnected by extensive neuronal circuits (5). Disturbances in any of these regions or their interconnecting neurocircuitry can lead to an imbalance of food intake and energy expenditure resulting in obesity. To understand the pathogenetic mechanisms of obesity, detailed knowledge about qualitative and quantitative gene expression patterns of these brain regions is essential.

Monogenic obesities confirm the essential roles of specific genes in body weight homeostasis in mice and humans (6–8). The vast majority of human obesity is not monogenic. Many genes of small effect account for only approximately 10% of the apparent approximately 40% risk variance for obesity within a specific environment (9–11). Efforts to find the missing inheritance — in less prevalent genetic variants of novel genes — have led to the extensive use of whole-exome sequencing (WES) in pedigrees or association analyses of extremely obese individuals (12). The vetting of novel variants for functional relevance can be conducted in cell-based and animal transgenic systems (13, 14). To assist in prioritizing genes/alleles for such resource-intensive strategies, brain regional expression patterns can be used.

Although there are several comprehensive public resources (e.g., GTExPortal, Brain Architecture Project) reporting large-scale gene expression data from many tissues, none of them allows the direct comparison of the molecular signature based on bulk RNA sequencing (bulk RNA-Seq) profiling of specific brain regions involved in the regulation of energy balance. Therefore, we performed bulk RNA-Seq of obesity-relevant brain regions comprising the nominal homeostatic, reward, and executive regions in both adult and embryonic mouse brains (Figure 1, A and B; and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.149137DS1). Additional sequencing was obtained from brain regions considered not to be involved in the regulation of energy balance, as well as mouse embryonic stem cells (Supplemental Figure 1, A–C; Figure 1B; and Supplemental Table 1). Our study also aims to characterize the utility of this database for vetting obesity-associated genes of interest. Thus, we mapped known obesity-associated genes — including monogenic obesity genes, rare coding variants, low-frequency coding variants, syndromic obesity genes, and variants identified in GWAS for BMI — onto the expression profiles of the brain regions with functional roles in energy balance. Moreover, we identified specific expression patterns for obesity-associated genes in obesity-relevant brain regions compared with genes associated with other disease phenotypes — type 1 diabetes (T1D), type 2 diabetes (T2D), autism, and breast cancer. Furthermore, to facilitate usage of these data, we provide access via a publicly available web portal, the Brain Energy Balance Atlas, accessible via http://doegelab.com, permitting the region-specific analyses of any gene of interest.

## Results

### Samples cluster according to brain area specification and developmental stage.

RNA-Seq was performed on 57 samples from brain regions (regions of energy balance and additional regions) from P56 C57BL/6NTac male mice (Figure 1, A and B, Supplemental Figure 1, and Supplemental Figure 2); 9 samples from 4 brain regions from E14.5 C57BL/6NTac mouse embryos (Figure 1, A and B, and Supplemental Figure 3); and 4 samples from 2 mouse embryonic stem cell (mESC) lines derived from C57BL/6 mice (Supplemental Figure 1); sample description including replicates is given in Supplemental Table 2 and Supplemental Table 3. 

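Gene expression was measured in 57 libraries from 18 adult regions (P56), 9 libraries from 4 embryonic regions (E14.5) and 4 libraries from 2 mESC lines. Each region or line had 2 to 4 libraries, except the embryonic forebrain (F), which had 1, so that no spread between replicates is given for F. RNA came from punch biopsies of frozen brain sections, or from cultured cells for mESC, and the strand-specific mRNA libraries were sequenced as single reads. Each brain library was made from tissue pooled from several mice, apart from 1 ACB (nucleus accumbens) library, so the spread between replicates is between pools and not between mice. With Kallisto, the authors estimated a count and a TPM value for each transcript of the mouse genome build GRCm38. They summed TPM per gene and did not normalize the counts between libraries. Levels are given as the gene TPM of 34677 genes, and tests on counts used the estimated counts summed over the transcripts of each gene and rounded. Of 109282 transcripts, 107987 (98.8%) were matched to a gene, which gave 34505 genes with counts. The total count per library was 13409041 to 20647884 in the adult regions (median 17045412), 9074581 to 22229582 in the embryonic regions (median 16413807) and 12985081 to 18501667 in the mESC lines (median 17612532). Across genes, which are not independent replicates, Pearson's r of log2(TPM + 1) between libraries of the same region lay between 0.9546 and 0.9918 over 74 pairs, with a median of 0.989. The first replicate of the ventral tegmental area (VTA) had 39.6% of its TPM on mitochondrial transcripts, against a median of 7.49% over all libraries. The first replicate of the embryonic hindbrain (H) was next, at 22.56%, and had the lowest total count of all libraries, 9074581. Its r was 0.9692 with the second and 0.9552 with the third H replicate. The paper lists its library batches by region and not by library, so no value within a batch can be given. Adult, embryonic and mESC libraries were made in separate batches, and stage and batch cannot be told apart.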

We performed hierarchical clustering of brain regions and mESC samples using expression profiles of all protein-coding genes. As expected, samples clustered according to brain area specification and developmental stage, with a clear separation of mESC samples (Figure 2A).

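For each library, the nearest other library was found by Pearson's r of log2(TPM + 1) over all 34677 genes. It came from the same region for 61 of the 69 libraries that had a replicate (88.4%), and from the same anatomical group for 69 of 70 libraries (98.6%). The groups were mESC, embryonic brain, hypothalamus, hindbrain nuclei, cortex, cerebellum, ACB and VTA. Neither share was reached in 10000 shuffles of the labels (one-sided permutation tests, p = 0.0001 each, the smallest that this number of shuffles can give). The alternative that moved these shares most was TPM without a logarithm, with 38 of 69 (55.1%) and 62 of 70 (88.6%). With the 21850 protein-coding genes, the class of genes that the paper clustered, 68 of 69 libraries were nearest to their own region and 70 of 70 to their own group. In a tree built with average linkage, the first 3 clusters held the 4 mESC libraries, the 9 embryonic libraries and the 57 adult libraries. The next split set the first VTA replicate apart from the other adult libraries. The median r across genes was 0.987 between mESC libraries, 0.822 between mESC and embryonic libraries and 0.767 between mESC and adult libraries. It was 0.91 between embryonic and adult libraries and 0.964 among adult libraries. The paper states that the samples cluster by brain area and developmental stage.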

We analyzed the distribution of known neuropeptides (*n* = 92; ref. 15). Well-characterized neuropeptides such as pro-opiomelanocortin (*Pomc*), agouti-related protein (*Agrp*), neuropeptide Y, cart prepropeptide (*Cartpt*), and kisspeptin were specifically expressed in the arcuate hypothalamic nucleus (ARH); oxytocin (*Oxt*), corticotropin-releasing hormone (*Crh*), thyrotropin-releasing hormone (*Trh*) in the paraventricular hypothalamic nucleus (PVH; Figure 2B); and hypocretin neuropeptide precursor (*Hcrt*) in the lateral hypothalamic area (LHA; Figure 2B). These findings suggest that the punch biopsies were highly specific for the region of interest (ROI).

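Mean TPM over the libraries of each region was compared across the 22 brain regions. Pomc (ENSMUSG00000020660.6, chromosome 12 of GRCm38, 3954951 to 3960642) was highest in ARH, at 550.7 TPM ± 123 (SD, n = 3), with the embryonic THy/PHy next at 71.65 TPM ± 33.5 (SD, n = 3). Agrp (ENSMUSG00000005705.10, chromosome 8, 105566698 to 105637393) stood at 131.7 TPM ± 60 (SD, n = 3) in ARH, and no other region had a mean above 2.439 TPM. Npy (ENSMUSG00000029819.6, chromosome 6, 49822710 to 49829507) had 515.0 TPM ± 154 (SD, n = 3) in ARH and 295.5 TPM ± 23.2 (SD, n = 3) in the anterior cingulate area (ACA). For Cartpt (ENSMUSG00000021647.7, chromosome 13, 99898489 to 99901091), the mean of 311.6 TPM ± 12.6 (SD, n = 3) in ARH differed from the 314.1 TPM ± 28.4 (SD, n = 2) in the ventromedial hypothalamic nucleus (VMH) by less than the spread between replicates. Kiss1 (ENSMUSG00000116158.1, chromosome 1, 133321875 to 133329901) reached 14.9 TPM ± 3.4 (SD, n = 3) in ARH, ahead of 3.53 TPM ± 0.487 (SD, n = 3) in ACA. In PVH, Oxt (ENSMUSG00000027301.7, chromosome 2, 130576173 to 130577054) had its highest mean, 1264 TPM ± 1150 (SD, n = 2), and the means of PVH and ARH (356.5 TPM ± 251, SD, n = 3) lay closer together than the SD in PVH. Crh (ENSMUSG00000049796.4, chromosome 3, 19693401 to 19695396) had 16.32 TPM ± 7.39 (SD, n = 2) in PVH and 16.4 TPM ± 2.9 (SD, n = 3) in the parabrachial nucleus (PB). Trh (ENSMUSG00000005892.4, chromosome 6, 92242061 to 92244650) was higher in VMH, at 255.1 TPM ± 36.6 (SD, n = 2), than in PVH, at 127.9 TPM ± 57.8 (SD, n = 2). Hcrt (ENSMUSG00000045471.4, chromosome 11, 100761069 to 100762931) was highest in LHA, at 1446 TPM ± 493 (SD, n = 3), and next in VMH, at 799.3 TPM ± 198 (SD, n = 2). Of the 92 neuropeptides, 77 had a region mean of at least 1 TPM. The highest region was hypothalamic for 33 of them, ARH for 16 and VMH for 10.

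**Figure D1:**
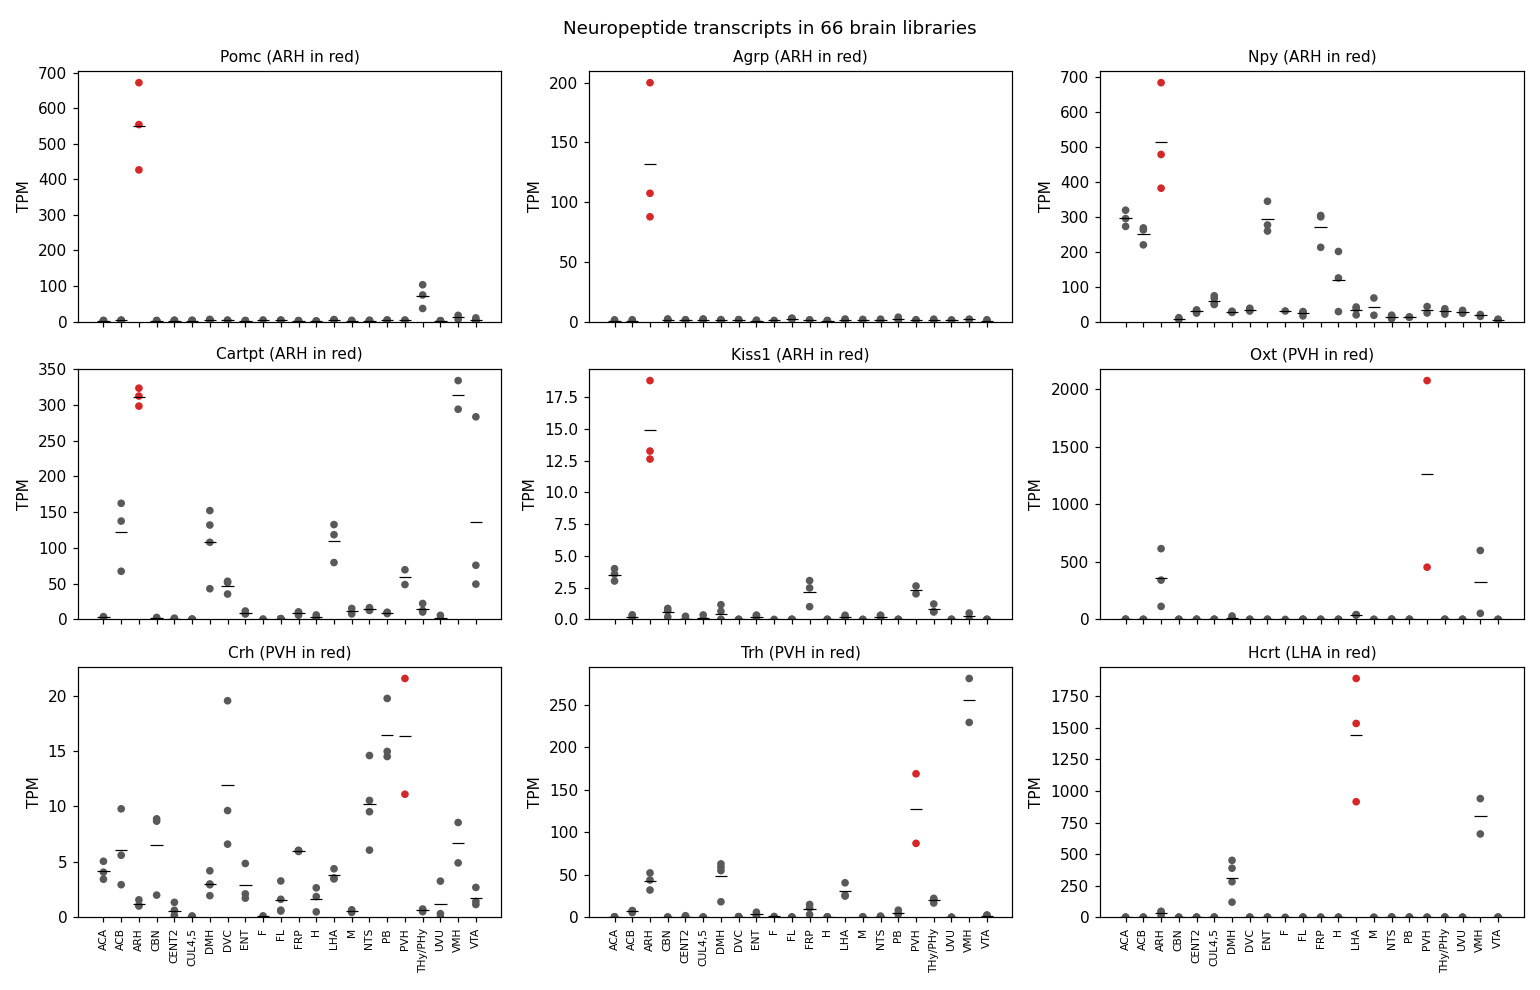
TPM of 9 neuropeptides (vertical axes) in the libraries of 22 brain regions (horizontal axis), with points for libraries, lines for region means and the region the paper names for each peptide in red. Cartpt in VMH (314.1 TPM) and Trh in VMH (255.1 TPM) stand at or above the named region.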

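Counts were compared with edgeR's quasi-likelihood test with TMM normalization, with a group for each region. The contrast was a region minus the mean of the other 21 brain regions on the log2 scale, where regions with few counts lower this mean. A log2 fold change is therefore not the ratio to the mean TPM elsewhere. Hcrt had 1446 TPM in LHA and a mean of 54.77 TPM over the other brain regions. Of 19980 genes tested, 1925 were higher and 568 lower in ARH, 1139 higher and 355 lower in PVH, and 1135 higher and 470 lower in LHA (absolute log2 fold change above 1 and Benjamini-Hochberg adjusted p under 0.05). Every library of the region was above every other brain library for 188 of the higher genes in ARH, 74 in PVH and 5 in LHA. Of 77 neuropeptides tested, 35 were higher in ARH, 23 in PVH and 25 in LHA, and the counts adjusted over the list alone were also 35, 23 and 25. Pomc had a log2 fold change of 6.70 in ARH (standard error 0.19, adjusted p = 1.57e-33), Agrp of 6.68 (standard error 0.2, adjusted p = 5.46e-32), Npy of 3.57 (standard error 0.19, adjusted p = 1.25e-21) and Cartpt of 4.78 (standard error 0.2, adjusted p = 4.29e-26). In PVH, the log2 fold change was 10.76 for Oxt (standard error 0.35, adjusted p = 5.34e-28), 2.91 for Crh (standard error 0.4, adjusted p = 7.88e-08) and 5.99 for Trh (standard error 0.23, adjusted p = 2.82e-26). Hcrt had a log2 fold change of 10.90 in LHA (standard error 0.18, adjusted p = 9.08e-44). The transcripts matched to Kiss1 lacked up to 18.7 of its TPM in a library, so its counts were not usable for this test, and limma on log2(TPM + 0.5) gave a log2 fold change of 4.28 in ARH (adjusted p = 9.44e-21). With no filter on low counts, edgeR gave Kiss1 a log2 fold change of -1.40 (adjusted p = 1). The alternative that moved the counts of genes most compared each region with all other brain libraries as a single group, with 269 higher genes in ARH, 20 in PVH and 4 in LHA. In that comparison the adjusted p was 0.0554 for Npy, 0.199 for Cartpt, 0.138 for Oxt, 1 for Crh, 1 for Trh and 0.599 for Hcrt. Among the genes above every other brain library, those with the largest log2 fold changes were Bpifa1 (10.50, standard error 0.43), Cga (10.13, standard error 0.41), Ces1d (7.51, standard error 0.32), Bsx (7.48, standard error 0.3) and Fshb (7.31, standard error 0.51) in ARH. In PVH they were Ucn3 (8.53), Lmod2 (5.59), Tnnt1 (5.27), Snx31 (5.09) and Defb1 (4.94), and in LHA they were Pmch (10.13), Nts (3.33), Cdh23 (3.13), Snx22 (1.34) and Chd3os (1.01). The largest adjusted p of these 15 genes was that of Fshb, 2.83e-08. From the regional distribution of the neuropeptides, the paper proposes that the punch biopsies were specific for the regions of interest.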

### Genetic categories of obesity have specific frequency distributions and enrichment scores across brain regions mediating energy balance.

We mapped known obesity-associated genes to our data set. The obesity-associated genes included in this study belong to 5 genetic categories: (a) monogenic obesity (*n* = 9), caused by single gene defect (e.g., *Lepr*; ref. 16); (b) rare coding variants that have been associated with increased BMI (*n* = 12) with a human minor allele frequency (MAF) of less than 1% (e.g., *Plxna3*; refs. 14, 17, 18); (c) low-frequency coding variants associated with BMI (*n* = 9), MAF = 1% to 5% (e.g., *Ache*; ref. 18); (d) syndromic obesity (*n* = 25), which are genes that cause a known syndrome that has obesity as 1 phenotypic manifestation (e.g., *Phip*; refs. 19–23); (e) genes inside loci identified by GWAS of BMI (*n* = 144) (e.g., *Tcf7l2*; refs. 24–30; and Supplemental Table 4 and Supplemental Table 5). For genes identified in more than 1 modality (*Pomc*, *Mc4r*, *Lepr*, *Bdnf*, *Tub*, *Ntrk2*, *Bbs4*, *Sh2b1*, *Gipr*), the genes were counted in all relevant categories.

All obesity-associated genes were detected in the brain at variable levels in at least 1 region per gene (Supplemental Figure 4 and Supplemental Table 6). 

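A gene was counted as detected when its mean TPM reached 1 in at least 1 brain region. By this limit 186 of the 190 obesity-associated genes were detected, and 155 of them reached it in every brain region. The 4 others, named after their values were seen, were Ankdd1b, Cyp17a1, Gdf15 and Tnni3k. All 190 genes had a mean TPM above 0, and 190 reached 0.1 TPM, in at least 1 brain region. At a limit of 5 TPM, 179 genes were detected. With 1 TPM required in every library of a region, 184 genes were detected.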

To assess whether these obesity-associated genes are enriched in any of the brain regions involved in energy balance, the frequency distribution was calculated for each obesity-associated gene, by calculating the percentage a sample contributes to the total transcripts per million (TPM) for each gene. For each genetic category, the data were compiled, and the average was plotted (Figure 3, A–E). This was repeated for all categories together (Supplemental Figure 5A).

Monogenic obesity genes were significantly enriched in the ARH compared with any other brain region; monogenic obesity genes also showed enrichment in the terminal hypothalamus (THy) and peduncular hypothalamus (PHy). 

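The frequency score of a category is the mean over its genes of the percentage that a region contributes to the TPM of the gene summed over the 22 brain regions and 2 mESC lines. An equal distribution over these 24 groups gives a score of 4.17%. For the 9 monogenic obesity genes, the score in ARH was 15.6% ± 2.31 (SD, n = 3 libraries), against a mean of 3.95% over the other brain libraries (exact permutation test over the 45760 groupings of the libraries, two-sided, p = 2.19e-05, adjusted p = 2.62e-04 over the 12 pairs of category and region tested). The score in THy/PHy was 9.28% ± 1.59 (SD, n = 3 libraries), against 4.25% in the other brain libraries (exact permutation test, two-sided, p = 0.0159, adjusted p = 0.0207). The pairs tested are those that the paper names from these same libraries, and the adjustment leaves out the other regions. The permutation also takes replicates of a region as independent. Its p therefore does not measure how far a region stands out among the 22 brain regions. With genes as the units, ARH was above each of the 21 other brain regions, and 14 of these differences had an adjusted p under 0.05 (exact sign-flip tests over 9 genes, two-sided, Benjamini-Hochberg over 21 regions). THy/PHy was above 20 of the 21 other regions, with 0 differences at an adjusted p under 0.05 and 1 at an unadjusted p under 0.05. In ARH the alternative that moved the score most was log2(TPM + 1), at 7.07% (adjusted p = 0.00157, exact permutation test). In THy/PHy it was leaving out the gene with the largest share, at 4.5% (adjusted p = 0.997, exact permutation test), and the median over genes gave 4.54% (adjusted p = 0.435, exact permutation test). With log2(TPM + 0.1), THy/PHy (7.98%) stood above ARH (7.47%). Without the first or the second THy/PHy replicate, the score there was 9.11% (adjusted p = 0.0644) or 8.85% (adjusted p = 0.0673, exact permutation tests).

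**Figure D2:**
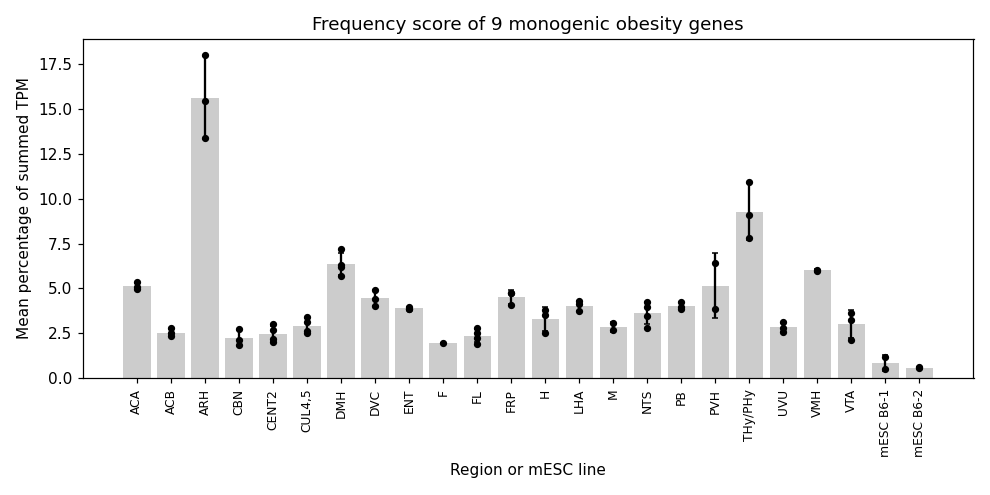
Frequency score of the 9 monogenic obesity genes, as the mean percentage of summed TPM (vertical axis), in each brain region and mESC line (horizontal axis), with bars for the mean over libraries, error bars for the SD and points for libraries. ARH stands at 15.6% and THy/PHy at 9.28%, where an equal distribution gives 4.17%.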

Statistical comparisons between brain regions are given in Supplemental Table 7. The other genetic categories showed more equal distribution across brain regions. 

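The ratio of the highest to the lowest frequency score over the 22 brain regions was 8.02 for monogenic genes, 3.24 for genes with rare coding variants, 2.83 for genes with low-frequency coding variants, 1.69 for GWAS genes and 1.62 for syndromic genes. The SD of the scores over the regions was 3.01%, 1.28%, 0.98%, 0.49% and 0.52% in the same order.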

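Among the other categories, the highest frequency scores were compared with the mean of the remaining brain libraries by the same permutation of libraries. The limits of that permutation hold here too, since these regions were picked as high in the same libraries. Genes with rare coding variants scored 7.42% ± 0.197 (SD, n = 2) in the embryonic midbrain (M), against 4.22% elsewhere (exact permutation test, two-sided, adjusted p = 0.00673). Their score in the embryonic hindbrain (H) was 7.12% ± 1.58 (SD, n = 3), against 4.18% (exact permutation test, adjusted p = 0.00518). Genes with low-frequency coding variants scored 5.80% ± 0.062 (SD, n = 2) in PVH and 5.80% ± 0.284 (SD, n = 2) in VMH, against 4.45% for each (exact permutation tests, adjusted p = 0.0359 each). GWAS genes scored 5.61% ± 0.253 (SD, n = 2) in M and 5.24% ± 0.084 (SD, n = 3) in ARH (exact permutation tests, adjusted p = 0.00518 each). Syndromic genes scored 5.05% ± 0.283 (SD, n = 3) in ARH and 4.94% ± 0.324 (SD, n = 4) in CENT2 (permutation tests, adjusted p = 0.0207 each). With genes as the units, the number of the 21 other regions below the named region at an adjusted p under 0.05 was 0 for rare coding variants in M, where 9 had an unadjusted p under 0.05. It was 15 for rare coding variants in H, 2 for low-frequency coding variants in VMH and 3 in PVH. For GWAS genes it was 15 in M and 5 in ARH, and for syndromic genes 13 in ARH and 10 in CENT2. With log2(TPM + 0.1) in place of TPM, none of these 8 scores kept an adjusted p under 0.05 (permutation of libraries).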

There were trends for relative enrichments in some regions, such as among genes associated with rare coding variants in embryonic brain, low-frequency coding variants in hypothalamic regions, GWAS genes in ARH and embryonic midbrain, and syndromic genes in hypothalamus and cerebellum (Figure 3 and Supplemental Table 7). For all obesity-associated genes as a group (*n* = 190), we observed a trend for enrichment in some regions, such as ARH and embryonic midbrain (Supplemental Figure 5A and Supplemental Table 8).

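For all 190 obesity-associated genes, the frequency score was 5.49% ± 0.165 (SD, n = 2) in M, against 4.22% in the other brain libraries (exact permutation test, two-sided, p = 0.00559, adjusted p = 0.00959). In ARH it was 5.23% ± 0.134 (SD, n = 3), against 4.21% (exact permutation test, two-sided, p = 0.00337, adjusted p = 0.00673). Both regions were named by the paper from these libraries, so the limits given above for this permutation apply. With genes as the units, M was above 16 and ARH above 13 of the 21 other regions at an adjusted p under 0.05. The median over genes in place of the mean gave 4.32% in M (adjusted p = 0.183) and 4.39% in ARH (adjusted p = 0.0952, exact permutation tests).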

To better understand the genetics underlying these frequency distributions, we identified the 3 genes with the highest percentage expression among the obesity-associated genes in the 2 most enriched regions, within each genetic category (Figure 4) as well as within all the obesity-associated genes (Supplemental Figure 5B). 

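Pomc contributed 56.2% of the summed percentages of the 9 monogenic genes in ARH, where 79.1% ± 17.6 (SD, n = 3) of its TPM over all groups was found. Pcsk1 (ENSMUSG00000021587.5, chromosome 13, 75089826 to 75134861) contributed 8.9%, with 12.6% ± 0.76 (SD, n = 3) of its TPM in ARH, at 50.4 TPM ± 3.1. Lepr (ENSMUSG00000057722.17, chromosome 4, 101717404 to 101815352) contributed 7.5%, with 10.5% ± 3.64 (SD, n = 3) in ARH, and was no longer among the first 3 in 1 of the fits that left out a library. In THy/PHy, Sim1 (ENSMUSG00000019913.4, chromosome 10, 50894754 to 50989152) contributed 56.9%, with 47.5% ± 15.5 (SD, n = 3) of its TPM there. Pomc contributed 12.3% and Tub (ENSMUSG00000031028.14, chromosome 7, 108950338 to 109034460) 10.9% in THy/PHy, and these 3 genes stayed the first 3 with each library left out in turn.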

The genes in the top 2 enriched regions for monogenic obesity were *Pomc*, *Pcsk1*, and *Lepr* in ARH, and *Sim1*, *Pomc*, and *Tub* in THy/PHy. All of these genes are expected to be present in these regions and the majority of them are components of the leptin–melanocortin pathway. These results are consistent with prior studies that have classified monogenic obesity mutations into genes with roles in the hypothalamic melanocortin system of feeding regulation (e.g., *Lepr*, *Pomc*) and genes that are essential for the development of the hypothalamus (e.g., *Sim1*; ref. 16). 

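For genes with rare coding variants in M, Plxna3 (ENSMUSG00000031398.13, chromosome X, 74329066 to 74344689) had 15.5% of its TPM there, at 115.1 TPM (n = 2). Gipr (ENSMUSG00000030406.7, chromosome 7, 19156061 to 19166127) had 11.8% ± 1.02 (SD, n = 2), at 3.2 TPM ± 0.3, and Plxna1 (ENSMUSG00000030084.11, chromosome 6, 89316314 to 89362620) 11.5% ± 2.39 (SD, n = 2), at 172.8 TPM ± 36. In H, Nrp2 (ENSMUSG00000025969.15, chromosome 1, 62703285 to 62818695) had 11.8% ± 3.05 (SD, n = 3), at 55.4 TPM ± 14.4. Sema3a (ENSMUSG00000028883.17, chromosome 5, 13125414 to 13602565) had 9.25% ± 3.46 (SD, n = 3) and Plxna3 8.46% ± 3.68 (SD, n = 3). With each library of H left out in turn, Sema3a fell to rank 4 and Plxna3 to rank 6 in at least 1 fit, and Plxna1 fell to rank 4 with 1 M library left out.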

The embryonic midbrain with *Plxna3*, *Gpr*, and *Plxna1* and embryonic hindbrain with *Nrp2*, *Sema3a*, and *Plxna3* are the 2 regions (and top genes) identified as the most enriched for rare coding variants. 

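For genes with low-frequency coding variants in VMH, Entpd6 (ENSMUSG00000033068.16, chromosome 2, 150749042 to 150771675) had 9.37% ± 0.38 (SD, n = 2) of its TPM there, at 86.3 TPM ± 3.5. Ache (ENSMUSG00000023328.14, chromosome 5, 137287519 to 137294466) had 8.56% ± 0.71 (SD, n = 2), at 262.0 TPM ± 21.8, and Rapgef3 (ENSMUSG00000022469.17, chromosome 15, 97744770 to 97767972) 6.83% ± 0.39 (SD, n = 2). In PVH, Rapgef3 had 8.01% ± 0.39 (SD, n = 2), at 45.7 TPM ± 2.2, Zfr2 (ENSMUSG00000034949.18, chromosome 10, 81233155 to 81252123) 6.70% ± 0.83 (SD, n = 2) and Ache 6.46% ± 1.43 (SD, n = 2). With 1 PVH library left out, Zfr2 fell to rank 4 and Ache to rank 5 in at least 1 fit.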

Among genes associated with low-frequency coding variants, we identified *Entpd6*, *Ache*, and *Rapgef3* as genes with the highest TPM values in the ventromedial hypothalamic nucleus (VMH) and *Rapgef3*, *Zfr2*, and *Ache* in the PVH. 

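For syndromic genes in ARH, Ttc8 (ENSMUSG00000021013.16, chromosome 12, 98920574 to 98983238) had 6.81% ± 0.9 (SD, n = 3) of its TPM there, Bbs9 (ENSMUSG00000035919.16, chromosome 9, 22475715 to 22888280) 6.59% ± 1.03 (SD, n = 3) and Mks1 (ENSMUSG00000034121.12, chromosome 11, 87853215 to 87863803) 6.48% ± 0.63 (SD, n = 3). These shares differed by less than the spread between replicates, and each of the 3 genes left the first 3 ranks in at least 1 fit without an ARH library. In CENT2, Inpp5e (ENSMUSG00000026925.16, chromosome 2, 26396249 to 26409203) had 7.82% ± 0.46 (SD, n = 4), Alms1 (ENSMUSG00000063810.7, chromosome 6, 85587531 to 85702753) 7.80% ± 0.66 (SD, n = 4) and Mkks (ENSMUSG00000027274.16, chromosome 2, 136873780 to 136891389) 5.78% ± 0.42 (SD, n = 4). Mkks fell to rank 5 with 1 CENT2 library left out. The highest region of all 3 was CUL4,5.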

Among syndromic genes, we identified *Ttc8*, *Bbs9*, and *Mks1* in ARH, and *Inpp5e*, *Alms1*, and *Mkks* in central lobule II (CENT2; Figure 4). 

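For GWAS genes, the embryonic region with the highest frequency score was M. Tal1 (ENSMUSG00000028717.12, chromosome 4, 115056426 to 115071755) had 60.2% ± 2.9 (SD, n = 2) of its TPM in M, at 71.5 TPM ± 3.4. Tfap2b (ENSMUSG00000025927.13, chromosome 1, 19208914 to 19238576) had 44.1% ± 14.4 (SD, n = 2) in M, at 199.7 TPM ± 65.2, and Tcf7l2 (ENSMUSG00000024985.19, chromosome 19, 55741820 to 55933654) 21.5% ± 6.29 (SD, n = 2), though Tcf7l2 fell to rank 5 with 1 M library left out. In ARH, Pomc contributed 10.5% of the summed percentages of the 144 GWAS genes. Asb4 (ENSMUSG00000042607.15, chromosome 6, 5383386 to 5433022) had 28.4% ± 2.93 (SD, n = 3) of its TPM in ARH, at 82.1 TPM ± 8.5, and Calcr (ENSMUSG00000023964.15, chromosome 6, 3685680 to 3764714) 21.7% ± 1.5 (SD, n = 3), at 28.2 TPM ± 2.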

The genes in the top 2 enriched regions for GWAS loci were *Tal1*, *Tfap2b*, and *Tcf7l2* in embryonic hindbrain and *Pomc*, *Asb4*, and *Calcr* in the ARH (Figure 4). These regions and genes were also identified, when combining all genes of all genetic categories (Supplemental Figure 5B).

In conclusion, we observed that among all the analyzed genetic categories associated with obesity, monogenic obesity genes were most enriched in arcuate nucleus and embryonic hypothalamus. 

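Each frequency score was also ranked among those of 10000 random gene lists of the same size, matched on mean expression. The monogenic score lay at percentile 100 of these lists in ARH, where their median was 4.22%, and at percentile 99.2 in THy/PHy, where it was 4.48%. GWAS genes lay at percentile 99.8 in both M and ARH, and genes with low-frequency coding variants at 98.7 in VMH and 99.2 in PVH. Genes with rare coding variants lay at percentile 97.1 in M and 94.1 in H, and syndromic genes at 92.8 in ARH and 81.5 in CENT2. From the frequency distributions, the paper concludes that monogenic obesity genes were the category most enriched in ARH and the embryonic hypothalamus.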

We also observed that for all obesity-associated genes, there was a trend for enrichment in ARH and embryonic brain regions.

Next, we performed gene set enrichment analysis (GSEA; Supplemental Figure 6, A–F). All replicates were input, alongside the obesity genetic category gene lists (monogenic, rare coding variance, low-frequency coding variants, GWAS, and syndromic). 

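All 34677 genes were ranked by the signal-to-noise ratio of TPM between the libraries of a region and all other libraries. A weighted enrichment score (ES) was computed for each of the 5 categories in each of 22 brain regions. Its p came from a permutation of genes, with 10000 random sets of the same size, one-sided on the sign of the score, with Benjamini-Hochberg adjustment over these 110 pairs. No pair with a positive score had an adjusted p under 0.05 (0 of 110), and the smallest adjusted p was 0.0594. The paper ranked genes within its lists and used the FDR of the GSEA output, so its threshold is unlike this one. At an unadjusted p under 0.05 there were 18 positive and 9 negative pairs. The alternative that moved this count most kept only the 19820 genes with a region mean of at least 1 TPM, and gave 9 pairs. Monogenic genes had an ES of 0.870 in ARH (permutation p = 0.00235) and 0.400 in THy/PHy (p = 0.709). Rare coding variants had an ES of 0.774 in THy/PHy (permutation p = 0.00915) and 0.756 in H (p = 0.0114). Low-frequency coding variants had an ES of 0.785 in DMH (permutation p = 0.0162) and 0.789 in PB (p = 0.00973). For GWAS genes the ES was 0.475 in ARH (permutation p = 0.00378), 0.450 in DMH (p = 5.48e-04), 0.395 in PB (p = 0.00273), 0.393 in M (p = 0.0371) and 0.278 in CENT2 (p = 0.661). For syndromic genes it was 0.720 in ARH (permutation p = 0.00132), 0.617 in VMH (p = 0.0162) and 0.625 in CENT2 (p = 0.0125). All of these p are one-sided and come from the random gene sets.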

Results of GSEA are as follows: monogenic obesity genes were significantly enriched in the arcuate nucleus of the hypothalamus and showed a trend of enrichment in the embryonic hypothalamus (Supplemental Figure 6, A and B); rare coding variants were significantly enriched in embryonic hypothalamus and hindbrain (Supplemental Figure 6, A and C); low-frequency coding variants were enriched in hypothalamic regions, significantly in the dorsomedial nucleus of the hypothalamus (DMH; Supplemental Figure 6, A and D); GWAS genes were enriched in the embryonic midbrain, among hypothalamic regions significantly in the ARH and DMH, and in regions of the cerebellum (Supplemental Figure 6, A and E); and syndromic genes were enriched in regions of hypothalamus and cerebellum, significantly in the ARH, VMH, and CENT2 (Supplemental Figure 6, A and F). In conclusion, as shown above for the frequency distribution, GSEA determined that obesity-associated genes are enriched in the ARH and embryonic hypothalamus. In addition, GSEA also identified the enrichment of obesity-associated genes in the VMH, DMH, and regions of the cerebellum.

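In the setting restricted to genes with a region mean of at least 1 TPM, the pairs past the threshold in ARH and THy/PHy were monogenic genes in ARH (ES 0.850, adjusted p = 0.0151), syndromic genes in ARH (ES 0.651, adjusted p = 0.0151), GWAS genes in ARH (ES 0.411, adjusted p = 0.0338) and rare coding variants in THy/PHy (ES 0.770, adjusted p = 0.0151). With log2(TPM + 1), monogenic genes in ARH passed (ES 0.902, adjusted p = 0.0253). With each library of ARH left out in turn, the monogenic ES in ARH lay between 0.851 and 0.893, and without the third ARH replicate its adjusted p was 0.0369. Camera on log2(TPM + 0.5), with the correlation between genes estimated, gave an adjusted p of 0.00953 for monogenic genes in ARH. The other pairs named above did not pass in camera. Its adjusted p was 0.76 for syndromic and for GWAS genes in ARH and 0.714 for rare coding variants in THy/PHy. Permutation of the libraries in place of gene sets gave an unadjusted p of 0.027 for monogenic genes in ARH, and its 100 permutations are too few for a pair to pass the adjustment. From GSEA, the paper concludes that obesity-associated genes are enriched in these regions.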

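Monogenic genes in DMH had an ES of 0.747 (p = 0.0291, one-sided, random gene sets), and camera with an estimated correlation gave an adjusted p of 0.0372 for them in DMH and 0.0372 in VMH. Restricted to genes with a region mean of at least 1 TPM, low-frequency coding variants (ES 0.736, adjusted p = 0.0347) and GWAS genes (ES 0.401, adjusted p = 0.0151) passed in DMH. No pair in VMH or the cerebellum did so. In DMH, camera gave an adjusted p of 0.366 for low-frequency coding variants and 0.76 for GWAS genes. GWAS genes in CENT2 had an ES of -0.183 when only the listed genes were ranked and of -0.250 against the other brain libraries alone. Without the second VMH replicate, the ES of syndromic genes in VMH was 0.549.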

### Obesity-associated genes cluster into modules.

To assess whether obesity genes from different genetic categories show similar or different expression profiles across the brain regions of energy balance, we subjected all obesity-associated genes to weighted correlation network analysis (WGCNA), obtaining 11 modules (Supplemental Figure 7). 

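The modules are those that the paper lists for its 190 obesity-associated genes. For each module, the mean Pearson's r between its genes over the 24 region means of TPM was compared with 10000 random gene lists of the same size, matched on mean expression. The study formed the modules on these same libraries, so the comparison is a description and not independent evidence. The mean r was above every random list in 7 of the 11 modules and above 95% of them in 9. It lay between -0.026 and 0.741 over the modules, with a median of 0.592, where the random lists had a median of 0.033. Modules 7 (mean r 0.024, one-sided permutation p = 0.425) and 11 (mean r -0.026, one-sided permutation p = 0.621) did not exceed the random lists. Over the 22 brain regions alone, without the mESC lines, 6 modules were above every random list.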

The heatmap in Figure 5A visualizes the modules, and detailed information (e.g., genes annotation) is given in Supplemental Table 9. 

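Each gene's 24 region means of TPM were scaled to z-scores and averaged over the genes of a module, so that the SD is over genes. In module 1 (37 genes) the mean z-score was highest in M, at 1.83 ± 1.4 (SD), then in THy/PHy at 1.38 and H at 1.16. Its mean over the embryonic regions was 1.34, and its mean over each other system was below 0. The genes with the largest z-scores in M were Tal1 (4.62), Tfap2b (4.00) and Pgpep1 (3.35). With log2(TPM + 1) the mean z-score in M was 1.48.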

In module 1, we observed enrichment of genes in embryonic regions. 

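Module 2 (29 genes) had its highest mean z-score in mESC B6-1, at 1.54 ± 2.1 (SD over genes), followed by mESC B6-2 at 1.36 and F at 0.65. The mean over the embryonic regions was 0.27.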

Genes in module 2 had a higher expression in embryonic regions and stem cells. Module 3 featured genes with a high expression in regions of homeostatic system and cerebellum. 

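Module 3 (28 genes) was highest in the nucleus of the solitary tract (NTS), at a mean z-score of 1.03 ± 0.51 (SD over genes), and in PB at 0.99 and the dorsal-vagal complex at 0.96. The means over the homeostatic system and the cerebellum were 0.77 and 0.42.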

Module 4 was characterized by genes with a high expression in regions of the executive system and hypothalamic regions. 

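The highest mean z-scores of module 4 (24 genes) were those of VMH, 1.11 ± 0.66 (SD over genes), ARH, 1.06, and DMH, 0.99. The executive system had a mean of 0.83 and the hypothalamus of 0.86.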

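Module 5 (18 genes) reached a mean z-score of 1.98 ± 0.53 (SD over genes) in CUL4,5, 1.55 in the uvula (UVU) and 1.44 in CENT2. The mean over the cerebellum was 1.09, and no other system had a mean above 0.15.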

In module 5, we detected enrichment of genes in regions of the cerebellum. In module 6, the expression was highest in regions of the executive system, reward system, hypothalamus, and cerebellum. 

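In module 6 (13 genes), the mean z-score was 1.46 ± 1.17 (SD over genes) in ACB, 1.17 in ARH and 1.14 in VMH. By system it was 0.44 in the executive system, 0.29 in the reward system, 0.67 in the hypothalamus and 0.14 in the cerebellum.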

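The mean z-score of module 7 (11 genes) was highest in mESC B6-2, at 0.55 ± 1.58 (SD over genes), then in F at 0.50 and CUL4,5 at 0.47. The SD is that of single genes, so it cannot decide whether these means differ. Without the first mESC B6-2 replicate, the highest region was F, at 0.52.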

Genes defining module 7 had a high expression in regions of the embryonic brain, cerebellum, and in stem cells. In modules 8 and 9, we observed an increased expression of genes in regions of embryonic brain and cerebellum; in differentiating 8 from 9, module 8 had an increased expression in executive regions. 

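Module 8 (10 genes) had its highest mean z-scores in F, 1.15 ± 1.05 (SD over genes), M, 1.09, and THy/PHy, 0.90, with means of 0.76 over the embryonic regions, 0.55 over the cerebellum and 0.04 over the executive system. Module 9 (8 genes) was highest in M, at 1.83 ± 0.73 (SD over genes), H, at 1.72, and THy/PHy, at 1.5, with means of 1.63 over the embryonic regions, 0.38 over the cerebellum and -0.41 over the executive system. Without the second M replicate, H was the highest region of module 9.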

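The 8 genes of module 10 had a mean z-score of 2.80 ± 0.97 (SD over genes) in ARH, 1.20 in VMH and 1.04 in THy/PHy. It was 0.91 over the hypothalamus and 0.40 over the embryonic regions. The genes with the largest z-scores in ARH were Pomc (4.66), Asb4 (3.67) and Calcr (2.90).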

Module 10 showed the presence of genes specifically enriched in embryonic and hypothalamic regions. 

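The 4 genes of module 11 had their highest mean z-score in the frontal pole (FRP), at 1.20 ± 1.78 (SD over genes), and next in the cerebellar nuclei (CBN), at 0.86. The value in FRP rested on 1 library, since it was 0.10 without the second FRP replicate, where CBN was the highest region. There the 3 genes with the largest z-scores were Cyp17a1, at 0.409 TPM ± 0.708 (SD, n = 3), Sec16b, at 1.25 TPM ± 0.246, and Apobr, at 0.799 TPM ± 0.214.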

In module 11, genes were more widespread among the regions, with no specific localization (Figure 5A).

To address whether there is an association between expression modules and the genetic categories of obesity evidence, for each module, the number of genes associated to each genetic category was normalized to the size of the module, and the normalized gene number was expressed as a percentage (Figure 5B). All modules are characterized by the presence of genes belonging to more than 1 genetic category, with modules 1 and 4 being defined by genes associated with all 5 genetic categories. 

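Of the 55 pairs of category and module, 20 held no gene, and 2 of the 11 modules held all 5 categories. Module 1 held 2 monogenic genes, 6 with rare and 1 with low-frequency coding variants, 26 GWAS and 4 syndromic genes. Module 4 held 4 monogenic genes, 1 with rare and 1 with low-frequency coding variants, 20 GWAS and 2 syndromic genes.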

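GWAS genes made up between 38.5% of module 6 (5 of 13 genes) and 90.9% of module 7 (10 of 11 genes), and every module held at least 3 of them.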

Except for GWAS genes that were distributed across all modules, genes from the remaining genetic categories were present only in a subset of the modules. 

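The 9 monogenic genes were spread over 4 modules. They made up 25% of module 10 (2 of 8 genes), 16.7% of module 4 (4 of 24), 10% of module 8 (1 of 10) and 5.4% of module 1 (2 of 37).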

Genes associated with monogenic obesity were primarily expressed in module 10, but also in modules 1, 4, and 8 (Figure 5B), the modules with predominance of genes in embryonic brain and hypothalamus (Figure 5A). These results are in agreement with our previous observations of enrichment of monogenic obesity genes in hypothalamic (ARH) and embryonic (THy/PHy) regions (Figure 3, Figure 4, and Supplemental Figure 6, A and B). Rare coding variants were distributed across modules 1, 2, 4, 8, and 11. 

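Genes with rare coding variants made up 16.2% of module 1 (6 of 37), 10.3% of module 2 (3 of 29), 4.2% of module 4 (1 of 24), 10% of module 8 (1 of 10) and 25% of module 11 (1 of 4).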

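Genes with low-frequency coding variants made up 16.7% of module 5 (3 of 18), 10.7% of module 3 (3 of 28), 7.7% of module 6 (1 of 13), 4.2% of module 4 (1 of 24) and 2.7% of module 1 (1 of 37).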

Low-frequency coding variant genes were identified in modules 1, 3, 4, 5, and 6, and in particular, in module 5 (Figure 5B), in which there was an abundance of genes in cerebellar regions (Figure 5A). 

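Syndromic genes made up 53.8% of module 6 (7 of 13), 30% of module 8 (3 of 10) and 25% of module 10 (2 of 8), and 0 of the 4 genes of module 11.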

Syndromic genes were distributed across all modules, except module 11, with predominance in module 6 (Figure 5B), as characterized by genes in regions of the executive system, reward system, hypothalamus, and cerebellum (Figure 5A).

Next, we determined whether a genetic category is overrepresented in a given module. We developed an overrepresentation score that indicates the deviation from an equal distribution across modules, normalizing for module size and gene list size. The deviation from the equal distribution was plotted, where a positive deflection denotes enrichment (Figure 5C). Each cluster was enriched with genes specifically associated with 1 of the genetic categories. 

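The overrepresentation score is the observed number of genes divided by the expected number, minus 1. Each of the 55 pairs was also tested with Fisher's exact test (two-sided, Benjamini-Hochberg over the 55 pairs). The score was above 0 in 20 pairs. An excess had an unadjusted p under 0.05 in 5 pairs and an adjusted p under 0.05 in 1, the syndromic genes in module 6. An association of any kind between category and module was as strong in few of 10000 shuffles of the memberships (one-sided permutation test, p = 0.0034). In the paper's hierarchical modules of the same genes, 3 pairs had an excess at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05. From these scores, the paper states that each module is enriched for genes of a genetic category.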

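The score of monogenic genes was 4.28 in module 10 (2 genes against 0.38 expected, Fisher's exact test, p = 0.0483, adjusted p = 0.443) and 2.52 in module 4 (4 genes against 1.14 expected, Fisher's exact test, p = 0.0162, adjusted p = 0.223).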

Genes associated with monogenic obesity were enriched in module 10 (Figure 5C), comprised of genes with a high expression in the embryonic and hypothalamic regions (Figure 5B), again supporting the importance of this genetic category in these regions (Figures 3 and 4 and Supplemental Figure 6, A and B); and module 4 (Figure 5C), with a predominance of genes in the executive and hypothalamic regions (Figure 5B). Rare coding variants were enriched in module 1 (Figure 5C), suggesting the involvement of these genes in embryonic brain (Figure 5B, Figure 3, and Supplemental Figure 6, A and C). 

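The score of rare coding variants in module 1 was 1.57 (6 genes against 2.34 expected, Fisher's exact test, p = 0.0139, adjusted p = 0.223).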

Futhermore, rare coding variants were also enriched in modules 2 and 11 (Figure 5C). 

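In module 2 the score of rare coding variants was 0.64 (3 genes against 1.83 expected, Fisher's exact test, p = 0.398), and in module 11 it was 2.96 (1 gene against 0.25 expected, Fisher's exact test, p = 0.231).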

Low-frequency coding variants were enriched in module 3 and 5 (Figure 5C). These modules feature high gene expression in homeostatic and cerebellar regions (Figure 5A), which is in agreement with the previously identified association of these genetic category to hypothalamic regions (Figure 3 and Supplemental Figure 6, A and D). 

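Low-frequency coding variants scored 1.26 in module 3 (3 genes against 1.33 expected, Fisher's exact test, p = 0.131, adjusted p = 0.819) and 2.52 in module 5 (3 genes against 0.85 expected, Fisher's exact test, p = 0.042, adjusted p = 0.443).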

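GWAS genes scored 0.20 in module 7 (10 genes against 8.34 expected, Fisher's exact test, p = 0.301) and 0.15 in module 9 (7 genes against 6.06 expected, Fisher's exact test, p = 0.682). Their largest deviation was the score of -0.49 in module 6 (5 genes against 9.85 expected, Fisher's exact test, p = 0.0033, adjusted p = 0.0907).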

GWAS genes were enriched in module 7 and 9 (Figure 5C), showing again a predominance of this category in embryonic regions (Figure 5B, Figure 3, and Supplemental Figure 6, A and E). 

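Syndromic genes scored 3.09 in module 6 (7 genes against 1.71 expected, Fisher's exact test, p = 3.02e-04, adjusted p = 0.0166) and 1.28 in module 8 (3 genes against 1.32 expected, Fisher's exact test, p = 0.129, adjusted p = 0.819).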

Syndromic genes were enriched in module 6 and 8 (Figure 5C), confirming the presence of these genes in regions of the cerebellum and hypothalamus (Figure 5B, Figure 3, and Supplemental Figure 6, A and F). Taken together, these results show that different genetic evidence for association with obesity can result in similar expression profiles across brain regions.

To further strengthen our findings, we utilized an independent approach to assess the expression profile of obesity-associated genes across brain regions of energy balance. All obesity-associated genes were subjected to hierarchical clustering, resulting in 11 distinct modules, each defined by more than 1 genetic category (Supplemental Figure 8 and Supplemental Table 5). This analysis also found the abundance of genes associated with monogenic obesity in embryonic and hypothalamic regions; the enrichment of rare coding variants in embryonic regions; and the prevalence of low-frequency coding variant genes in regions of the executive system, reward system, and hypothalamus (Supplemental Figure 8). 

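In the paper's hierarchical modules, 3 monogenic genes fell in module 3, against 0.66 expected (score 3.52, Fisher's exact test, p = 0.0207, adjusted p = 0.38). The mean z-score of that module was highest in ARH, at 1.73 ± 1.47 (SD over genes), and next in THy/PHy, at 1.26. Rare coding variants had 5 genes in module 6, against 1.58 expected (score 2.17, Fisher's exact test, p = 0.0111, adjusted p = 0.305), a module highest in M (2.51) and THy/PHy (1.84). Low-frequency coding variants had 3 genes in module 10, against 1.28 expected (score 1.35, Fisher's exact test, p = 0.12). The means of module 10 were 0.84 over the hypothalamus, 0.54 over the executive and 0.17 over the reward system. Module 11, which the caption of Supplemental Figure 8 names for this category, held 1 of its 9 genes, against 0.99 expected (score 0.01, Fisher's exact test, p = 1), with means of 0.83, 0.2 and 0.14. Over all hierarchical modules, the association with category had a one-sided permutation p of 0.0746 (10000 shuffles).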

Clustering into additional smaller modules did not lead to the assignment of just 1 genetic category per module (Supplemental Figure 9).

We then looked at changes in the composition of the modules, comparing the 11 modules obtained using WGCNA clustering with the 11 modules obtained performing hierarchical clustering, and observed that the majority of obesity-associated genes had the tendency to cluster in similar ways in the 2 distinct analyses (Supplemental Figure 10), strengthening the validity of both approaches and the biological relevance of our data set.

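Of 190 genes, 111 (58.4%) lay in the hierarchical module that shared most genes with their WGCNA module. The adjusted Rand index, which is near 0 for unrelated groupings and 1 for identical ones, was 0.371 between the paper's WGCNA and hierarchical modules. No shuffle of 1000 came above 0.026 (one-sided permutation p = 0.000999, the smallest possible). All these groupings rest on the same libraries, so agreement above that of shuffled memberships is a description and not independent evidence. Complete-linkage clustering of the region means of TPM into 11 clusters gave an index of 0.333 against the WGCNA modules and of 0.494 against the hierarchical modules. The alternative that moved the latter most was log2(TPM + 1), at 0.312. The paper states that most obesity-associated genes tend to cluster alike in both analyses.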

To confirm that a genetic category is not assignable to a distinct module, we performed hierarchical clustering on all the genetic categories individually and found that genes associated with each of the categories were distributed across all anatomic regions, without distinct preference for homeostatic, executive, or reward system (Supplemental Figure 4, A–E). Thus, the genetic category per se did not determine regional gene expression profile.

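The system with a gene's highest region was counted in each category. Of 9 monogenic genes, 4 were highest in a homeostatic region, 4 in the embryonic brain and 1 in an executive region. Of 12 genes with rare coding variants, 7 were highest in the embryonic brain, and of 9 with low-frequency coding variants, 4 in a homeostatic region and 4 in the cerebellum. The 144 GWAS genes were highest in the embryonic brain (46), homeostatic regions (33), the cerebellum (25), mESC (21), executive regions (10) and reward regions (2), and the others in ENT, which is in none of these systems. The 25 syndromic genes were highest in the embryonic brain (7), the cerebellum (5), homeostatic regions (4), reward regions (4), executive regions (3) and mESC (2).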

### Obesity-associated genes have specific enrichment scores across energy balance–relevant brain regions.

To determine whether the expression patterns of the obesity-associated genes are specific to obesity, we examined the expression profiles of genes known to be associated with 4 other diseases: (a) autoimmune disease (T1D, *n* = 61; ref. 31); (b) metabolic disease (T2D, *n* = 140; refs. 32–36); (c) complex brain disorder (autism, *n* = 190; ref. 37); and (d) cancer (breast cancer, *n* = 98; refs. 38–40; Supplemental Table 10, Supplemental Table 11, Supplemental Table 12, and Supplemental Table 13). The expression values for genes associated with obesity, T1D, T2D, autism, and breast cancer are given in Supplemental Table 14. Transcripts from all genes were detected in the brain at variable levels in at least 1 region per gene. These diseases have some genes in common with obesity (15 genes of 650 total genes; Supplemental Table 15), which may have been suggestive of the presence of shared pathways between diseases and/or obesity as a risk factor for the other diseases and/or vice versa.

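Of the genes on the 5 lists used here, 619 had a mean of at least 1 TPM in at least 1 brain region, and all had a mean above 0. At 5 TPM, 593 were detected.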

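Of the 190 obesity-associated genes, 15 were also on another list. The type 2 diabetes list shared 9 genes with them, the autism list 3, the breast cancer list 3 and the type 1 diabetes list 2.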

To assess if there was region-specific enrichment for 1 or the other disease, we performed GSEA, where all replicates were input alongside the gene list comprised of all obesity-, T1D-, T2D-, autism- and breast cancer–associated genes (Figure 6 and Supplemental Figure 11, A–E). 

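The disease lists were scored as the obesity categories were, with the libraries of each of 6 systems set against all other libraries and adjustment over 30 pairs of disease and system. A positive score with an adjusted p under 0.05 was found in 4 of the 30 pairs. Obesity-associated genes had an ES of 0.438 in the homeostatic system (24 libraries, permutation p = 1.99e-04, adjusted p = 0.00134, one-sided, random gene sets). With each library of the system left out in turn, this ES stayed between 0.428 and 0.446. The alternative that moved the result most was camera with an estimated correlation (adjusted p = 0.982), which called 0 of the 30 pairs, with 0 at an unadjusted p under 0.05. Permutation of the libraries, which takes the libraries as the units, gave an unadjusted p of 0.0667, and its 100 permutations are too few for a pair to pass the adjustment.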

When analyzed with GSEA, obesity-associated genes were significantly enriched in regions of the homeostatic system (Figure 6 and Supplemental Figure 11A). 

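Autism-associated genes had an ES of 0.541 in the executive system (6 libraries, p = 2.26e-04 from 10000 permutation draws of gene sets, adjusted p = 0.00134, one-sided) and of 0.464 in the embryonic brain (9 libraries, p = 2.37e-04 from the same permutation draws, adjusted p = 0.00134). With log2(TPM + 1), the ES in the embryonic brain was 0.371 (adjusted p = 0.0788). Permutation of the libraries gave an unadjusted p of 0.102 in the executive system and 0.19 in the embryonic brain.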

Autism-associated genes were significantly enriched in regions of the executive system and embryonic brain (Figure 6 and Supplemental Figure 11D). Breast cancer–associated genes were significantly enriched in mESC samples (Figure 6 and Supplemental Figure 11E). 

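Breast cancer-associated genes had an ES of 0.46 in the 4 mESC libraries (p = 0.00824 from the permutation draws of gene sets, adjusted p = 0.0309, one-sided). With log2(TPM + 1) it was 0.285 (adjusted p = 0.676), and without the first mESC B6-2 replicate it was 0.445 (adjusted p = 0.0513). Permutation of the libraries gave an unadjusted p of 0.0345. Negative scores with an adjusted p under 0.05 were found in 5 pairs, among them obesity-associated genes in mESC (ES -0.534, adjusted p = 0.00134).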

T1D- and T2D-associated genes were not significantly enriched in any region but showed a trend of enrichment in some of the regions: T1D-associated genes in regions of the executive system and cerebellum and T2D-associated genes in regions of the homeostatic and executive system and embryonic brain (Figure 6 and Supplemental Figure 11, B and C).

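T1D-associated genes had an ES of 0.424 in the executive system (permutation p = 0.0601) and 0.402 in the cerebellum (p = 0.171). T2D-associated genes (139 here, 140 in the paper) had an ES of 0.289 in the homeostatic system (permutation p = 0.273), 0.298 in the executive system (p = 0.288) and 0.345 in the embryonic brain (p = 0.116, each one-sided from random gene sets). The ES of T2D-associated genes in the executive system was -0.329 with log2(TPM + 1) and -0.286 against the other brain libraries alone. From these scores, the paper concludes that obesity-associated genes are specifically enriched in regions of energy balance.

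**Figure D3:**
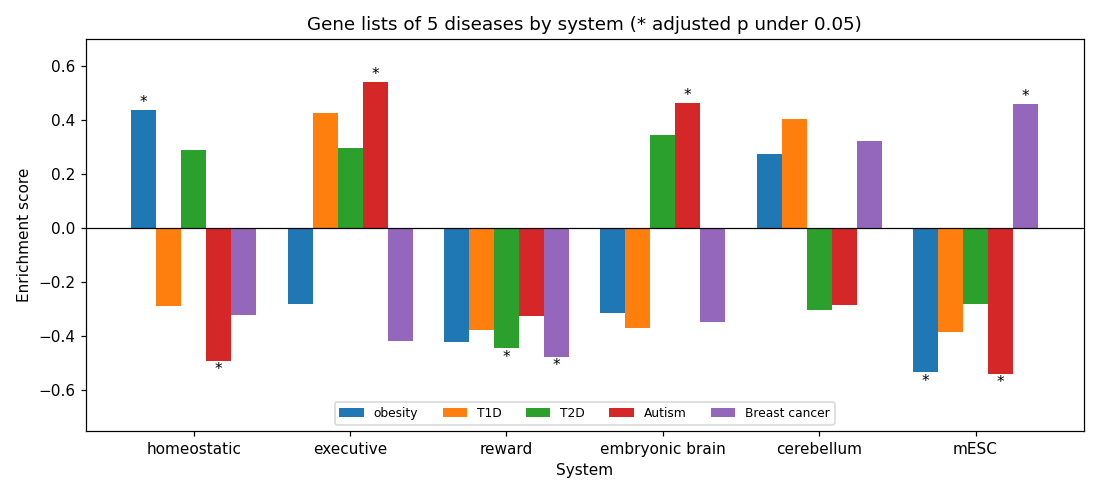
Enrichment score (vertical axis) of 5 disease gene lists (bars by colour) in 6 systems (horizontal axis), with a star at an adjusted p under 0.05. The starred positive scores are 0.438, 0.541, 0.464 and 0.46.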

These results show that obesity-associated genes have specific enrichment across brain regions mediating energy balance.

### Clustering of obesity-associated genes together with genes associated with other diseases.

To assess if genes associated with the 4 aforementioned diseases cluster with obesity, we compared obesity-associated genes with T1D-, T2D-, autism-, and/or breast cancer–associated genes using WGCNA, resulting in 15 distinct modules (Supplemental Figure 12), each defined by admixed genes associated with all diseases, and each composed of genes with specific regional localization. The heatmap in Figure 7A visualizes the modules, and detailed information (e.g., genes’ annotation) is given in Supplemental Table 16. The percentage of the contribution of each disease to each module, calculated by normalizing the number of genes associated to each disease normalized to the size of the module and expressed as percentage, revealed that all diseases are present, at different levels, in every module. 

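The paper's 15 modules were analysed as listed. All 5 gene lists were present in 12 of the 15 modules, and 4 of the 75 pairs of disease and module held no gene. The study formed these modules on the same libraries, so their inner correlation is a description and not independent evidence. The mean r within a module was above every one of 10000 matched random gene lists in 14 modules. The exception was module 15 (mean r 0.009, one-sided permutation p = 0.626), in which the highest mean z-score was 0.53 ± 1.07 (SD over genes), in FRP.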

The only exceptions were for T1D-associated genes, absent in modules 1, 12, and 14; and T2D-associated genes, absent in module 11 (Figure 7B).

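T1D-associated genes numbered 0 of 11 in module 12, 0 of 8 in module 14 and 13 of 121 in module 1, where 11.4 were expected. T2D-associated genes numbered 0 of 13 in module 11, and breast cancer-associated genes also 0 of 13 there.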

To evaluate whether the modules were enriched for disease-specific genes, even if composed of genes from all diseases, we generated an overrepresentation score for each gene list by calculating the number of genes that should be in each module if they were equally distributed, normalizing for module size and gene list size. The deviation from the equal distribution was plotted, where a positive deflection denotes overrepresentation (Figure 7C). 

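Each of the 75 pairs of disease and module was tested with Fisher's exact test (two-sided, Benjamini-Hochberg over 75 pairs). An adjusted p under 0.05 was found for 4 excesses and 1 deficit, and an unadjusted one for 9 and 6. Breast cancer-associated genes in module 1 numbered 32, against 18.3 expected (score 0.75, Fisher's exact p = 3.49e-04, adjusted p = 0.0131). The deficit was that of autism-associated genes in module 1, with 21 genes against 35.4 expected (adjusted p = 0.0234). The association between disease and module was not reached in 10000 shuffles (one-sided permutation p = 0.0001, the smallest possible).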

Module 1 was enriched by breast cancer–associated genes (Figure 7C). This module was characterized by genes with a high expression specifically in stem cells (Figure 7A), confirming the previous GSEA results that show significant enrichment of breast cancer–associated genes in the mESC samples (Figure 6 and Supplemental Figure 11E). 

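The 121 genes of module 1 had a mean z-score of 1.63 ± 2.24 (SD over genes) in mESC B6-2 and 1.51 in mESC B6-1, and of 0.24 in the next region, F.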

Module 2, with a high expression of genes in the embryonic regions (Figure 7A), was enriched by obesity-associated genes (Figure 7C), which was expected to be highly present in these regions. 

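Obesity-associated genes in module 2 numbered 41, against 32.5 expected (score 0.26, Fisher's exact test, p = 0.0663, adjusted p = 0.292). The 111 genes of the module had a mean z-score of 1.80 ± 1.1 (SD over genes) in M, 1.65 in THy/PHy and 1.30 in F.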

Module 3, characterized by a high expression of genes in regions of the executive system and cerebellum (Figure 7A), is enriched with autism-associated genes (Figure 7C), supporting the significant enrichment previously shown for genes associated with this disease in these regions (Figure 6 and Supplemental Figure 11D). 

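Module 3 held 33 autism-associated genes, against 23.4 expected (score 0.41, Fisher's exact test, p = 0.0176, adjusted p = 0.147). Its 80 genes had a mean z-score of 1.22 ± 0.76 (SD over genes) in CUL4,5, with means of 0.82 over the executive system and 0.58 over the cerebellum.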

Module 4 was enriched with obesity-associated genes (Figure 7C). This module had a high expression of genes in regions of the homeostatic system and cerebellum (Figure 7A), in agreement with our previous findings (Figure 6 and Supplemental Figure 11A). 

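Module 4 held 23 obesity-associated genes among 55, against 16.1 expected (score 0.43, Fisher's exact test, p = 0.0431, adjusted p = 0.231). The mean z-score was highest in NTS, at 1.05 ± 0.72 (SD over genes), with means of 0.68 over the homeostatic system and 0.31 over the cerebellum.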

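In module 5 (55 genes), 32 genes were autism-associated, against 16.1 expected (score 0.99, Fisher's exact test, p = 3.42e-06, adjusted p = 2.57e-04). The mean z-score was highest in H, at 1.62 ± 1.68 (SD over genes), with means of 0.99 over the embryonic regions and 0.32 over the mESC lines.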

Autism-associated genes were enriched in module 5 (Figure 7C), characterized by genes highly expressed in embryonic regions and mESCs (Figure 7A). Module 6 was enriched with T1D-associated genes (Figure 7C). This module had an increased expression of genes in cerebellum regions (Figure 7A). 

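Module 6 (46 genes) held 6 T1D-associated genes, against 4.32 expected (score 0.39, Fisher's exact test, p = 0.427, adjusted p = 0.831). Its mean z-score was 2.13 ± 0.62 (SD over genes) in CUL4,5 and 1.87 in UVU. The module with the largest score of T1D-associated genes was module 15, with 6 genes against 1.60 expected (score 2.76, Fisher's exact test, p = 0.00294, adjusted p = 0.0441).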

We observed a nonsignificant trend of enrichment of T1D-associated genes in the cerebellum in the GSEA analysis (Figure 6 and Supplemental Figure 11A). Obesity-associated genes were enriched in module 7 (Figure 7C). This module showed the highest expression of genes in regions of the executive system and homeostatic system (Figure 7A), confirming the previously obtained results for the latter system (Figure 6 and Supplemental Figure 11D). 

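Module 7 (42 genes) held 19 obesity-associated genes, against 12.3 expected (score 0.55, Fisher's exact test, p = 0.0228, adjusted p = 0.155). Its mean z-score was 1.34 ± 0.53 (SD over genes) in VMH and 1.25 in ARH, with means of 0.74 over the executive and 0.67 over the homeostatic system.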

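Among the 36 genes of module 8, 20 were autism-associated, against 10.5 expected (score 0.90, Fisher's exact test, p = 9.83e-04, adjusted p = 0.0234). The mean z-score was 2.11 ± 0.84 (SD over genes) in ACA, 1.87 in FRP and 1.28 in the entorhinal area.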

Module 8, comprised of genes highly expressed in the executive system (Figure 7A), was enriched by autism-associated genes (Figure 7C), confirming our previous findings (Figure 6 and Supplemental Figure 11D). Module 9 was enriched by obesity-associated genes (Figure 7C) and characterized by genes with a high expression in embryonic regions, cerebellum, and mESCs (Figure 7A). 

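Module 9 (25 genes) held 13 obesity-associated genes, against 7.32 expected (score 0.78, Fisher's exact test, p = 0.0224, adjusted p = 0.155). Its mean z-score was 1.32 ± 1.45 (SD over genes) in mESC B6-1, with means of 0.50 over the embryonic regions and 0.08 over the cerebellum.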

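T2D-associated genes in module 10 (19 genes) numbered 5, against 4.07 expected (score 0.23, Fisher's exact test, p = 0.575, adjusted p = 0.898). The mean z-score of the module was 2.98 ± 0.97 (SD over genes) in ARH and 1.27 in VMH.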

Module 10, with a high expression of genes in hypothalamic regions (Figure 7A), was enriched by T2D-associated genes (Figure 7C). Module 11 was enriched by obesity-associated genes (Figure 7C). 

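Module 11 (13 genes) held 7 obesity-associated genes, against 3.81 expected (score 0.84, Fisher's exact test, p = 0.0639, adjusted p = 0.292).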

Module 12 showed enrichment of autism-associated genes (Figure 7C), with genes primarily localized in embryonic regions (Figure 7A). 

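Module 12 (11 genes) held 6 autism-associated genes, against 3.22 expected (score 0.86, Fisher's exact test, p = 0.09, adjusted p = 0.355). Its mean z-score was 1.79 ± 0.92 (SD over genes) in M and 1.66 in F.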

T2D-associated genes were enriched in module 13 (Figure 7C), characterized by a high expression of genes in regions of the reward system (Figure 7A), and module 14 (Figure 7A), defined by genes with a high expression in the embryonic hindbrain (Figure 7A). 

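Module 13 (10 genes) held 4 T2D-associated genes, against 2.14 expected (score 0.87, Fisher's exact test, p = 0.234), and had a mean z-score of 3.84 ± 0.59 (SD over genes) in ACB. Module 14 (8 genes) held 3, against 1.71 expected (score 0.75, Fisher's exact test, p = 0.378), and had a mean z-score of 3.60 ± 0.75 (SD over genes) in H, which was 1.97 without the first H replicate.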

Taken together, this analysis reveals that clustering of obesity-associated genes together with genes associated with other diseases resulted in modules with a higher contribution from 1 or another disease. Such findings indicate that despite some similarities in the genetic signature between diseases, they clearly showed the presence of different gene expression patterns.

We confirmed these findings with an independent method, k-means clustering. First, we compared obesity with each of the other diseases individually. We combined obesity-associated genes with genes associated with 1 of the other 4 diseases and performed k-means clustering, resulting in 4 distinct clusters, each cluster defined by the genes associated with the 2 diseases (Supplemental Figure 13, A–D, F, G, and I; Supplemental Table 17; Supplemental Table 18; Supplemental Table 19; and Supplemental Table 20). For each combination, the results show that more than half of the clusters had a higher contribution from 1 or the other disease, whereas the remaining clusters had a more equal contribution from both diseases, confirming the presence of unique gene expression patterns, even with the existence of small similarities (Supplemental Figure 13, A–D, F, G, and I; Supplemental Table 17; Supplemental Table 18; Supplemental Table 19; and Supplemental Table 20).

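Clustering of the scaled region means of TPM by k-means (k = 4) gave an adjusted Rand index against the paper's clusters of 1 for T1D, 1 for T2D, 0.995 for autism and 0.963 for breast cancer. With log2(TPM + 1) the indices were 0.463, 0.538, 0.437 and 0.542. In the paper's clusters, the association of disease with cluster had a one-sided permutation p (10000 shuffles) of 0.458 for T1D, 0.0225 for T2D, 0.0033 for autism and 2e-04 for breast cancer. By Fisher's exact test (two-sided, adjusted over the 8 pairs of list and cluster), 0 clusters had an excess of either list with T1D, where 0 also had an unadjusted p under 0.05. The number of excesses with an adjusted p under 0.05 was 1 with T2D, 1 with autism and 2 with breast cancer. These were T2D-associated genes in cluster 4 (42 against 31.3 expected, adjusted p = 0.0181), and obesity-associated genes in cluster 2 with autism (52 against 37.8, adjusted p = 0.00181) and in cluster 4 with breast cancer (56 against 47.3, adjusted p = 0.0355). The caption of Supplemental Figure 13 has cluster 2 with autism as predominantly autism-associated genes. In cluster 2 of the paper's table these numbered 24, against 37.8 expected. Whether the table and the figure number these clusters alike was not checked. The remaining excess was of breast cancer-associated genes in cluster 1 (39 against 24.1, adjusted p = 9.64e-05). From the clusters with a higher contribution of 1 disease, the paper concludes that the diseases have unique expression patterns despite small similarities.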

Secondly, we also combined together obesity-, T1D-, T2D-, autism-, and breast cancer–associated genes and performed k-means clustering, resulting in 6 distinct clusters, each defined by admixed genes associated with all diseases (Supplemental Figure 13, E and J; and Supplemental Table 21). 

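For all 5 lists with k = 6, the adjusted Rand index against the paper's clusters was 0.977, and 0.382 with log2(TPM + 1). All 5 lists were present in each of the 6 clusters. The association of disease with cluster had a one-sided permutation p of 0.0001, the smallest that 10000 shuffles can give.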

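An excess with an adjusted p under 0.05 (Fisher's exact test, two-sided, over 30 pairs) was found in 4 of the 6 clusters. Cluster 1 held 46 autism-associated genes, against 32.2 expected (adjusted p = 0.0132), and cluster 3 held 42 obesity-associated genes, against 27.2 (adjusted p = 0.00378). Cluster 5 held 37 breast cancer-associated genes, against 21.7 (adjusted p = 0.00267), and cluster 6 held 62 autism-associated genes, against 44.2 (adjusted p = 0.00378). Clusters 2 and 4 had no excess at an unadjusted p under 0.05. The numbers are those of the paper's table, and by the bars of Supplemental Figure 13E, read by eye, clusters 5, 6, 4, 3, 1 and 2 here are 1 to 6 there. T1D-associated genes, which the caption places in cluster 6 of the figure, had a score of 0.06 in cluster 2 here (Fisher's exact test, p = 0.846).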

Each cluster was enriched with genes specifically associated with 1 of the diseases, and as consequence, there was no cluster with equal; genetic contribution from all diseases (Supplemental Figure 13, E and J, and Supplemental Table 21).

In summary, although there was some overlap in the genetic signature between obesity, T1D, T2D, autism, and breast cancer, there was a large genetic component characterized by a clear separation, suggesting an obesogenic signature of obesity-associated genes in brain regions that function in the regulation of energy balance.

## Discussion

In this study, gene expression profiles of 16 energy balance–relevant brain regions were obtained from P56 mice and E14.5 embryos using bulk RNA-Seq. The brain regions chosen were compiled from a comprehensive literature search of regions known to be involved in the control of energy balance, as reviewed by Caron and Richards (5). To punch the ROIs with the highest possible accuracy, we chose P56 as the age of adult mice to allow the use of landmarks from the mouse brain map of the Allen Brain Atlas with the punch size chosen by the size of the ROI. Canonical neuropeptides involved in the regulation of body weight (e.g., *Pomc*, *Agrp*, *Oxt*) and those involved in other functions that are known to map to distinct regions (e.g., *Cartpt*, *Hcrt*, *Trh*, *Crh*) show the expected region-specific expression pattern. This neuropeptidergic expression pattern supports the accuracy of the regional identifications and sample ascertainment.

As expected, known obesity-associated genes (*n* = 190) were enriched in at least 1 of the brain regions of nominal homeostatic, reward, and executive circuitry. Monogenic obesity genes were expressed in specific regions of the homeostatic circuits as well as the developing hypothalamus. The arcuate nucleus was found to be the region most enriched by the 9 known human monogenic obesity genes, with the highest expression of *Pomc*, *Pcsk1*, and *Lepr* genes, followed by the embryonic hypothalamus, with prevalent expression of *Sim1*, *Pomc*, and *Tub* genes. Our results are in agreement with published literature that strongly associates monogenic forms of obesity, characterized by severe, early-onset obesity, with loss-of-function mutations in genes of the hypothalamic leptin–melanocortin pathway, which plays a critical role in the regulation of food intake and body weight (41), e.g., *POMC* (42–51), *LEPR* (52–69), *PCSK1* (70–77), *SIM1* (78–87), and tubby-like protein *TUB* (88–92). Furthermore, we observed that genes carrying rare coding variants, low-frequency coding variants, and genes identified in GWAS, as well as genes associated with syndromic obesity, were enriched in at least 1 of the energy balance brain regions: rare coding variants in the embryonic hindbrain; low-frequency coding variants and GWAS genes in homeostatic regions; and syndromic genes in hypothalamic regions. Interestingly, our data show specific enrichment for syndromic and GWAS genes in regions of the cerebellum, a region whose link with obesity has not yet been well defined. For these genes, we have to consider the following 2 options: (a) expression in these samples is a measure for additional functions of these genes, independent of their role in obesity, and (b) cerebellum is truly contributing to the regulation of body weight. At this point, experimental testing of the above hypothesis is needed to understand such expression pattern.

WGCNA clustering of known obesity-associated genes revealed that these genes cluster in distinct modules, and each module is defined by more than 1 genetic category (similar results were obtained performing an independent hierarchical clustering analysis). Monogenic obesity genes were predominantly expressed in module 10, characterized by enrichment for genes expressed in the embryonic brain and hypothalamus. Furthermore, the genes defining this module include *Pomc* and *Tub*. Six modules (modules 1, 2, 7, 8, 9, 10) were characterized by enrichment of genes in the embryonic regions, consistent with a role for neurodevelopmental processes mediating susceptibility to obesity (93, 94). In fact, these modules contained genes known to participate in brain development, but not functionally characterized with regard to obesity, such as *Hmgcr* (95), *Klf7* (96), and *Lmo1* (97, 98), as well as genes whose role in both development and obesity have been functionally characterized, such as *Sim1* (78–87), *Creb1* (99, 100), *Nrp2* (14), and *Phip* (22, 23, 101, 102).

In addition, we identified modules with enrichment of obesity-associated genes in mESCs or cerebellum. Modules 2 and 7 are characterized by enrichment of genes in the mESC lines and embryonic brain. Genes in these modules implicated in obesity are *Gdf15* (103), *Alms1* (104), and *Rab23* (20). Their dysfunction during neurodevelopment could contribute to susceptibility to obesity. Modules 3, 5, 6, 8, and 9 are characterized by enrichment of genes in regions of the cerebellum. Some of the genes present in these modules have been functionally associated with obesity, including *Irs1* (105), *Sdccag8* (106, 107), *Negr1* (108–111), *Ksr2* (112, 113), *Tlr4* (114, 115), and *Sh2b1* (116, 117). Mice with either *Lepr* neuron–specific or adult-onset, hypothalamus-specific ablation of *Sh2b1* develop obesity, insulin resistance, and liver steatosis (118, 119). It would be interesting to test whether knocking out *Sh2b1* specifically in the cerebellum the mice would result in the same phenotype. *Cep290* (120, 121) and *Inpp5e* (19), associated with syndromic ciliopathies that include obesity, and Bardet-Biedl syndrome (BBS) causal genes, *Arl6*, *Bbs1*, *Bbs2*, *Bbs5*, *Bbs7* (122), were also present in these modules. Whether genes with an enriched expression in the cerebellum are truly causal of obesity is unclear, because the majority of them also showed some enrichment in other brain regions. Some patients with BBS display characteristic structural brain abnormalities, including within the cerebellum (123, 124). The literature implicating the cerebellum in weight regulation does not identify specific neuronal circuitry or molecular mechanisms for such an effect (125–132). A role in anticipatory aspects of ingestive behaviors — similar to the cerebellum’s classical role in motor activities (133) — is an interesting possibility, the study of which may be assisted by analytic strategies and the tools developed in this project reported here.

To address whether there is an obesogenic signature of obesity-associated genes in the brain regions of energy balance, in our analysis we included genes associated with 4 additional diseases: T1D, an autoimmune disease; T2D, a metabolic disease; autism, a complex neurobehavioral disorder; and breast cancer. These diseases share some gene overlap with obesity (15 genes out of 650 total genes), suggesting the presence of shared pathways between diseases and/or obesity as a risk factor for the other diseases and/or vice versa. We observed an enrichment of obesity-associated genes in regions of the homeostatic system. Genes associated with autism, a neurodevelopmental disorder, were enriched, as expected, in regions of the embryonic brain and the executive system. Breast cancer–associated genes showed enrichment in the stem cells samples. T1D and T2D did not show region-specific enrichment. WGCNA clustering of obesity-associated genes together with T1D-, T2D-, autism-, and breast cancer–associated genes across the regions of energy balance revealed that these genes clustered in distinct modules, and that each module was defined by genes associated to each disease, with few exceptions, and was characterized by the prevalence of 1 disease over the others. Similar findings were observed in k-means clustering of genes associated with these 5 diseases together. Regardless of the comparison examined, some clusters had more equal contribution from the diseases, whereas more than half of the clusters showed predominant contribution from 1 disease over the other. These results suggest that there was a clear separation between the diseases and thus an obesogenic signature of obesity-associated genes in the brain regions of energy balance.

The online database and analytic strategies presented here can be utilized to vet novel obesity candidate genes by “positioning” them within specific gene clusters and neural circuits. This information can be used to determine next steps with regard to functional analyses. More specifically, to fulfill the promise of precision medicine in obesity, we envision the following workflow: clinical genetics using WES/GWAS to identify novel obesity candidate genes; determine brain region/s of enrichment for a given novel obesity candidate gene for prioritization using the Brain Energy Balance Atlas portal (http://doegelab.com); determine the specific cell type/s expressing the candidate gene using single-cell RNA-Seq (scRNA-Seq) in the determined region/s; generation of induced pluripotent stem cells (iPSCs) from patient’s peripheral blood mononuclear cells; correction of obesity candidate mutation using CRISPR to generate isogenic control iPSC; differentiation of iPSC (mutation carrying and isogenic control) into the cell type identified earlier by scRNA-Seq; and phenotypic analysis of these cells to get a molecular phenotype of the mutation. The ultimate goal is to utilize these patient-specific, functional, in vitro cell systems for drug screening and evaluation.

The vetting of genes with this database can also be used to relate CNS region–specific gene expression and circuits to other metabolic phenotypes such as T2D. Despite evidence implicating the role of the brain in glucose homeostasis, the regions of the brain involved have not all been identified and the mechanisms behind them are not fully understood (134–136). This latter use could help to deconvolute complex interactions of the CNS with seemingly remote phenotypes such as autoimmune disease and cancer.

## Methods

### Mice.

Bulk RNA-Seq experiments were performed in C57BL/6NTac male P56 mice and E14.5 embryos harvested from timed pregnant mice. All mice were obtained from Taconic Biosciences.

### Housing and diets.

Mice were housed at 22°C to 24°C temperature with a regular 12-hour light/12-hour dark cycle (lights were turned off at 7 pm), with no more than 5 adult animals per cage and ad libitum access to Purina 5058 chow diet and water.

### Tissue dissection.

P56 mice or pregnant mice with E14.5 embryos were sacrificed via cervical dislocation followed by decapitation.

For P56, brains were immediately removed and embedded in O.C.T. compound (Thermo Fisher Scientific, 23730571) and placed in dry ice–cooled isopentane to flash freeze. Each brain was sectioned into 500 μm thick coronal sections (Figure 1B, left) using a Microm HM 525 cryotome (Thermo Fisher Scientific) at –6°C. The ROIs were microdissected by single or bilateral punching of the brain sections using a dissecting microscope. The diameter of the punch, 0.5, 0.75, or 1 mm, was chosen according to the size of the region.

E14.5 embryos were embedded in O.C.T. compound and immediately placed in dry ice–cooled isopentane to flash freeze. Blocks were sectioned into 300 μm thick sagittal sections (Figure 1B, right) as described above. The ROIs were microdissected by single punches (0.5–0.75 mm diameter) of the sections.

### Sample description.

In total, 17 adult mice (P56), 12 mouse embryos (E14.5), and 2 stem cell lines were used for bulk RNA-Seq. Sample collection and preparation were performed in 9 batches within 1 month (Supplemental Table 2 and Supplemental Table 3). Depending on the size of the brain region, the number of sections punched and pooled together varied (Supplemental Table 2).

For each sample from P56 brains, dissected tissue pieces from 3 or 4 mice were immediately pooled in lysis buffer for subsequent RNA extraction (Supplemental Table 2). The only exception (due to technical issues) was that 1 nucleus accumbens (ACB) sample from only 1 mouse was processed (Supplemental Table 2). The ROI for brain areas of energy balance were as follows: frontal pole cortex, anterior cingulate area, ACB, ventral tegmental area, LHA, PVH, DMH, VMH, ARH, parabrachial nucleus, nucleus of the solitary tract, and dorsal-vagal complex (acronyms were taken from the Allen Brain Atlas; Supplemental Table 1, Supplemental Table 2, and Supplemental Figure 2). Additional brain regions (not thought to be directly involved in the regulation of energy balance) analyzed by bulk RNA-Seq were as follows: entorhinal area, CENT2, culmen lobules IV-V, uvula (IX), cerebellar nuclei, and flocculus (Supplemental Table 1; Supplemental Table 2; Supplemental Figure 1, A and B; and Supplemental Figure 2).

For each sample from E14.5 embryos, dissected tissue pieces from 4 mice were immediately pooled in lysis buffer for subsequent RNA extraction. The ROIs were THy (rostral) and PHy (caudal), forebrain, midbrain, and hindbrain (Supplemental Table 1, Supplemental Table 2, and Supplemental Figure 3).

mESC samples were included; they are not directly involved in the regulation of energy balance. Two mESC lines termed clone 1 (B6-1) and clone 2 (B6-2) were derived from a C57BL/6 mouse strain (Supplemental Table 1, Supplemental Table 3, and Supplemental Figure 1C).

### Cell lines.

mESC B6-1 and B6-2 lines were a gift from Dietrich M. Egli (Columbia University Irving Medical Center).

mESCs were maintained in a humidified incubator at 37°C on irradiated murine embryonic fibroblasts (MEFs; CF-1 MEF 4M IRR, GlobalStem) in mESC medium consisting of DMEM KO medium (catalog 10829018, Thermo Fisher Scientific) supplemented with 15% KnockOut Serum Replacement (catalog 10828028, Thermo Fisher Scientific), 0.1 mM MEM Non-Essential Amino Acids (catalog 11140050, Thermo Fisher Scientific), 2 mM GlutaMAX (catalog 35050061, Thermo Fisher Scientific), 0.06 mM 2-mercaptoethanol (catalog 21985023, Thermo Fisher Scientific), and 1000 U/mL ESGRO Leukemia Inhibitory Factor (LIF; catalog ESG1107, MilliporeSigma). Cells were passaged using TrypLe Express Enzyme (catalog 12605010, Thermo Fisher Scientific).

To obtain RNA without contamination by MEFs, mESCs were plated on gelatin-coated plates and passaged twice to remove remaining feeder cells. More specifically, cultures were collected, filtered through a 40 μm cell strainer (catalog 431750, Corning), and seeded onto gelatin-coated plates in a 1:1 mixture of mESC medium and MEF-conditioned medium (MEF-CM, prepared as below) supplemented with 3 μM CHIR-99021 (catalog S1263, Selleckchem), 0.8 μM CI-1040 (catalog S1020, Selleckchem), 0.4 μM PD0325901 (catalog S1036, Selleckchem), and 1000 U/mL LIF. mESC seeding densities were 6 × 10^5^ cells per 35 mM well for passaging and 3 × 10^5^ cells per 35 mM well for collection.

MEFs were maintained in MEF medium consisting of DMEM (catalog 11995073, Thermo Fisher Scientific) supplemented with 10% heat-inactivated FBS (catalog 10082147, Thermo Fisher Scientific). To obtain MEF-CM, MEFs were incubated with mESC medium for 24 hours. MEF-CM was collected daily and filtered through a 45 μm filter (catalog SCHVU01RE, MilliporeSigma).

### RNA extraction.

For all punches collected from P56 and E14.5 mice, total RNA was extracted using PicoPure RNA Isolation Kit (Thermo Fisher Scientific, KIT0204) with on-column DNase I (QIAGEN, 79254) treatment to remove genomic DNA contamination; RNA was stored at –80°C until further processing.

mESC were homogenized in TRIzol reagent (catalog 15596026, Thermo Fisher Scientific) and total RNA was extracted using RNeasy Plus Micro Kit (catalog 74034, QIAGEN) with on-column DNase I treatment; RNA was stored at –80°C until further processing.

An Agilent 2100 Bioanalyzer was used to assess the total RNA quality. Agilent 2100 Expert software (version B.02.08.SI648) was used with the Eukaryote Total RNA Nano Series II assay settings. Only RNA samples with an RNA integrity number greater than or equal to 7.6 were sequenced.

### Library preparation and sequencing.

Strand-specific RNA-Seq libraries were prepared using the KAPA mRNA-Seq Library Preparation Kit (Kapa Biosystems). Twelve-cycle PCR was performed to amplify libraries. Sequencing was performed on Illumina HiSeq2000 by multiplexed single-read run with 33 cycles. Raw sequence data (BCL files) were converted to FASTQ format via Illumina Casava 1.8.2. Reads were decoded based on their barcodes and read quality was evaluated with FastQC (137).

### Data analysis.

All samples were aligned to mouse assembly GRCm38 cDNA sequence downloaded from Ensembl with Kallisto (ref. 138; version 0.43.1; fragment size set as 120 with SD as 20, default seed as 42, with 100 bootstrap per sample). For the transcript model, genome Ensembl GRCm38 release was used. Gene level expression were obtained by summing transcript abundances (TPM units).

Raw data and Kallisto output can be found at NCBI Gene Expression Omnibus (accession GSE178290; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178290).

Principal component analysis was used for outlier detection.

Hierarchical clustering was used to determine the how the regions cluster together (Figure 2A) and show gene order for most heatmaps. Genes were routinely visualized with heatmaps, which were produced by averaging the TPM data across the replicates for each brain region and for mESC (replicates’ details are given in Supplemental Table 2 and Supplemental Table 3). The TPM values for each gene were scaled for each gene to improve visualization.

To calculate the frequency distribution, the TPM of each gene was calculated as a percentage compared with the total TPM values for all samples (brain regions and mESC, averaged across each replicate). The frequency score and standard error was calculated by compiling the percentage for all the genes in a gene list.

GSEA (v 4.1.0; ref. 139) was used to complement the frequency distribution. All replicates were input, alongside either the obesity gene lists (monogenic, rare coding variants, low-frequency coding variants, GWAS, and syndromic) or the broader gene list (obesity, T1D, T2D, autism, and breast cancer). GSEA generated an enrichment score, which indicated whether the genes within a particular gene list were ranked highly in the sample compared with all other samples (Supplemental Figure 6 and Supplemental Figure 11), within all the genes from the gene lists input, and the enrichment score was plotted.

WGCNA (v1.70-3; ref. 140) was used to see how obesity genes cluster and how they cluster with other disease genes. This allows for determination of genes with similar expression patterns within the data set and consideration of how genes are expressed across the brain regions (e.g., homeostatic regions). Replicates of the same brain region were averaged and then a soft thresholding power was chosen to give the highest separation between modules. WGCNA outputs discrete modules and a dendrogram (Supplemental Figure 7 and Supplemental Figure 12). Heatmaps were used for visualization of the modules. The order of genes on the heatmap was determined by the module number, followed by the order the gene appears in hierarchical clustering. To determine if a gene list is enriched within a module, we developed an overrepresentation score, which indicates the deviation from an equal distribution across modules, normalizing for module size and gene list size. Overrepresentation score was calculated using the following equation: (w/[x/y] × z) – 1, where w = *n* genes per module per gene list, x = *n* genes in gene list, y = *n* all gene lists, and z = *n* genes in module. This overrepresentation score was plotted to show a positive deflection where a gene list is overrepresented.

K-means clustering was used to partition *n* observations into *k* clusters, in which each observation belongs to the cluster with the nearest mean (141). The number of clusters was decided based on the slope change on an elbow plot. Enrichment was determined using the same method used for WGCNA, where a k-means cluster is substituted for a WGCNA module.

Sequencing data are available on an interactive web portal, the Brain Energy Balance Atlas, which is accessible via http://doegelab.com This portal allows users to search for expression of any annotated gene and its differential expression profiles across the 22 brain regions and 2 mESC lines studied. Counts files were analyzed with DESeq2 (ref. 142; version 1.28.1) to compare the expression pattern in each brain region with all other brain regions or mESCs.

### Statistics.

Frequency distribution was expressed as mean ± SEM. For each gene list, pairwise comparisons of all brain regions were evaluated using 1-way ANOVA and reporting the Benjamini, Krieger, and Yekutieli 2-step false discovery rate–corrected *P* value. *P* values of less than 0.05 were considered significant. For GSEA enrichment score plots, regions with a positive enrichment score and an FDR adjusted *P* value of less than 0.05 were denoted with an asterisk (139). All analyses were performed in R (v 1.3.1093) or in GraphPad Prism (v 9).

### Study approval.

Animal care and experimental procedures were performed according to Columbia University animal welfare guidelines and approved by the Columbia University IACUC, protocol number AC-AAAS4459.

## Author contributions

MCDR, JYA, and CAD designed the studies and interpreted the data. GS provided advice on experimental design. MCDR, GS, and CAL performed the experiments. QS and JYA performed the RNA sequencing. HJG performed the data analyses. MCDR wrote the manuscript. HJG, GS, CAL, QS, YS, MWS, WKC, RLL, JYA, and CAD reviewed and edited the manuscript.

## Supplementary Material

Supplemental data

Supplemental Table 6

Supplemental Table 14

## Figures and Tables

**Figure 1:**
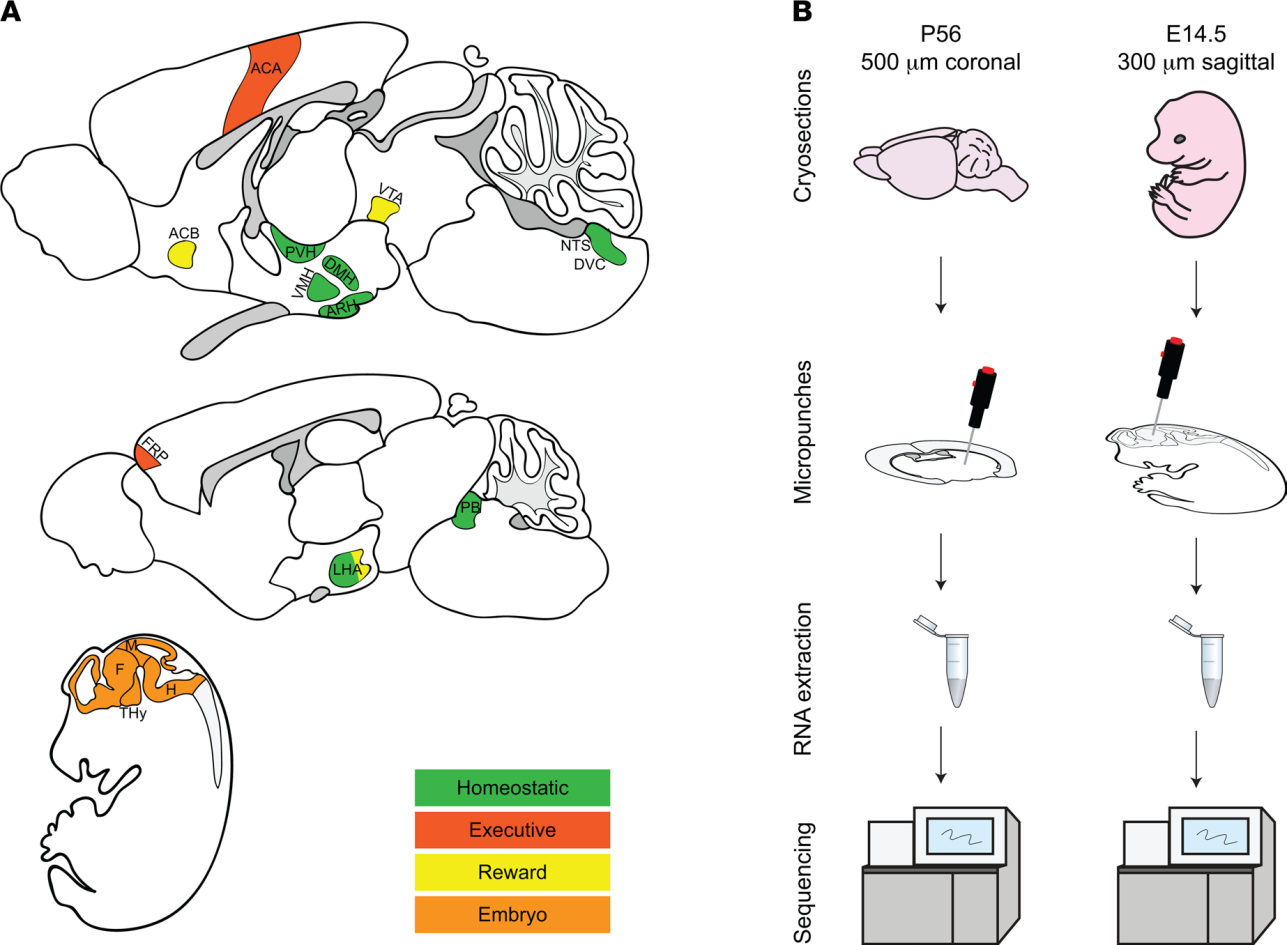
Bulk RNA-Seq of brain regions involved in the regulation of energy balance. (**A**) Regions of the hypothalamus and brainstem (green) include the paraventricular hypothalamic nucleus (PVH), the dorsomedial nucleus of the hypothalamus (DMH), the ventromedial hypothalamic nucleus (VMH), the arcuate hypothalamic nucleus (ARH), the nucleus of the solitary tract (NTS), the dorsal-vagal complex (DVC), the lateral hypothalamic area (LHA), and the parabrachial nucleus (PB). Regions of the brain executive system (red) include the anterior cingulate area (ACA) and the frontal cortex (FRP). Regions of the brain reward system (yellow) include the nucleus accumbens (ACB), ventral tegmental area (VTA) and LHA. The regions in the developing brain include forebrain (F), terminal hypothalamus (THy) and peduncular hypothalamus (PHy), midbrain (M), and hindbrain (H). (**B**) Schematic of workflow from cryosections to micropunches and RNA extraction and sequencing for the adult (left-hand side of panel) and embryonic (right-hand side of panel) mouse brain.

**Figure 2:**
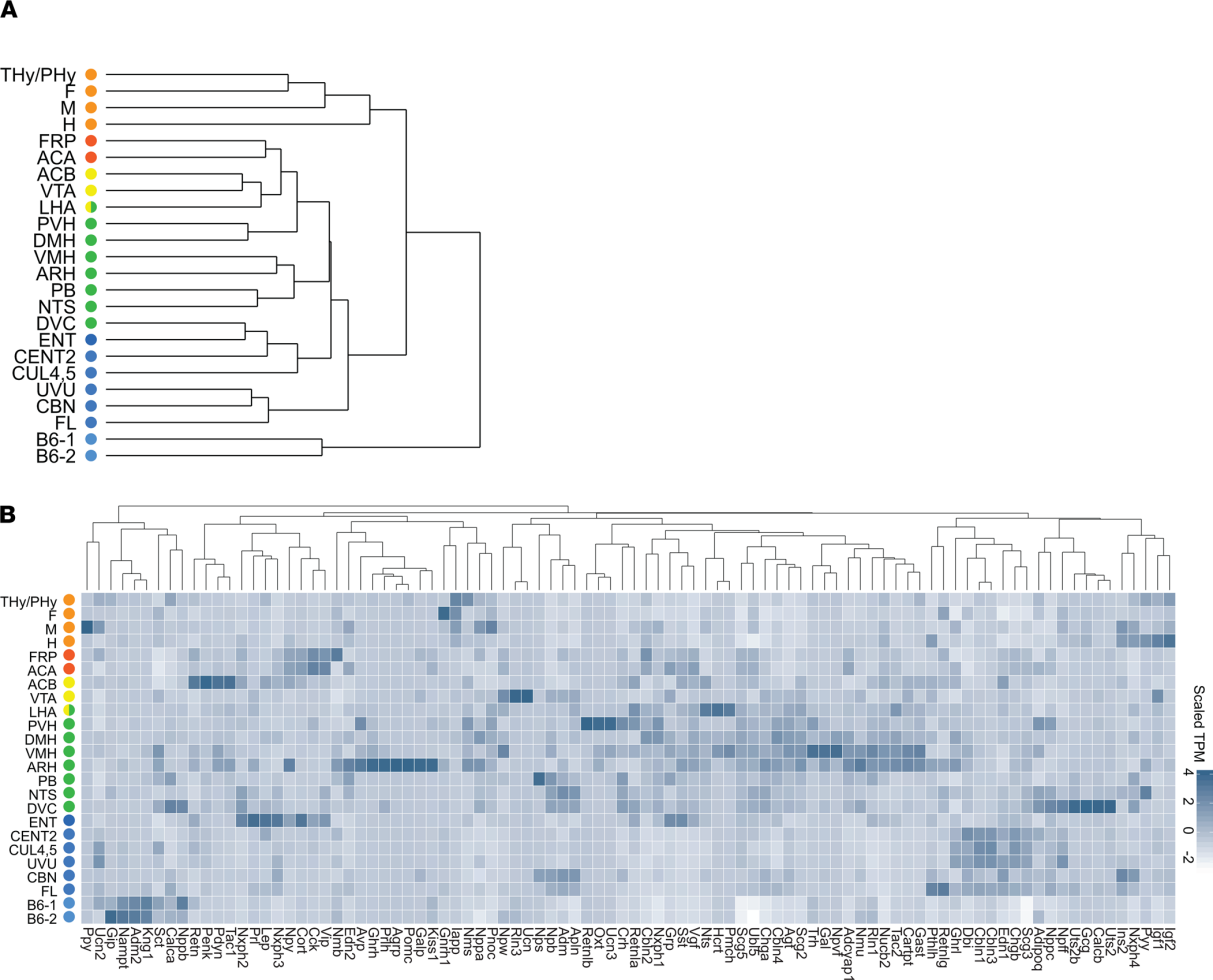
Brain regions cluster according to brain area specification and developmental stage and express known neuropeptides. (**A**) Dendrogram (unsupervised hierarchical clustering) showing similarity of samples according to the anatomical location within the brain with clear distinction of the embryonic samples and the mESCs. (**B**) Heatmap of known neuropeptides. Genes and brain regions were sorted by hierarchical clustering of scaled genes. Scaled TPM values are given in shades of blue. B6-1/B6-2, mouse embryonic stem cell; TPM, transcripts per million.

**Figure 3:**
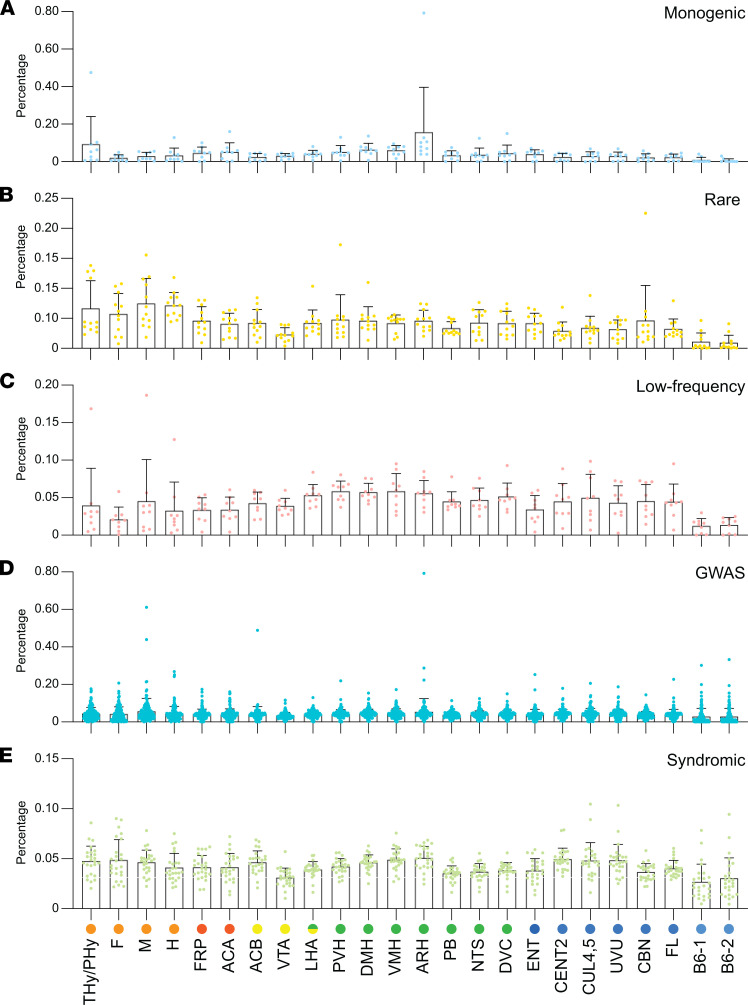
Frequency distribution of obesity-associated genes across the brain regions of energy balance for each genetic category. The frequency distribution of each obesity-associated gene was determined by calculating the TPM percentage for each region compared with the sum of TPM values for all samples (brain regions and mESCs, averaged across each replicate). For each genetic category, the frequency score was calculated by compiling the percentage for all the genes in a gene list, shown as mean ± SEM. Individual percentage values for each gene were displayed as dots. (**A**) Monogenic, *n* = 9; (**B**) rare, *n* = 12; (**C**) low-frequency, *n* = 9; (**D**) GWAS, *n* = 144; (**E**) syndromic, *n* = 25. B6-1/B6-2, mouse embryonic stem cell; TPM, transcripts per million.

**Figure 4:**
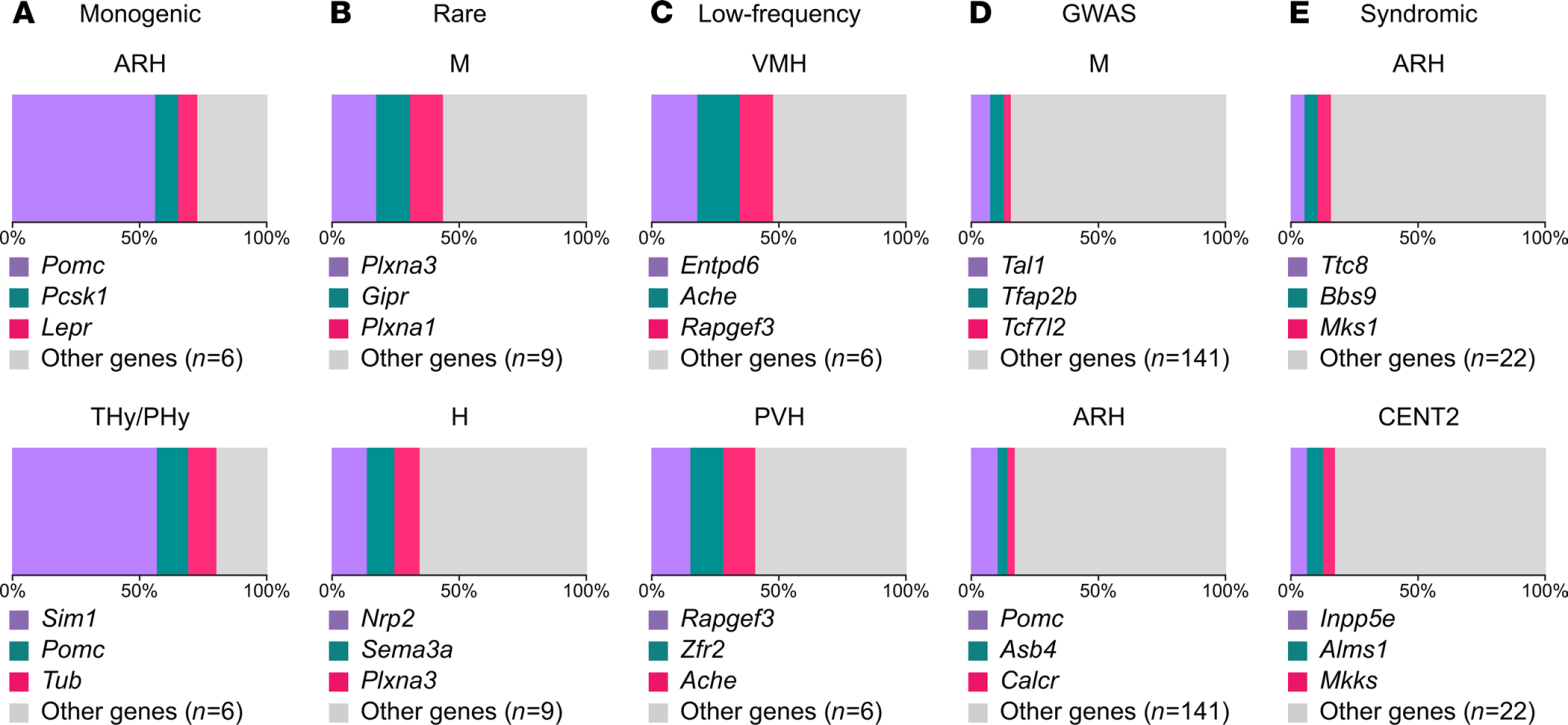
Detailed analysis of the 2 most enriched brain regions for each form of obesity inheritance. Visualization of the 3 genes with the highest percentage expression in the 2 most enriched regions for (**A**) monogenic genes; (**B**) rare coding variants; (**C**) low-frequency coding variants; (**D**) GWAS loci; (**E**) syndromic genes. Each slice represents the percentage of expression for a specific gene or group of genes (as indicated in the legend), and the sum of all the slices represent the total expression (100%) of genes for a specific genetic category in a selected brain region.

**Figure 5:**
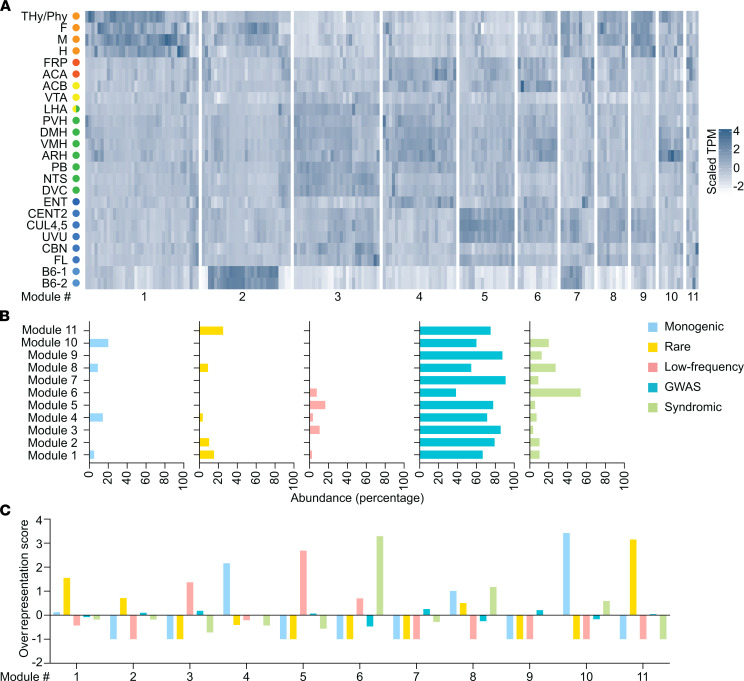
Organization of obesity-associated genes into modules using WGCNA. (**A**) Heatmap of obesity-associated genes. TPM values were scaled for each gene to improve visualization. Higher expression is denoted by darker shades of blue. The order of genes on the heatmap was determined by the module number, followed by the order the gene appears in hierarchical clustering. (**B**) Relative abundance (given as percentage) of the genes within the modules, based on the genetic categories. (**C**) Overrepresentation score of the genes within the modules, based on the genetic categories, showing a positive deflection where a gene list is overrepresented. WGCNA, weighted correlation network analysis.

**Figure 6:**
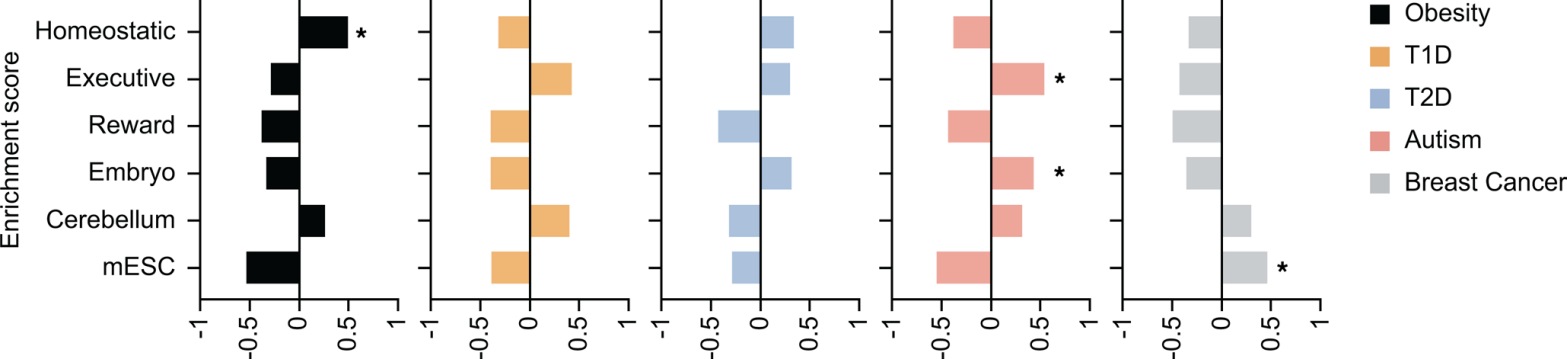
GSEA of obesity-, T1D-, T2D-, autism-, and breast cancer–associated genes across the brain regions of energy balance. For each system (homeostatic, executive, reward, embryonic brain, cerebellum, mESC), samples from all the regions were aggregated. GSEA was run on the 5 disease gene lists. The enrichment score was plotted, and regions with a positive enrichment score and FDR-adjusted nominal *P* < 0.05 (based on GSEA output) were denoted with an asterisk (ref. 139). GSEA, gene set enrichment analysis; T1D, type 1 diabetes; T2D, type 2 diabetes; mESC, mouse embryonic stem cell.

**Figure 7:**
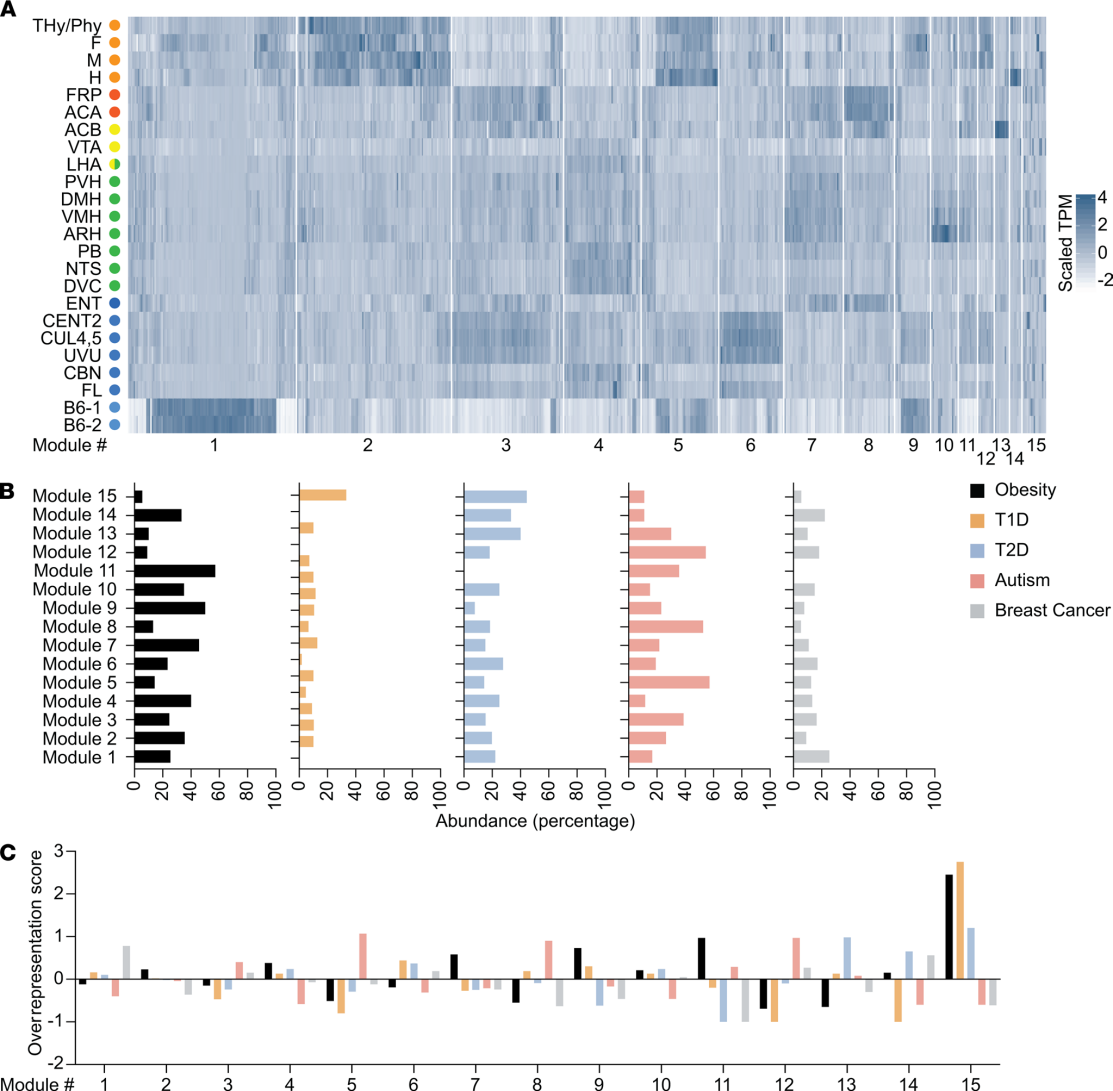
Clustering of obesity-associated genes with genes associated with other diseases using WGCNA. (**A**) Heatmap of obesity-, T1D-, T2D-, autism-, and breast cancer–associated genes. TPM values were scaled for each gene to improve visualization. Higher expression is denoted by darker shades of blue. The order of genes on the heatmap was determined by the module number, followed by the order the gene appears in hierarchical clustering. (**B**) Relative abundance (given as percentage) of the genes within the modules, based on type of disease. (**C**) Overrepresentation score of the genes within the modules, based on the type of disease, showing a positive deflection where a gene list is overrepresented. WGCNA, weighted correlation network analysis; T1D, type 1 diabetes; T2D, type 2 diabetes; TPM, transcripts per million.

# Supplementary material for: Gene expression atlas of energy balance brain regions
**Source:** JCI Insight. 2021 Aug 23;6(16):e149137. doi: 10.1172/jci.insight.149137
**Supplement:** Supplemental data

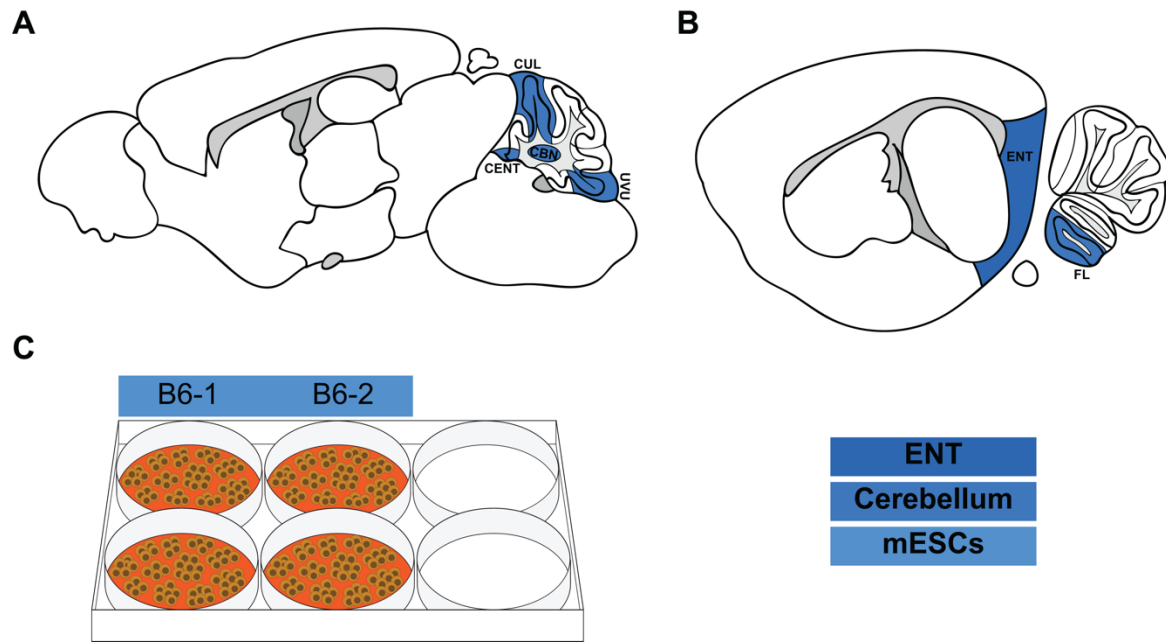

**Supplemental Figure 1 | Additional brain regions and mESC analyzed by bulk RNA-seq. (A)** Regions of the cerebellum: culmen lobules IV-V (CUL4,5), central lobule II (CENT2), uvula (IX) (UVU), and cerebellar nuclei (CBN). **(B)** Entorhinal area (ENT) and flocculus (FL). **(C)** Mouse embryonic stem cells, C57BL/6 clone 1 (B6-1) and clone 2 (B6-2).

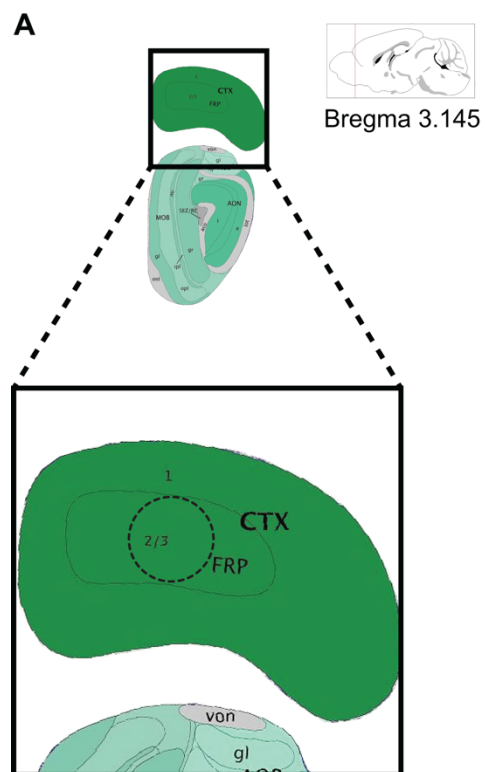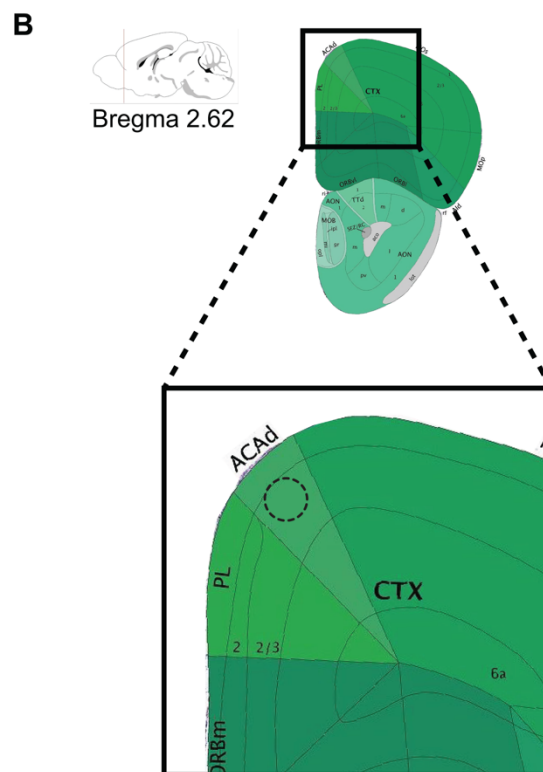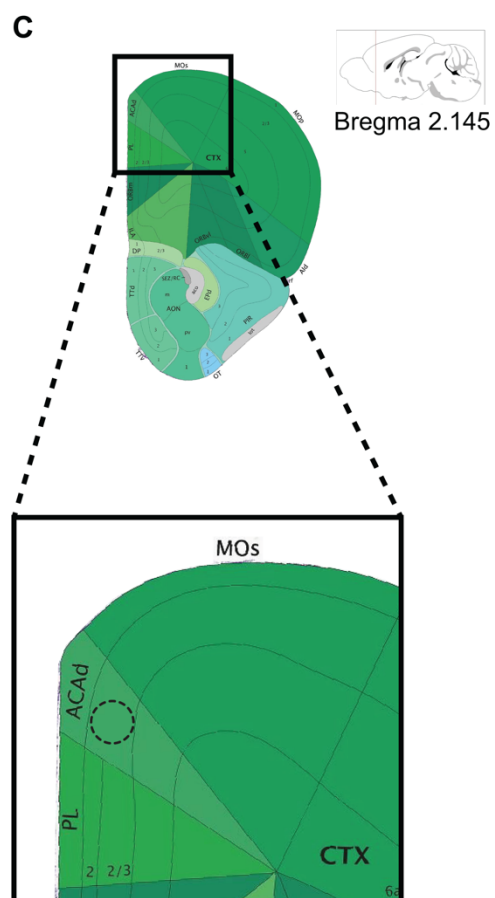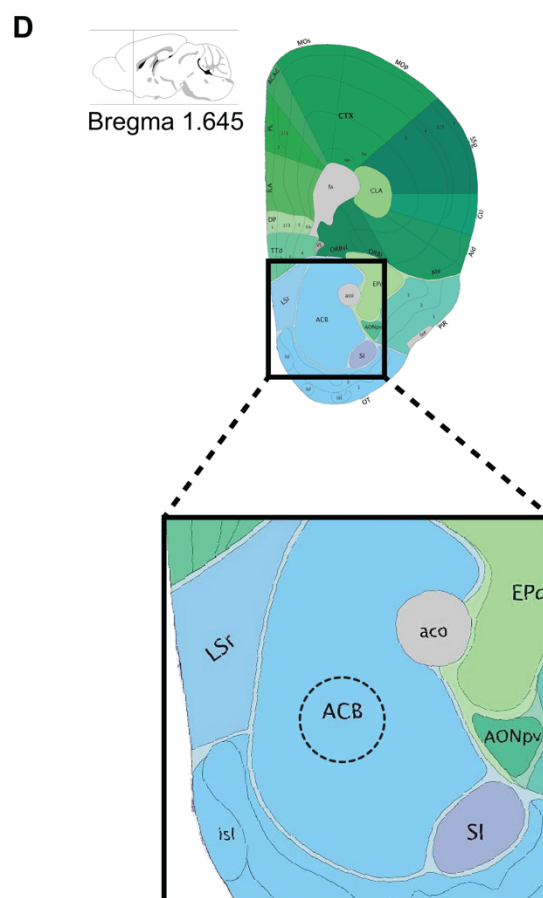

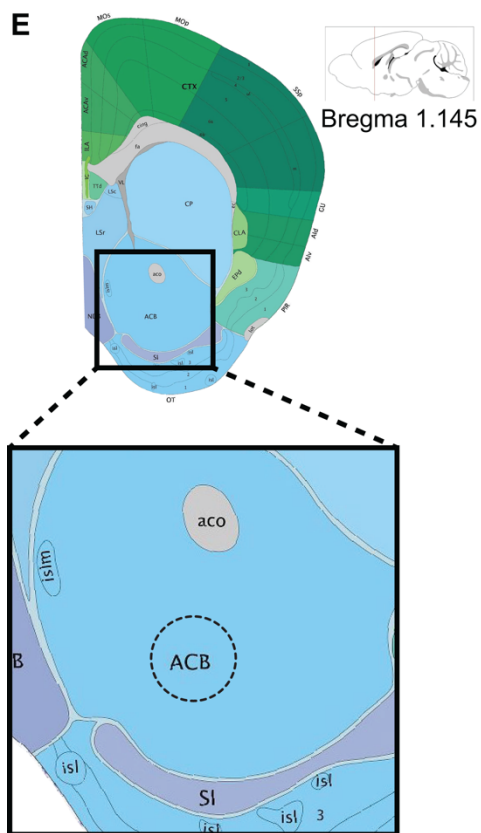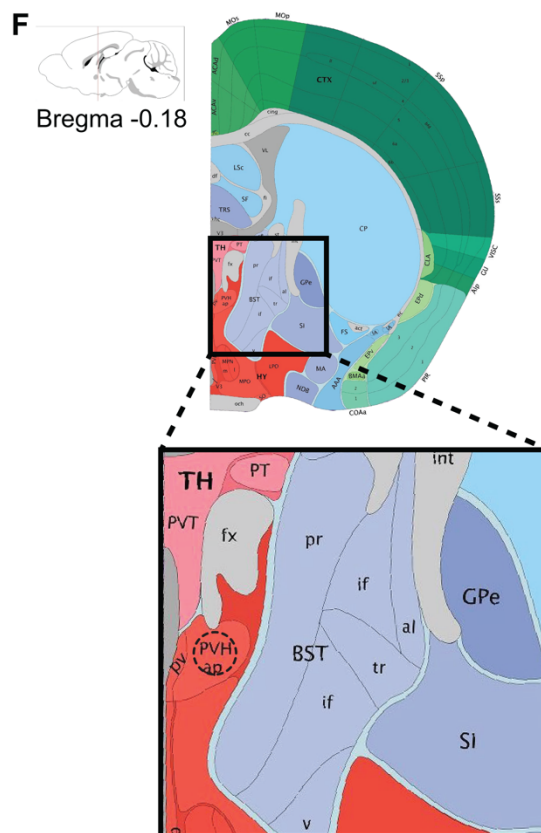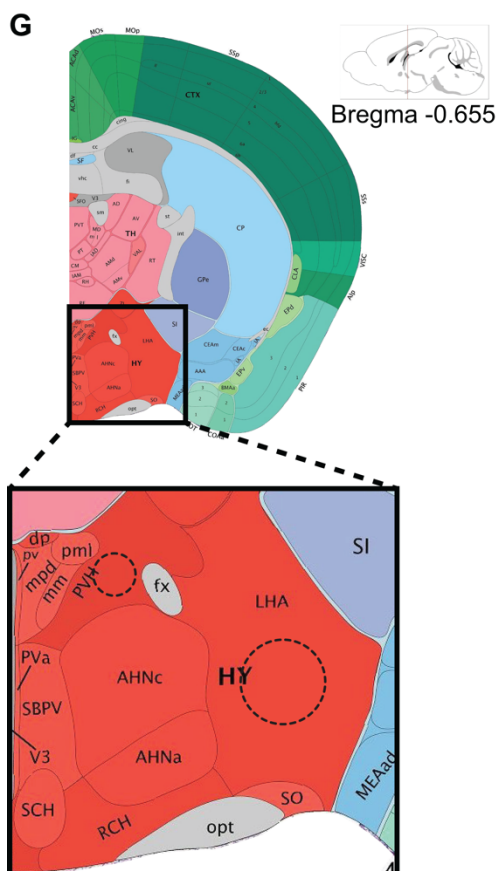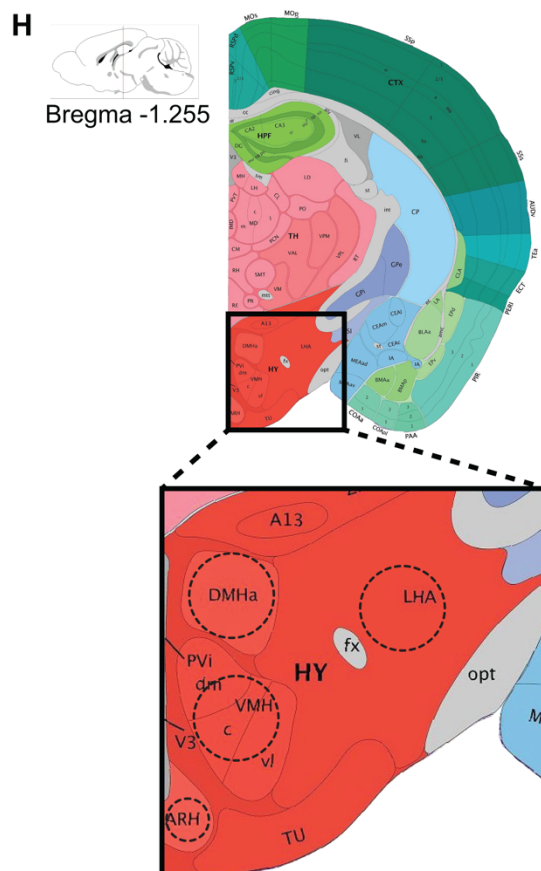

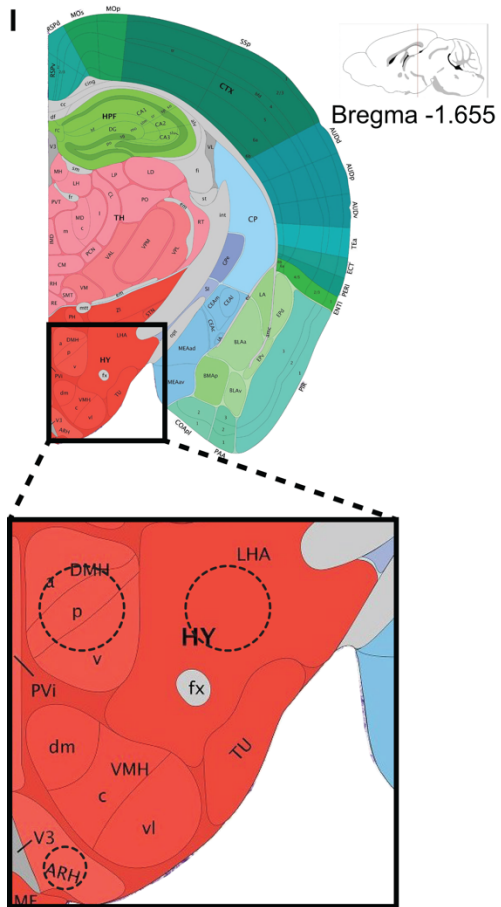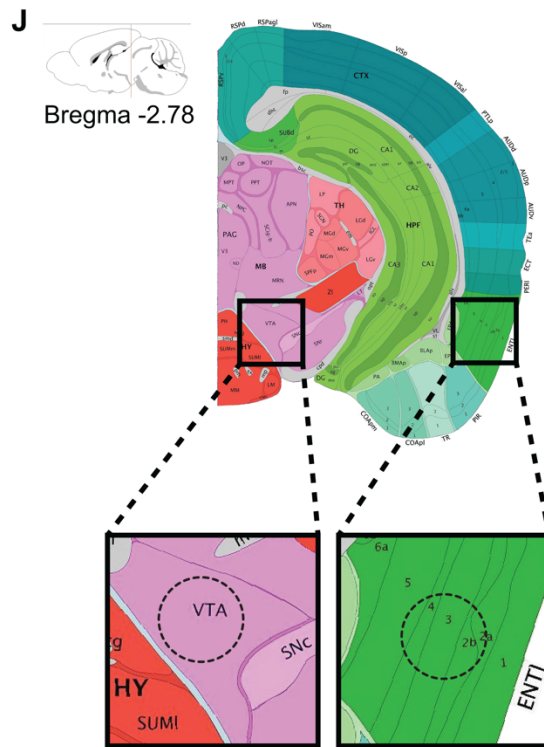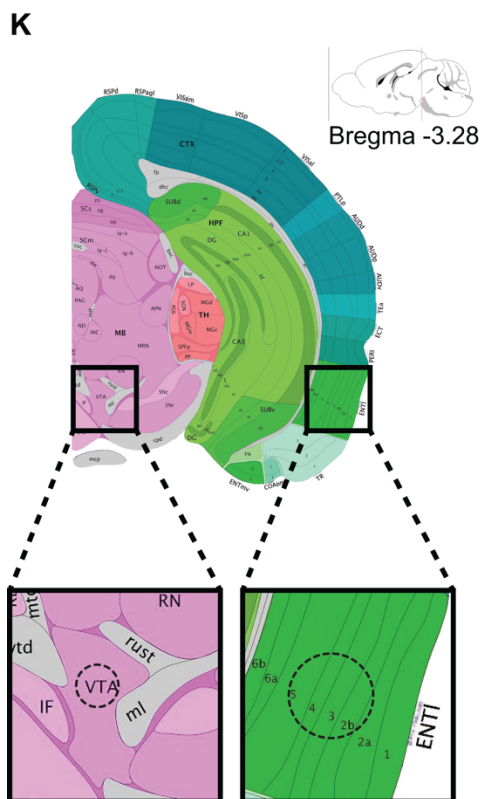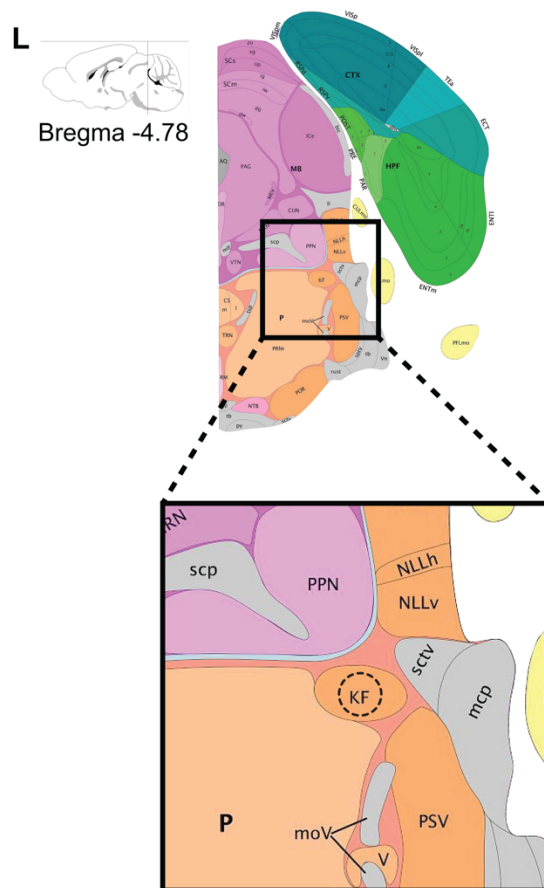

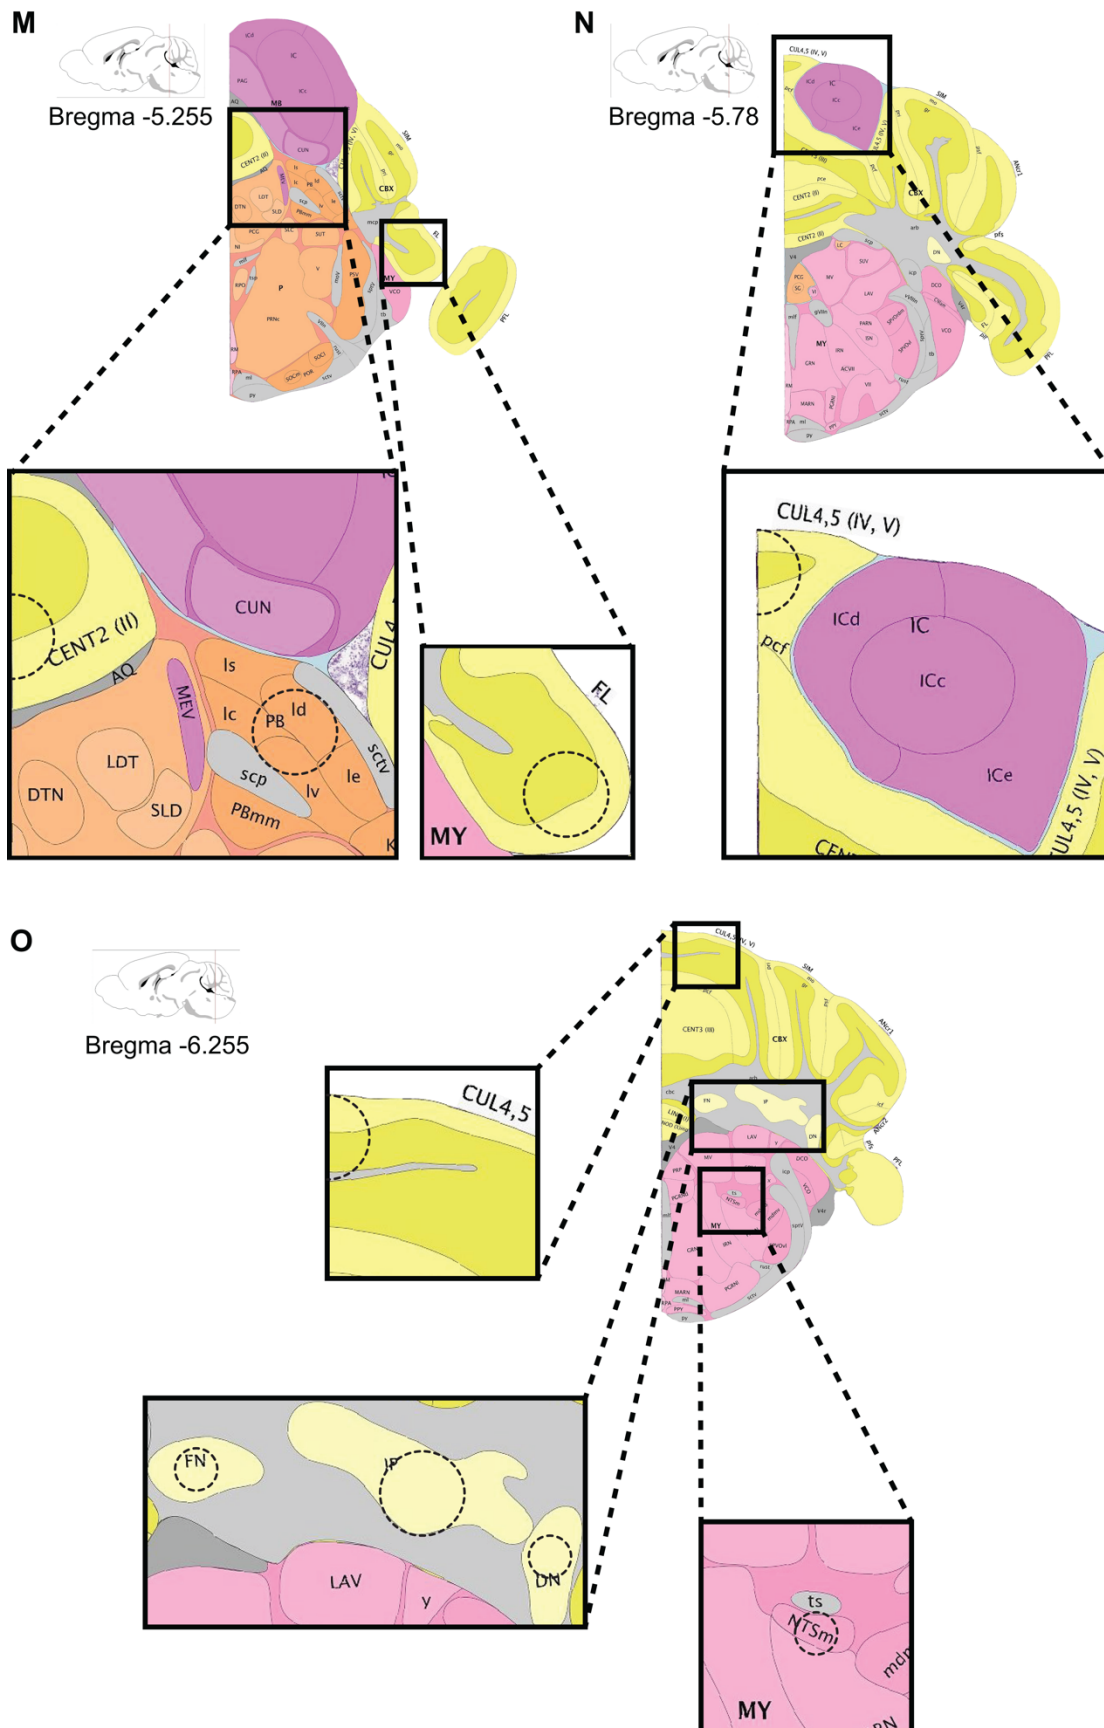

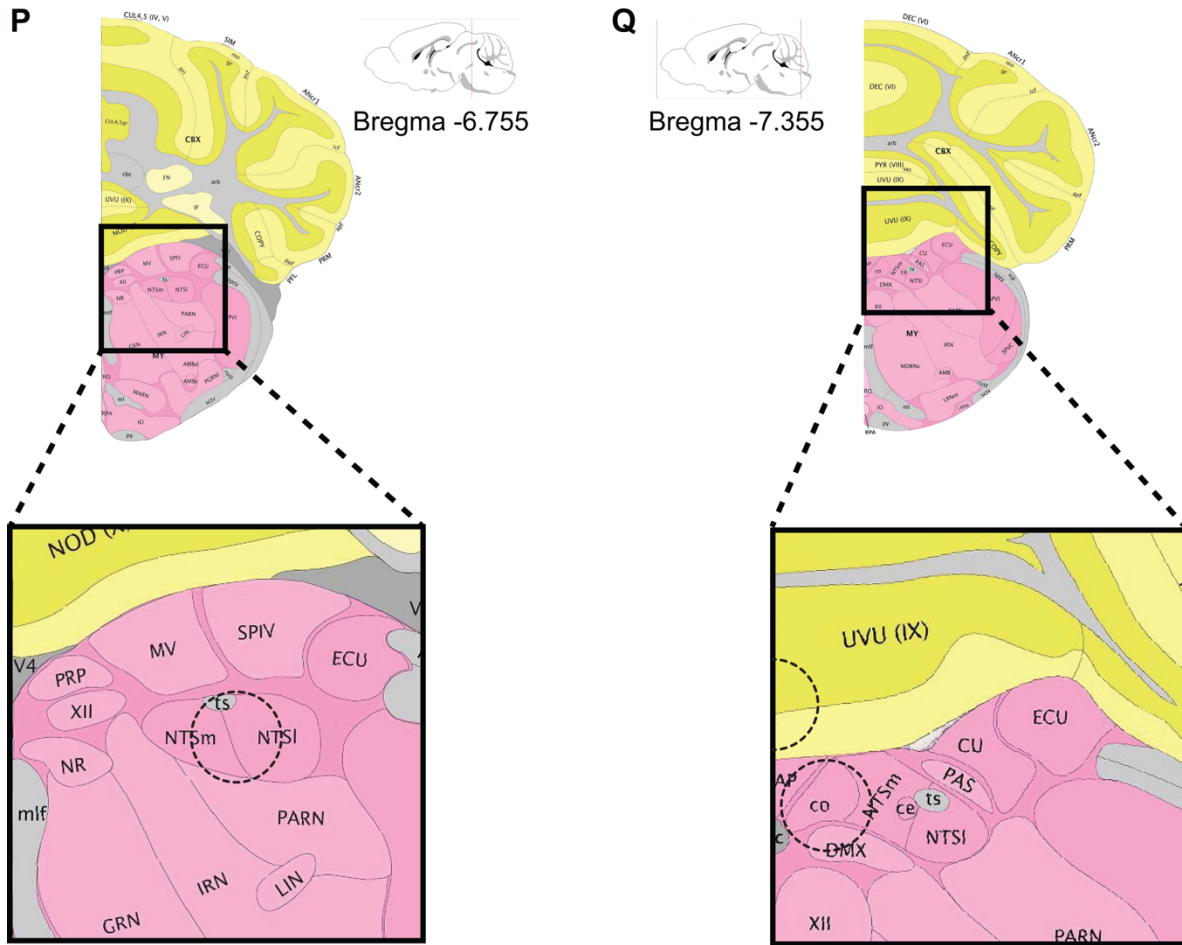

**Supplemental Figure 2 | Coronal sections showing the regions in the adult mouse brain analyzed by bulk RNA-seq.** The bregma distance for each slice is indicated. The boxed portion of the coronal hemispheric section in the top panels are enlarged and shown in the bottom panels (**A** to **Q**, adapted from Allen Brain Atlas, P56). **A**, FRP; **B** and **C**, ACA; **D** and **E**, ACB; **F**, PVH; **G**, PVH and LHA; **H**, DMH, VMH, ARH, LHA; **I**, DMH, ARH, LHA; **J** and **K**, VTA (left), ENT (right); **L**, PB; **M**, CENT2 and PB (left), FL (right); **N**, CUL4,5; **O**, from the top to the bottom, CUL4,5, CBN, NTS; **P**, NTS; **Q**, UVU, DVC.

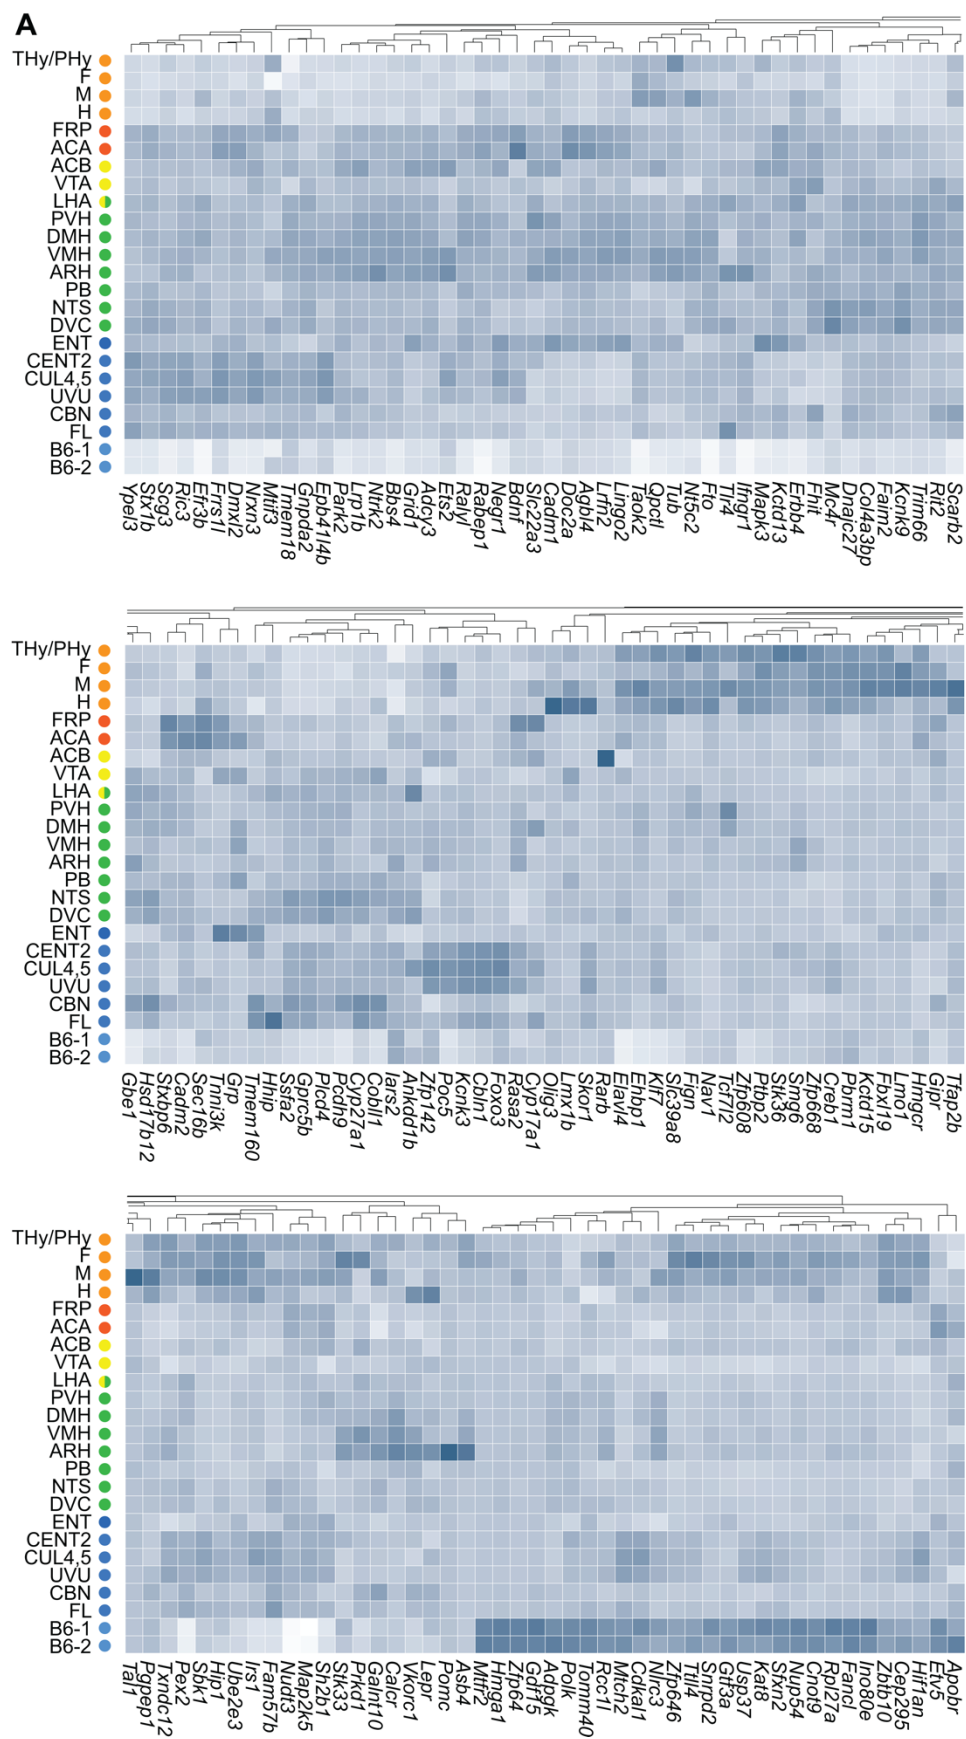

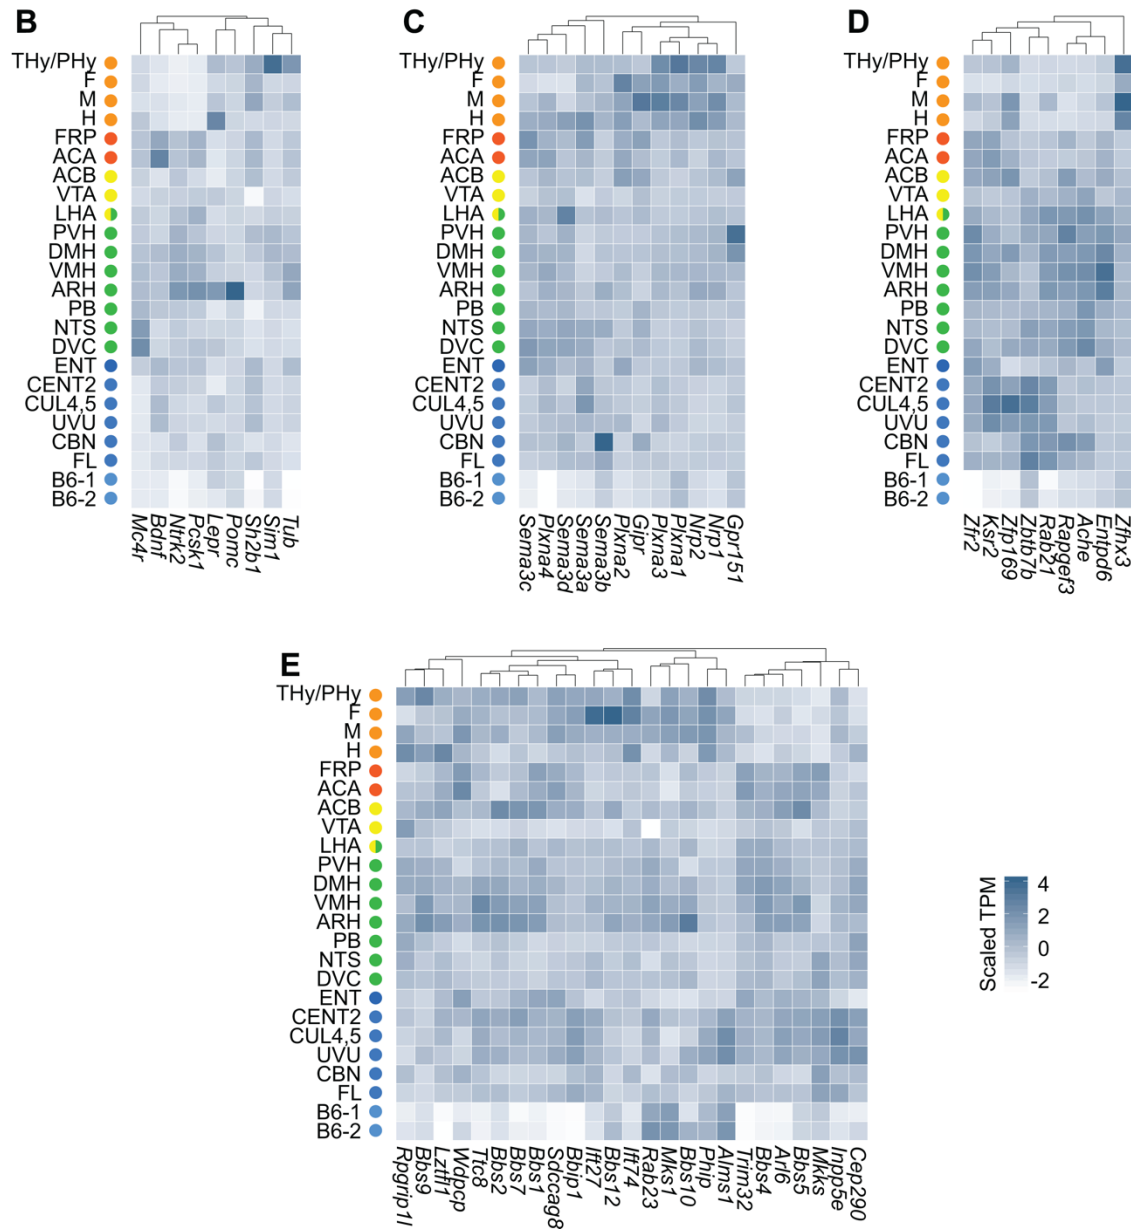

**Supplemental Figure 4 | Expression profiling of obesity-associated genes throughout the brain regions of energy balance.** Scaled TPM values are indicated in heat maps where the darker the blue, the higher the expression. **(A)** Expression heat maps of genes identified by GWAS of BMI. **(B)** Heat map of genes associated with monogenic obesity. **(C)** Heat map of genes associated with rare coding variants associated with BMI. **(D)** Heat map of genes associated with low-frequency coding variants associated with BMI. **(E)** Heat map of genes associated with syndromic obesity. Genes were sorted by hierarchical clustering of scaled genes.

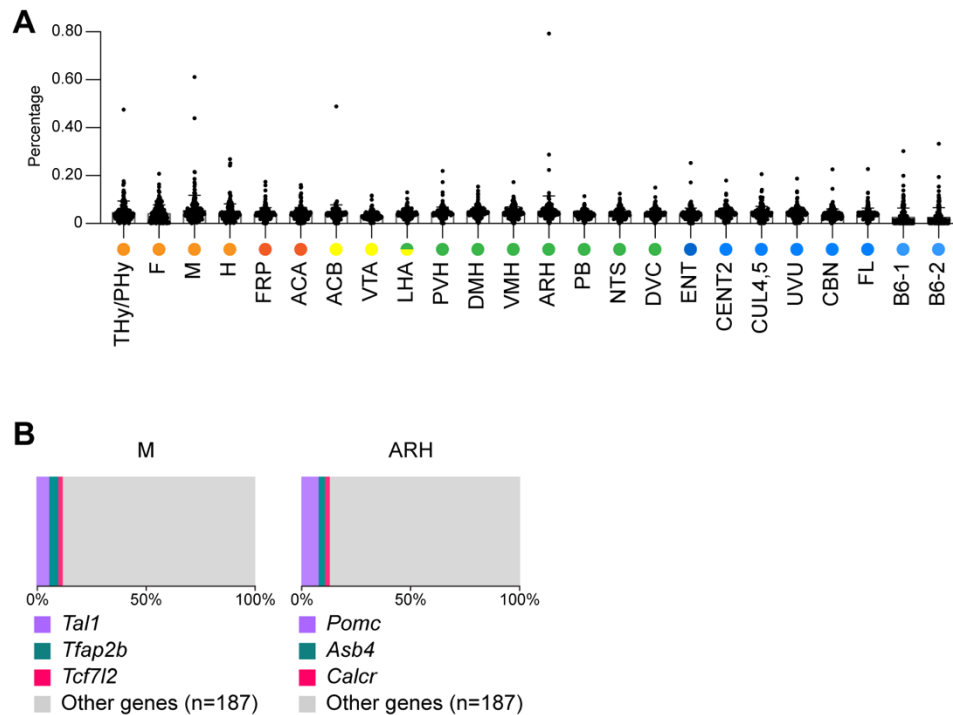

**Supplemental Figure 5 | Frequency distribution of all obesity-associated genes across the brain regions of energy balance. (A)** Frequency distributions for each obesity-associated gene was determined by calculating the TPM percentage for each region compared to the sum of TPM values for all samples (brain regions and mESC, averaged across each replicate). For each genetic category, the frequency score and standard error was calculated by compiling the percentage for all the genes in a gene list, and shown as mean  $\pm$  SE. Individual percentage values for each gene was displayed as dot. N = 190. **(B)** Detailed analysis of the two most enriched brain regions (embryonic midbrain (M) and ARH). Visualization of the 3 genes with the highest percentage expression. Each slice represent the percentage of expression for a specific gene or group of genes (as indicated in the legend), and the sum of all the slices represent the total expression (100%) of genes for a specific genetic category in a selected brain region.

**A**

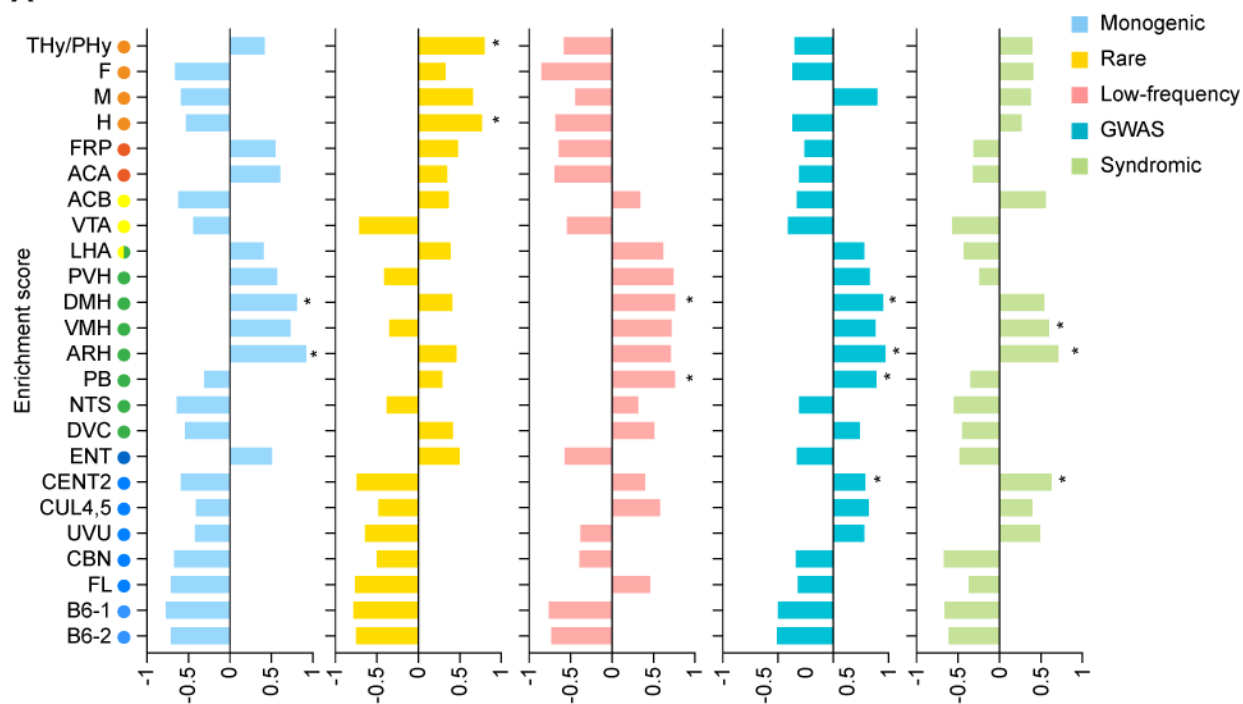

**B**

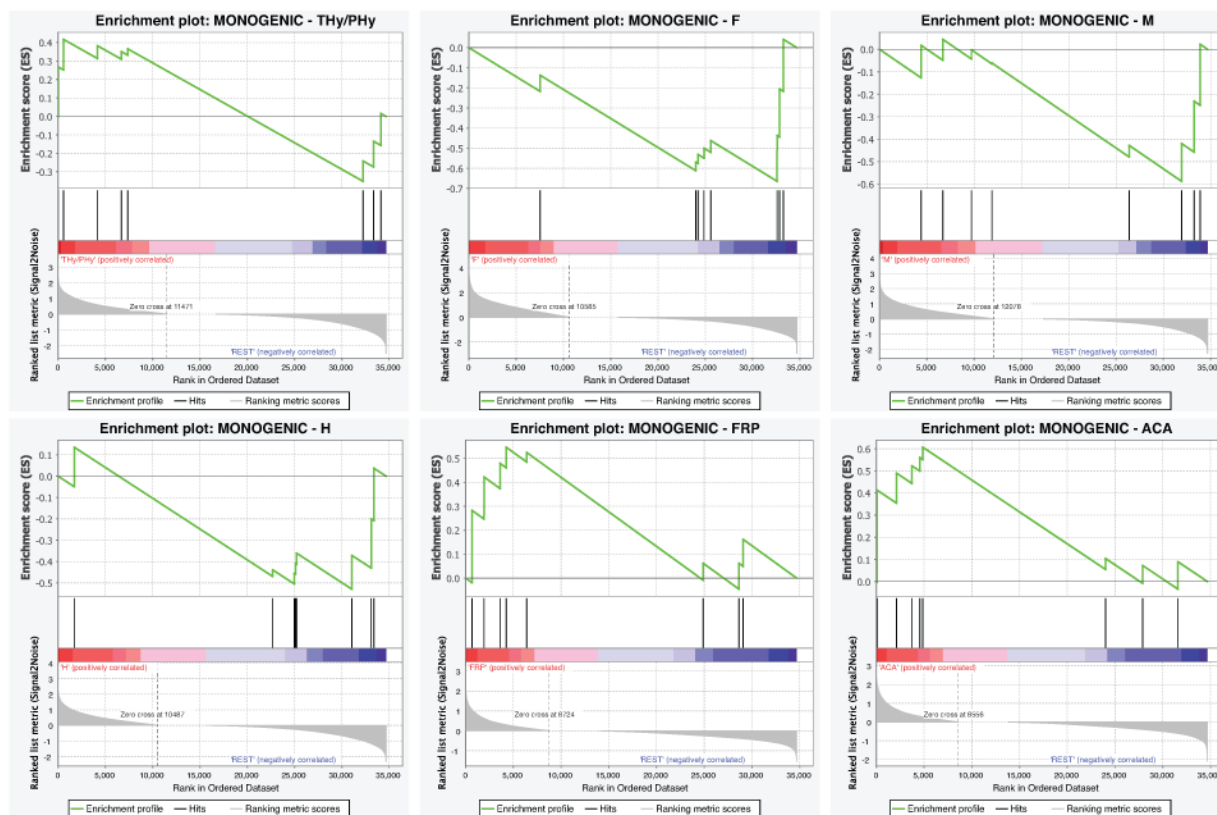

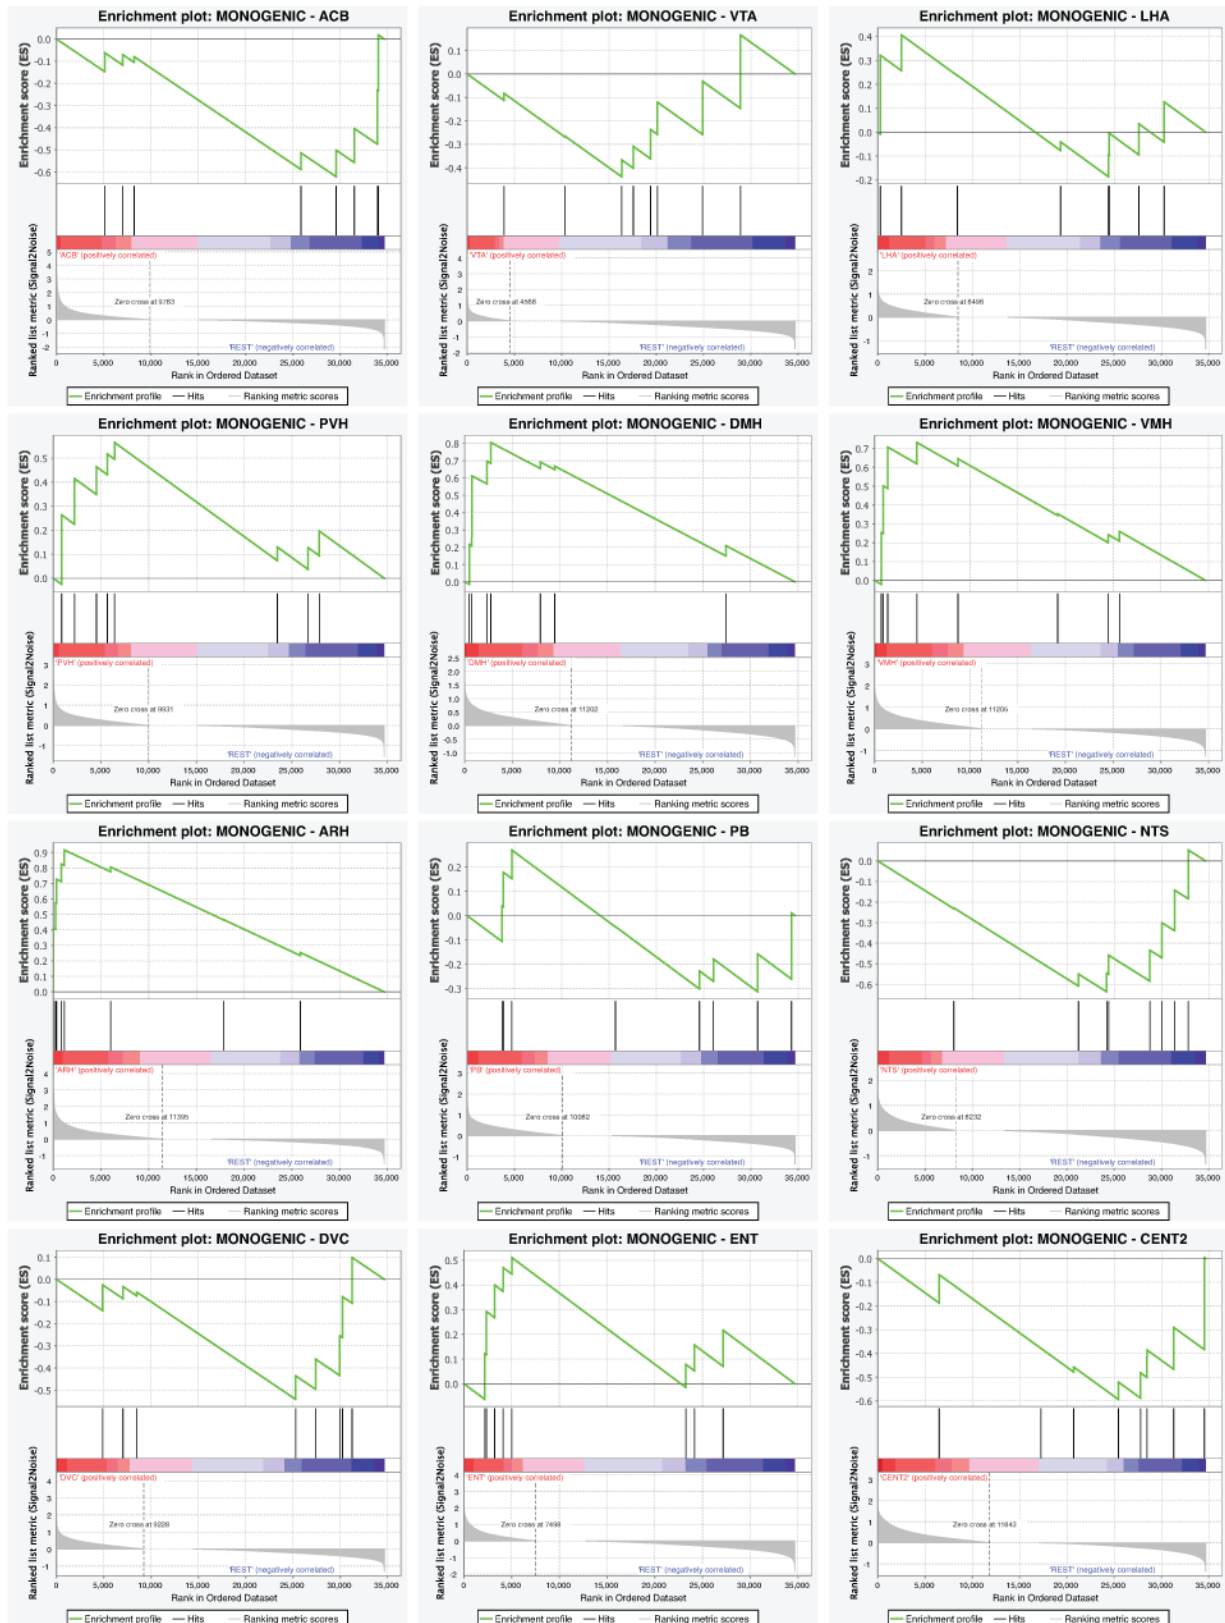

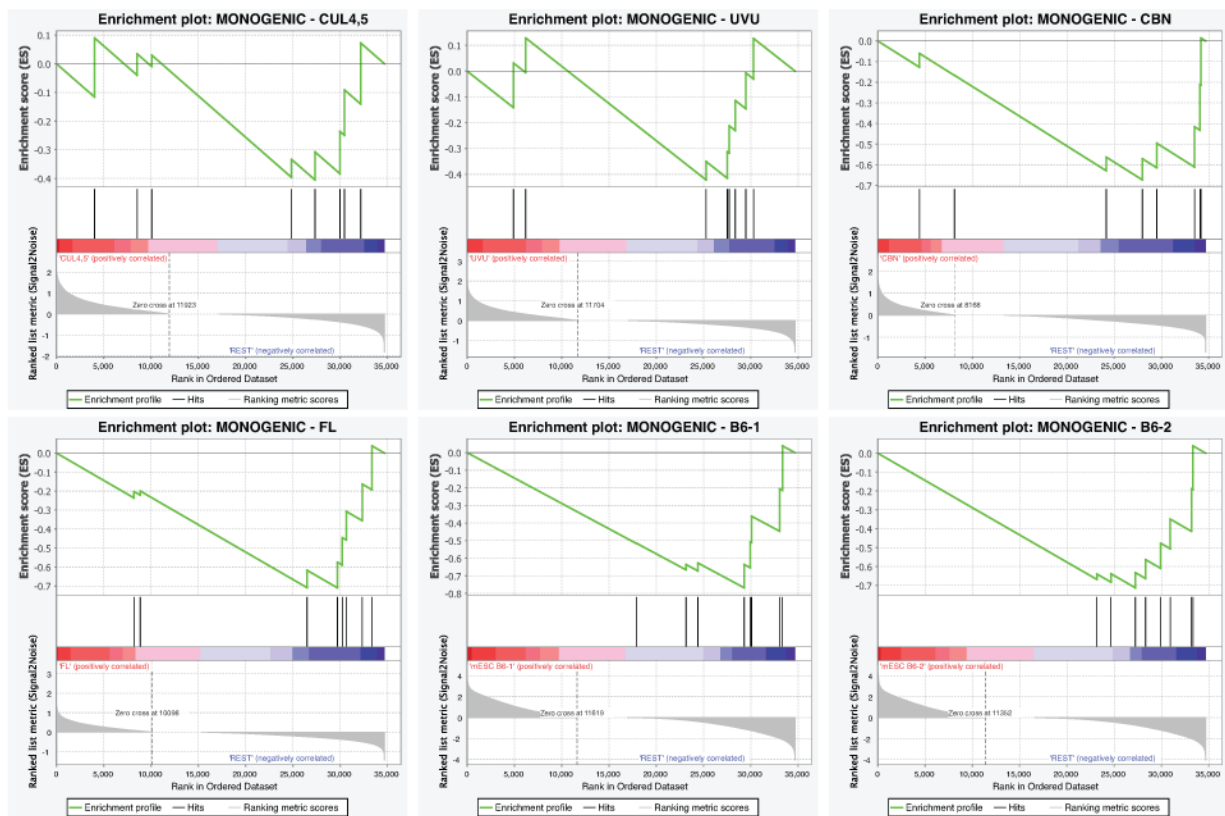

C

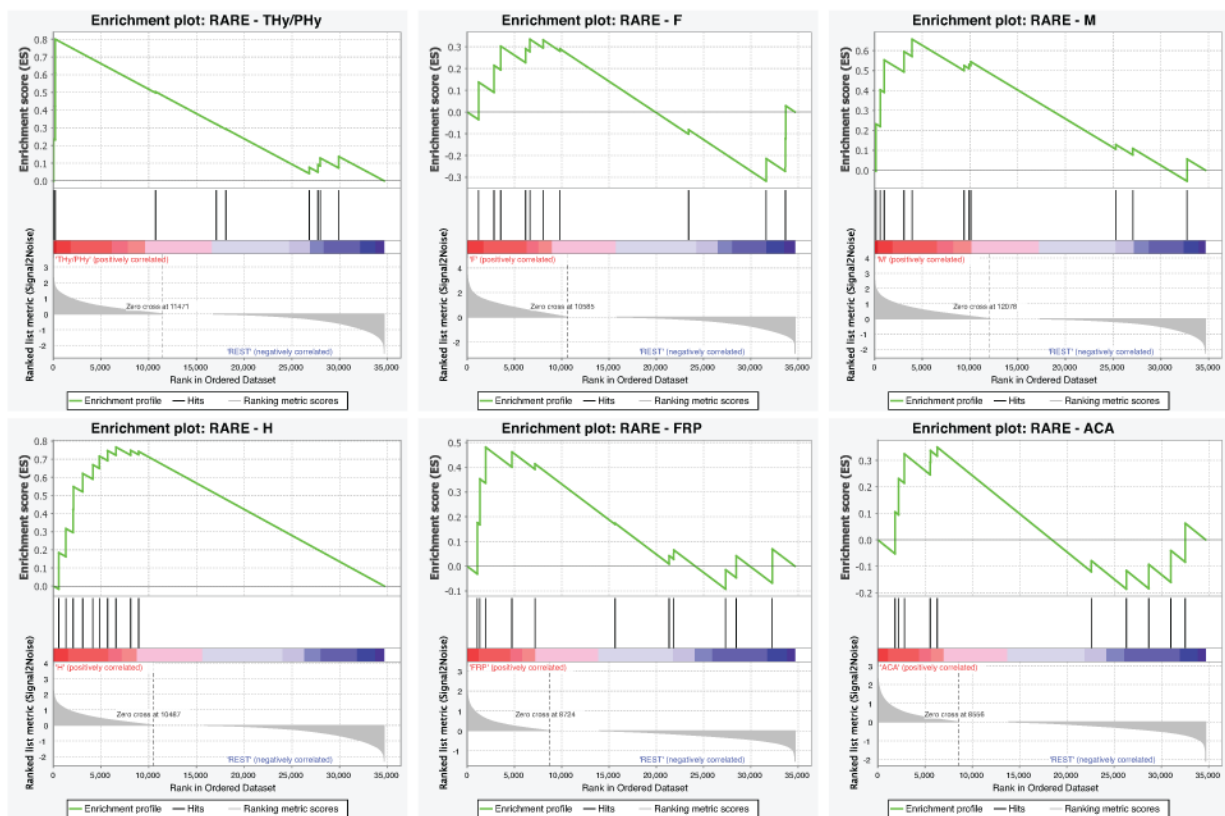

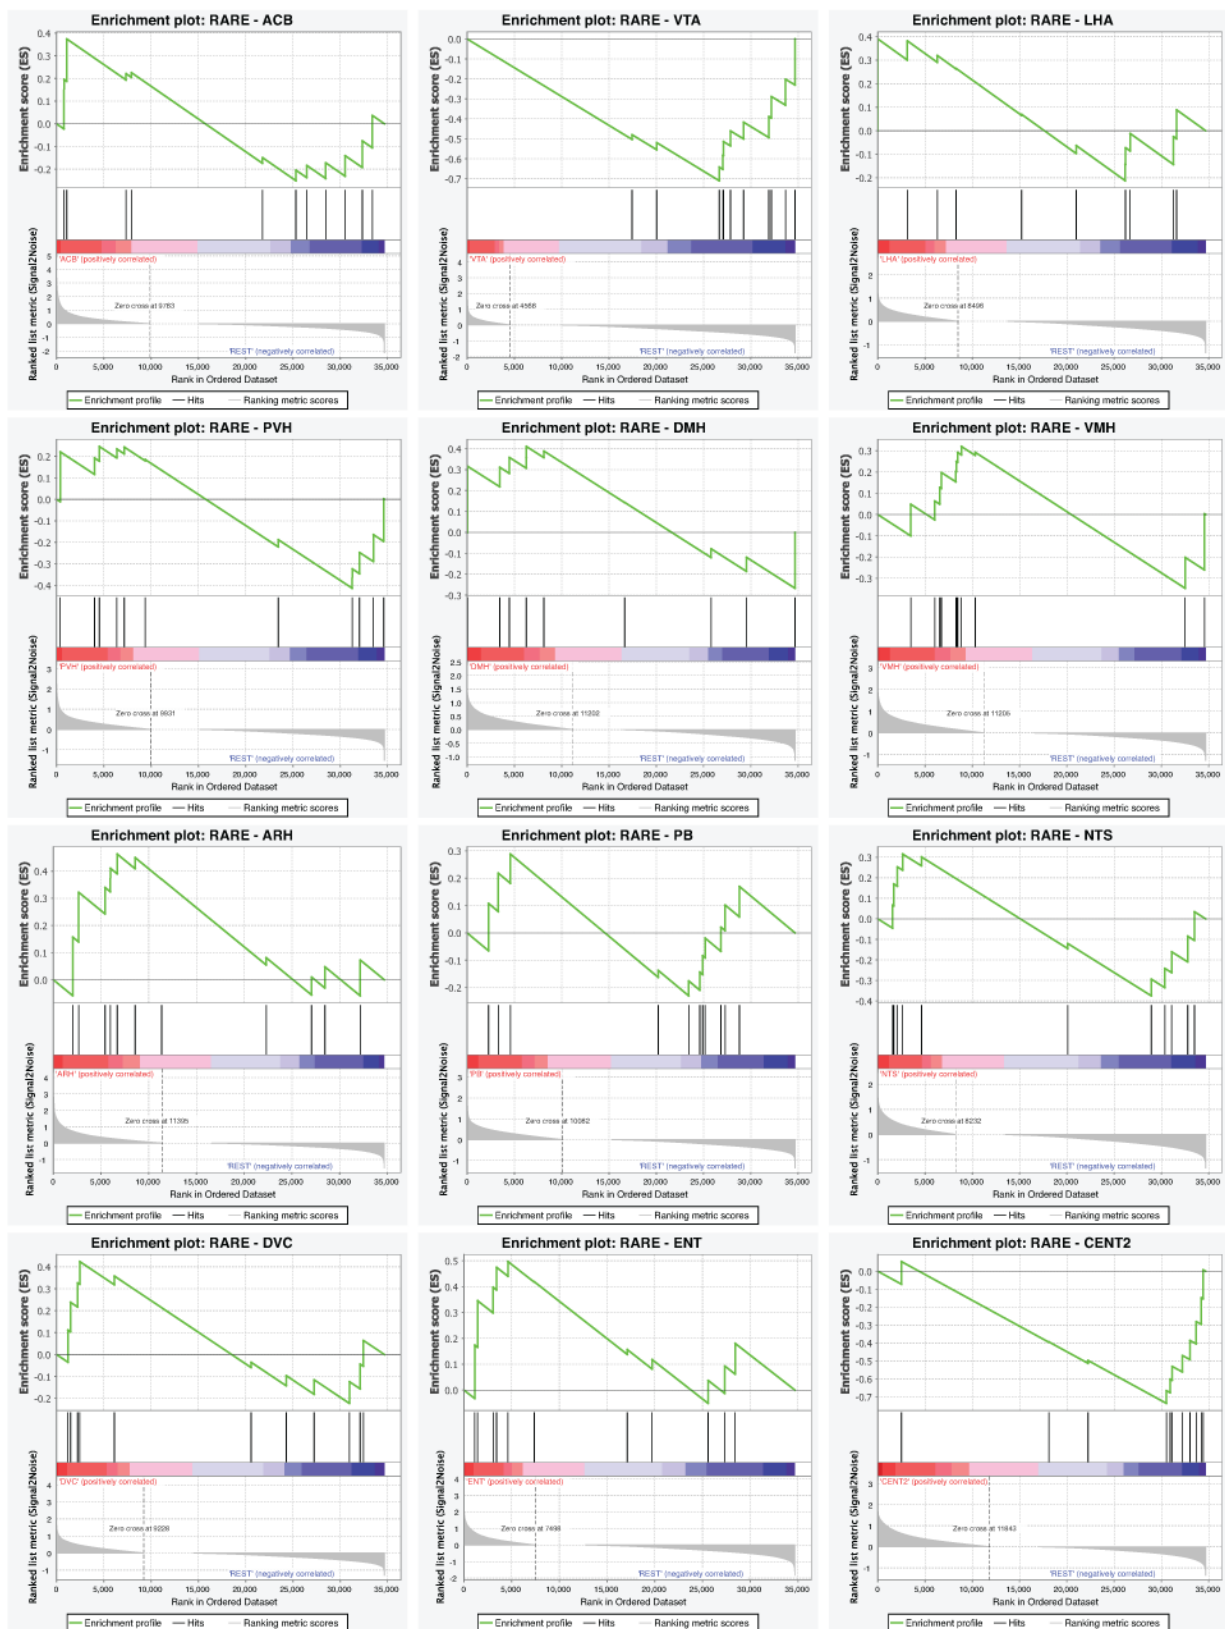

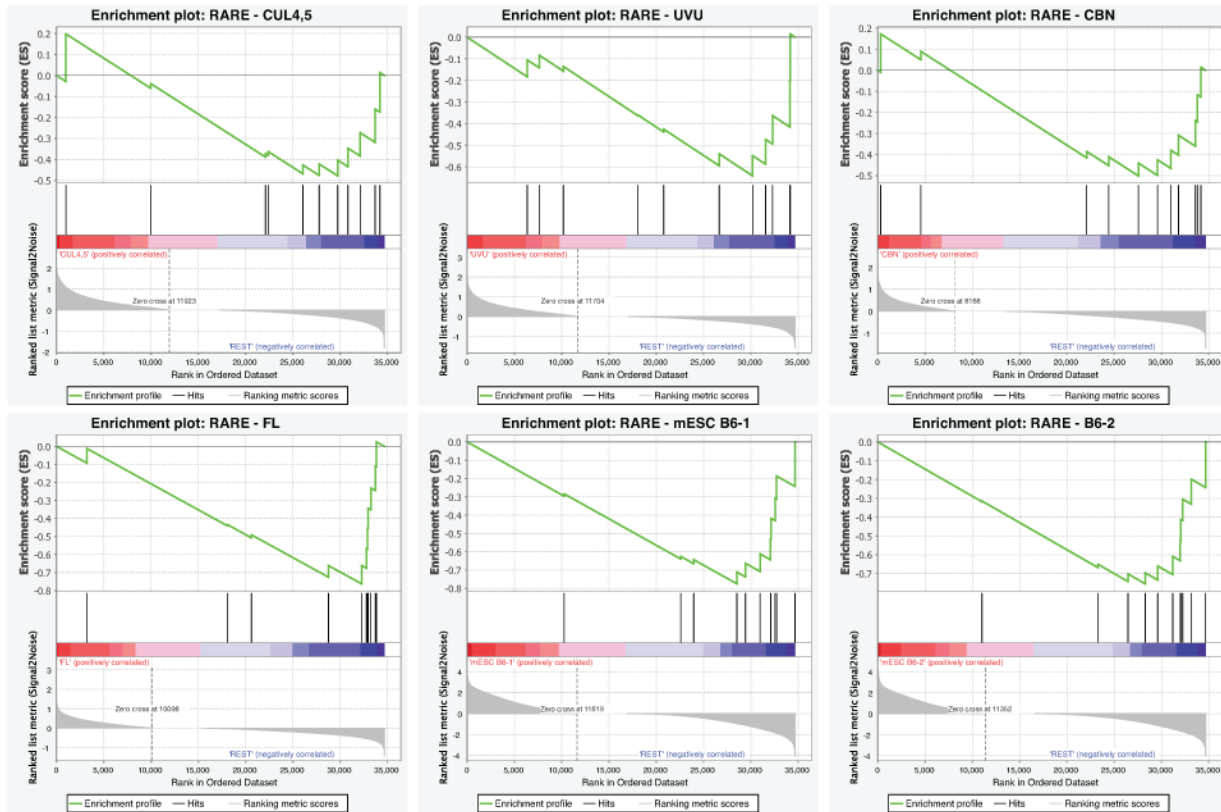

D

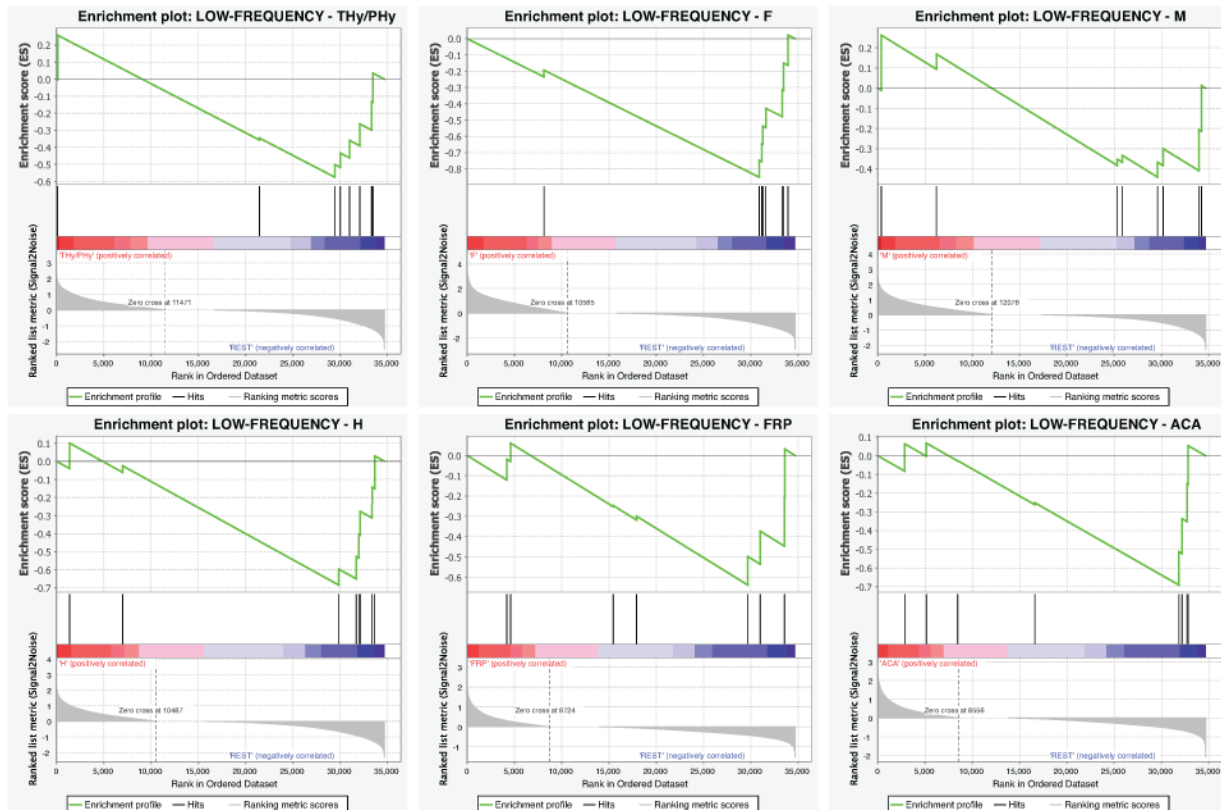

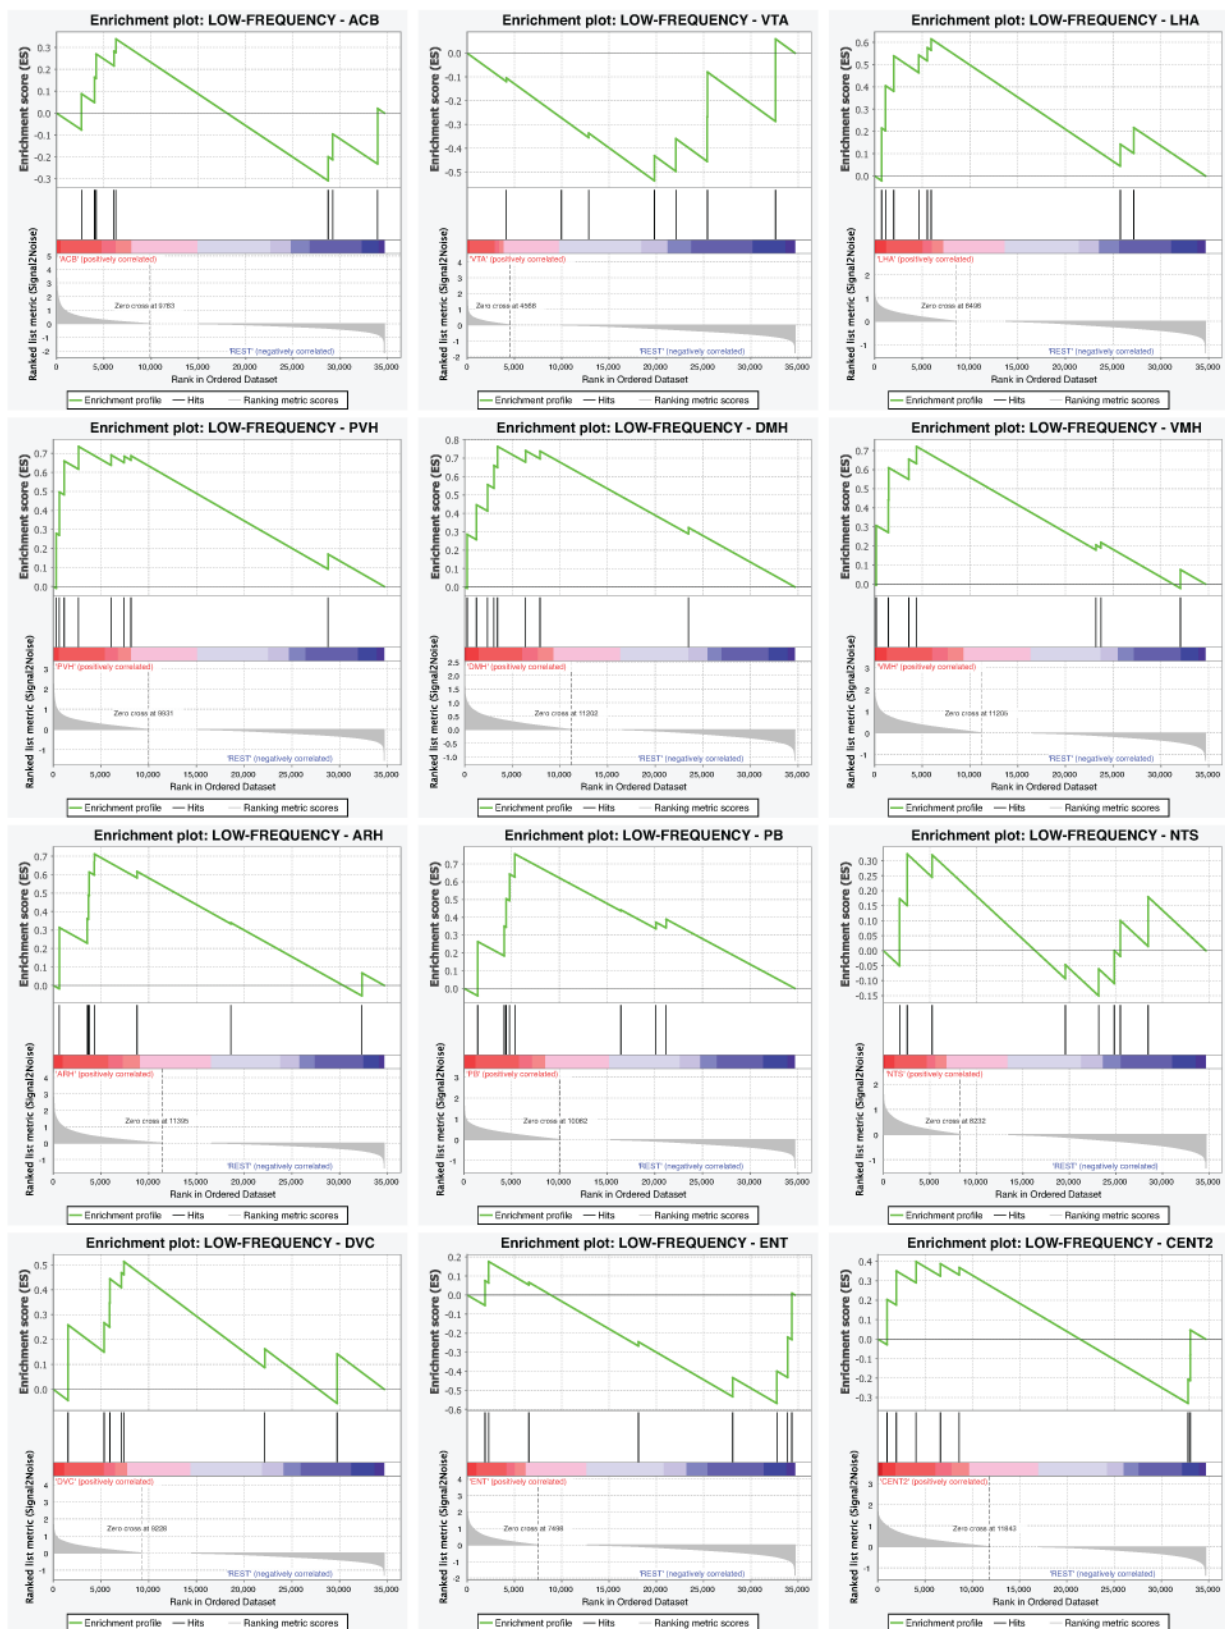

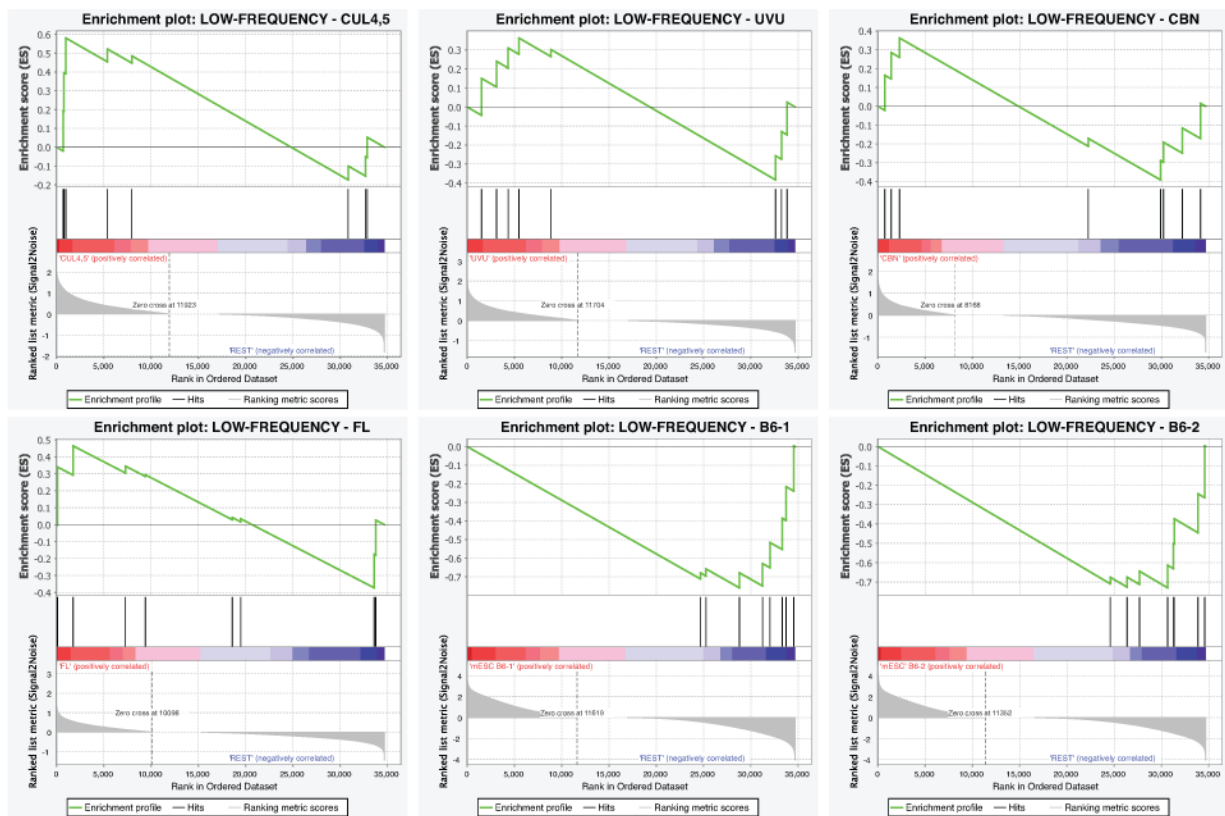

**E**

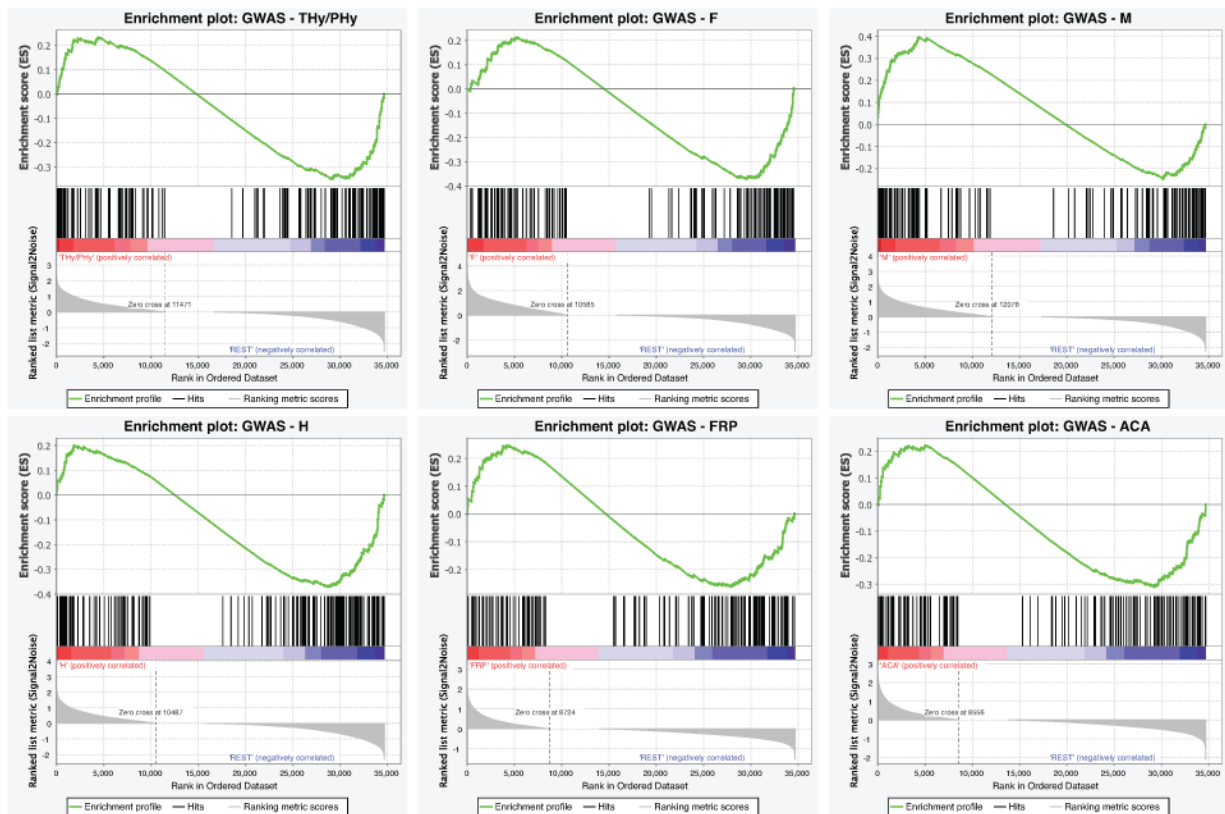

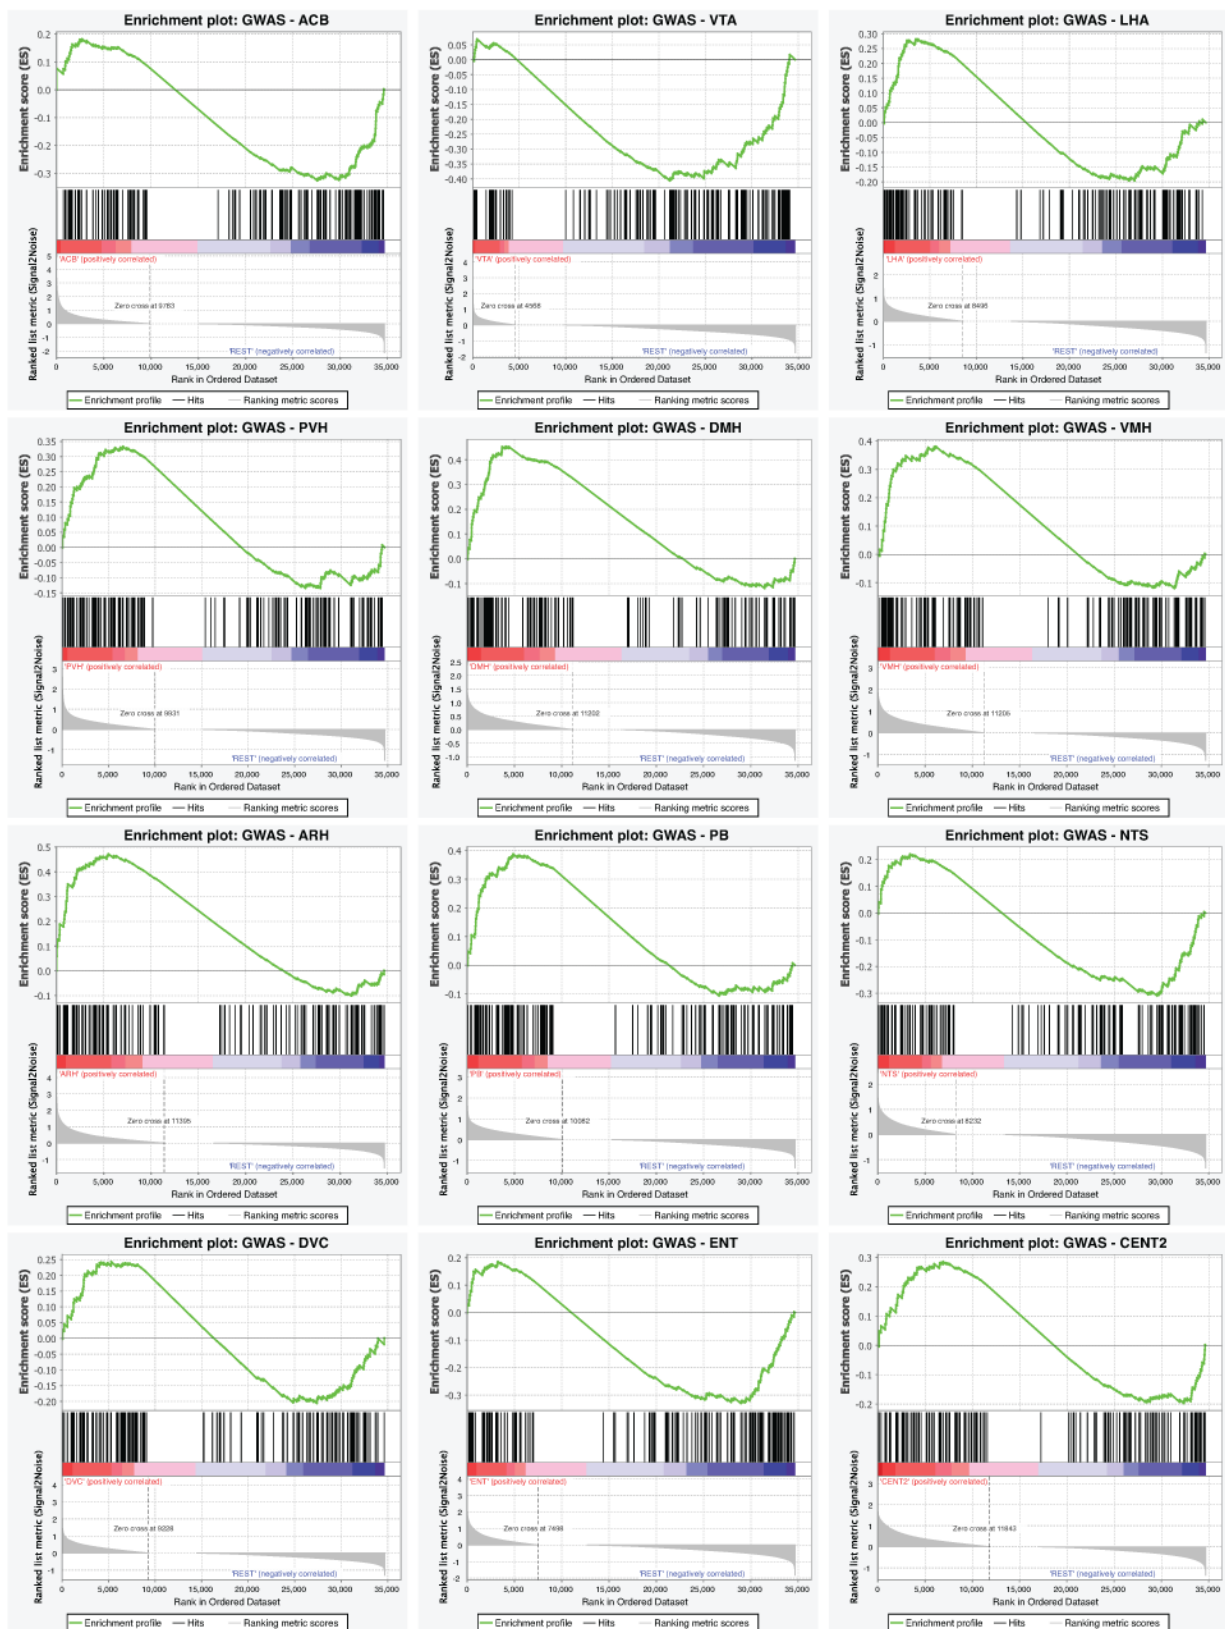

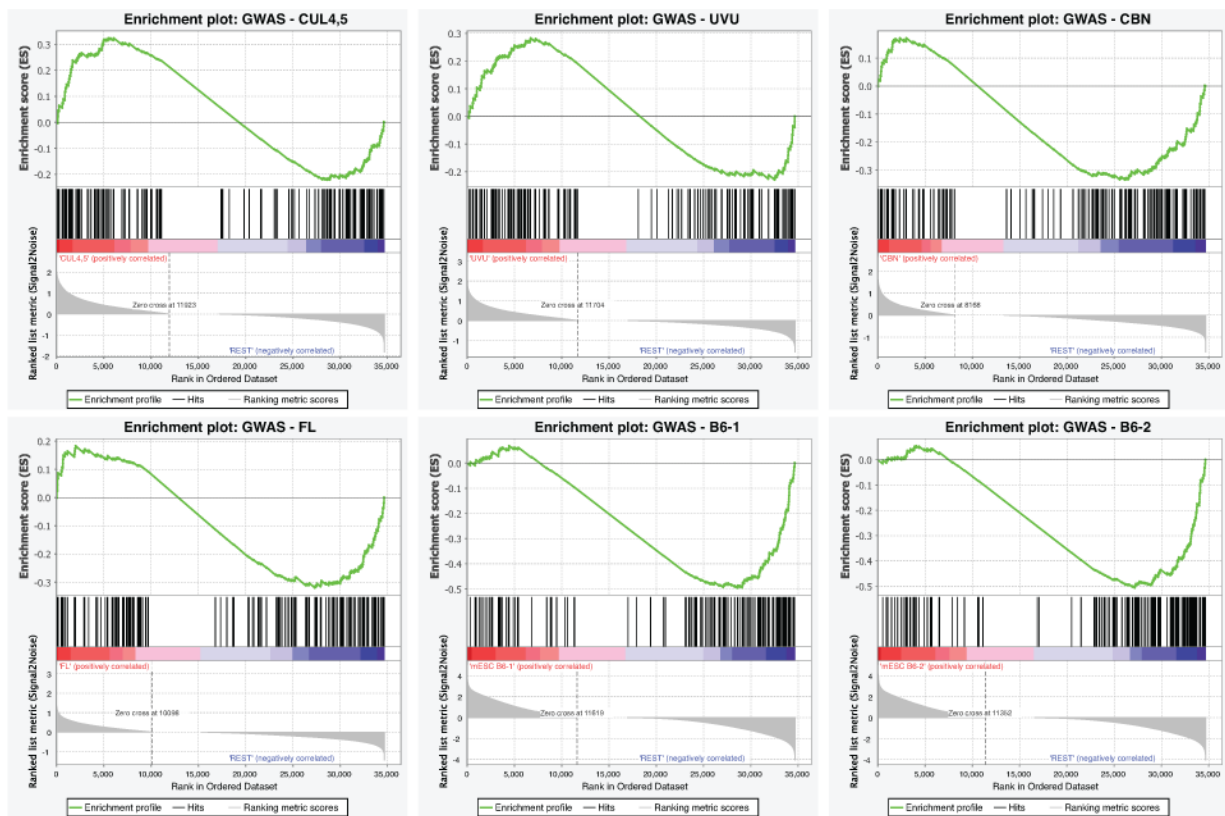

F

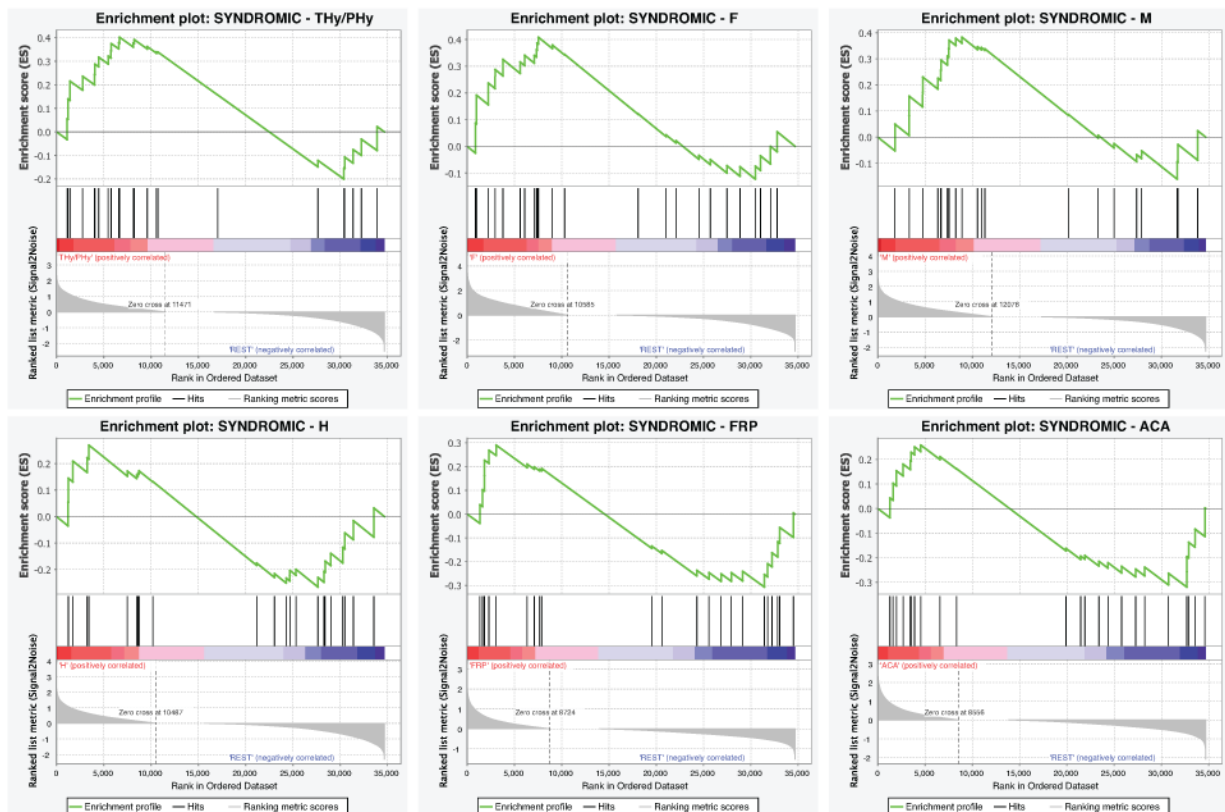

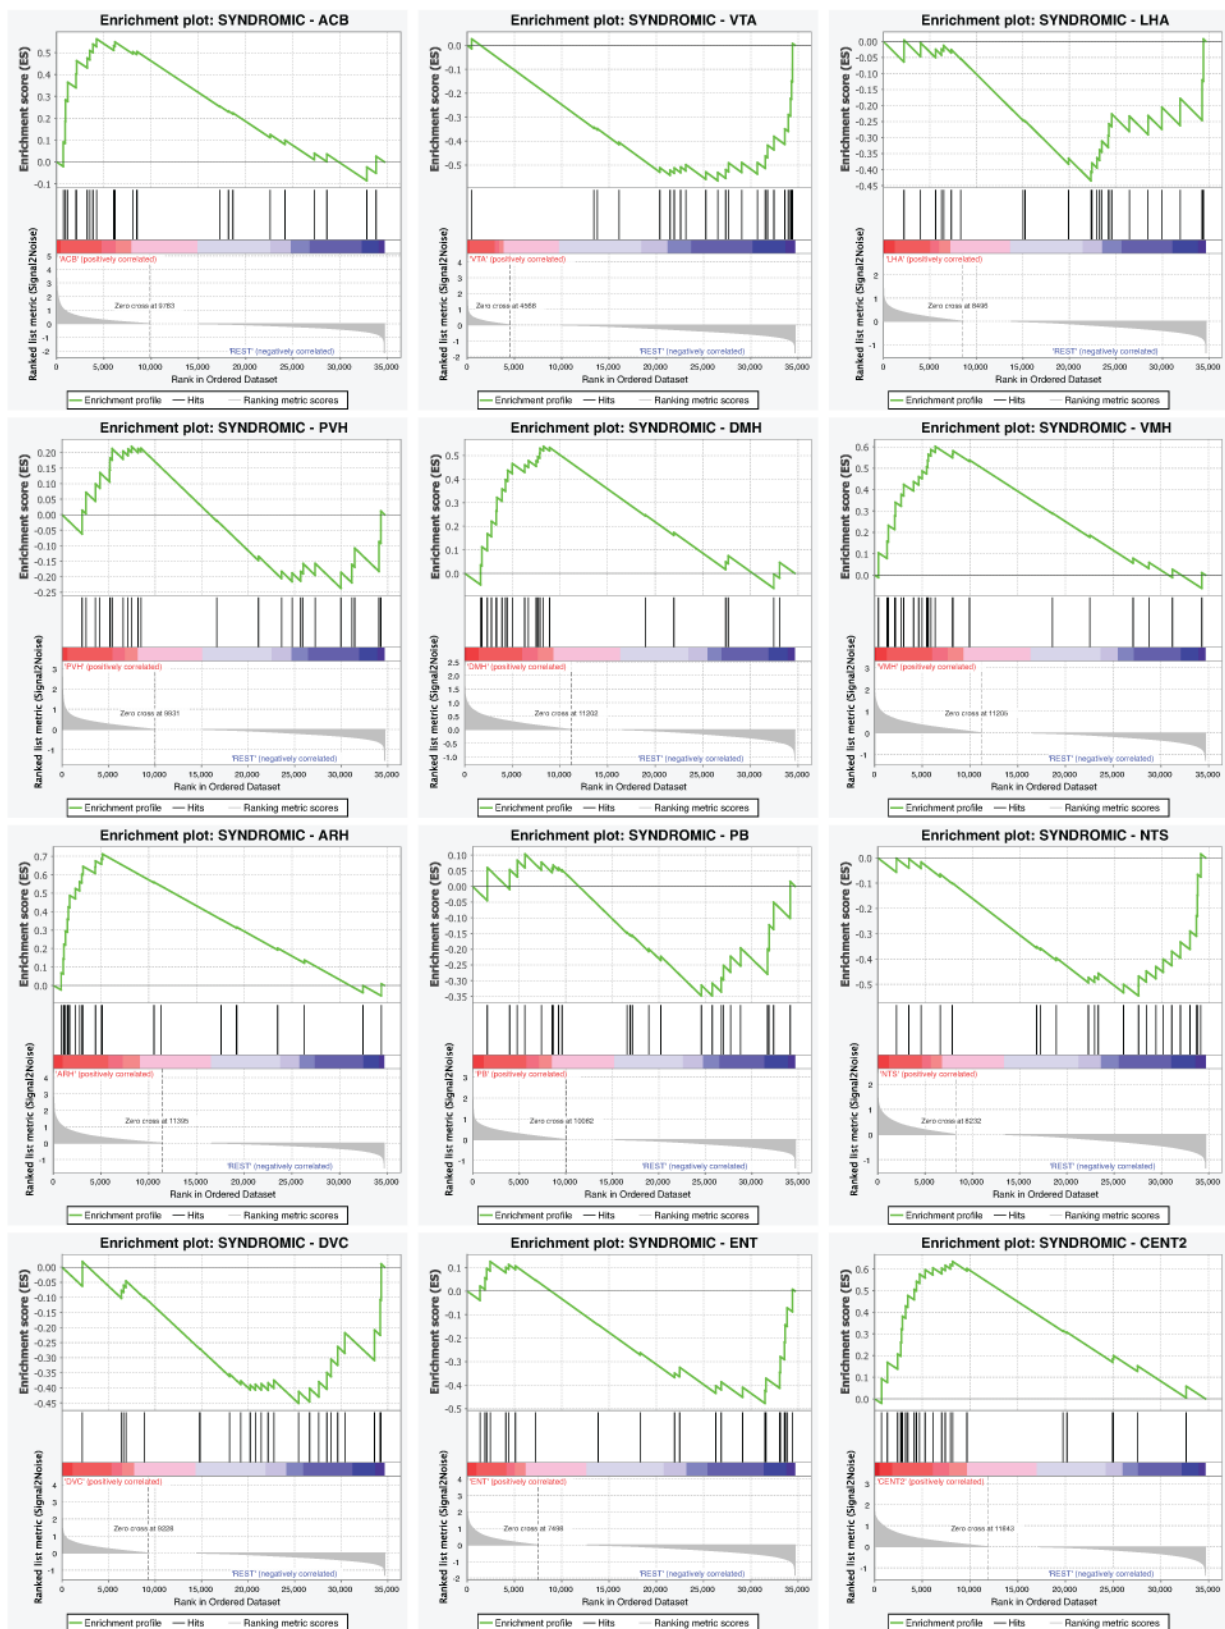

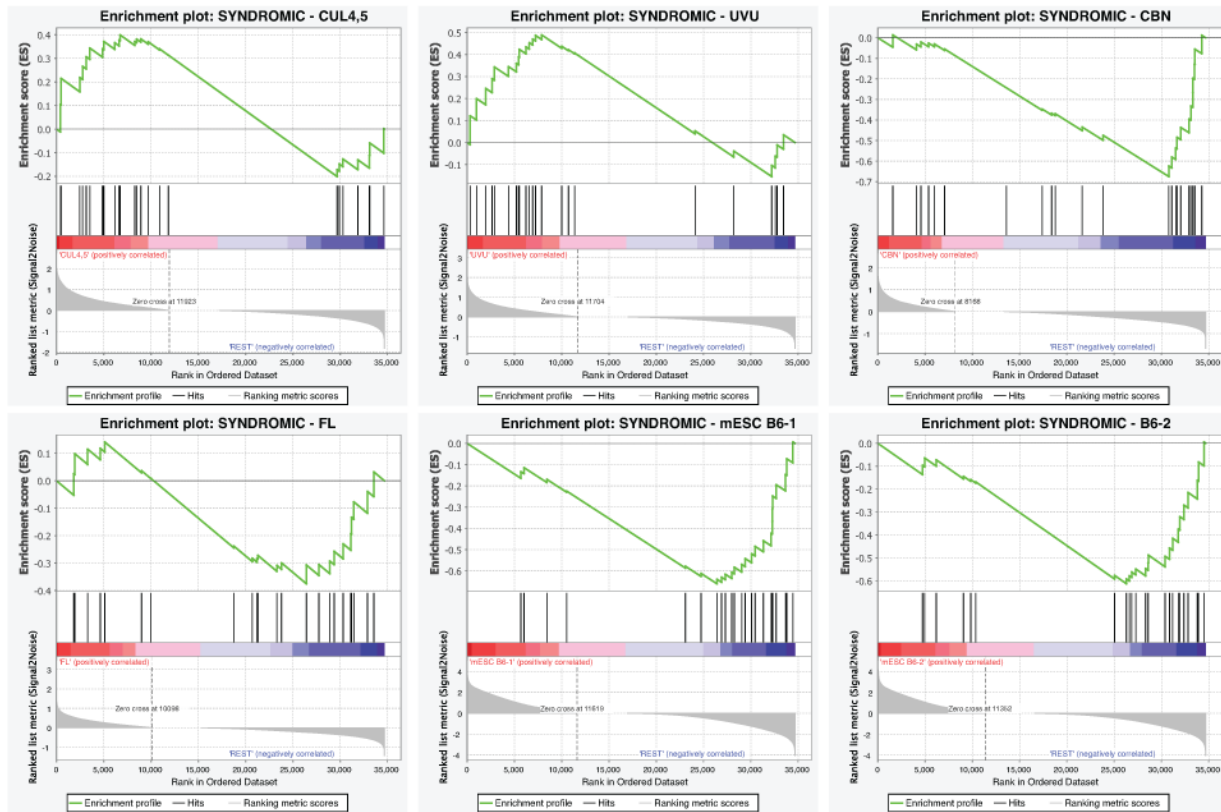

**Supplemental Figure 6 | GSEA of obesity-associated genes across the brain regions of energy balance. (A)** The enrichment score generated by GSEA was plotted, and regions with a positive enrichment score and a FDR adjusted p-value < 0.05 were denoted with a \*. For each region, individual enrichment plots are displayed for genes associated to each genetic category: monogenic obesity **(B)**; rare coding variants **(C)**; low-frequency coding variants **(D)**; GWAS **(E)**; syndromic **(F)**.

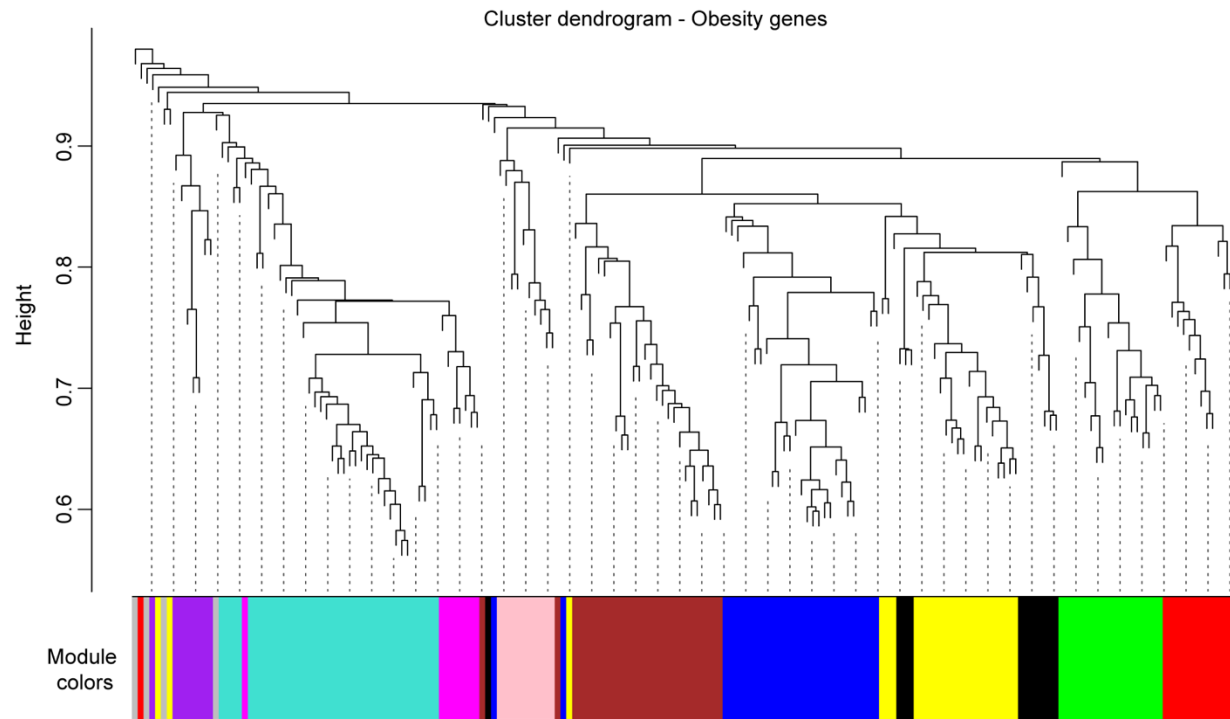

**Supplemental Figure 7 | Obesity-associated genes cluster in 11 modules.** WGCNA cluster dendrogram. Replicates of the same brain region were averaged, and then a soft thresholding power was chosen to give the highest separation between modules.

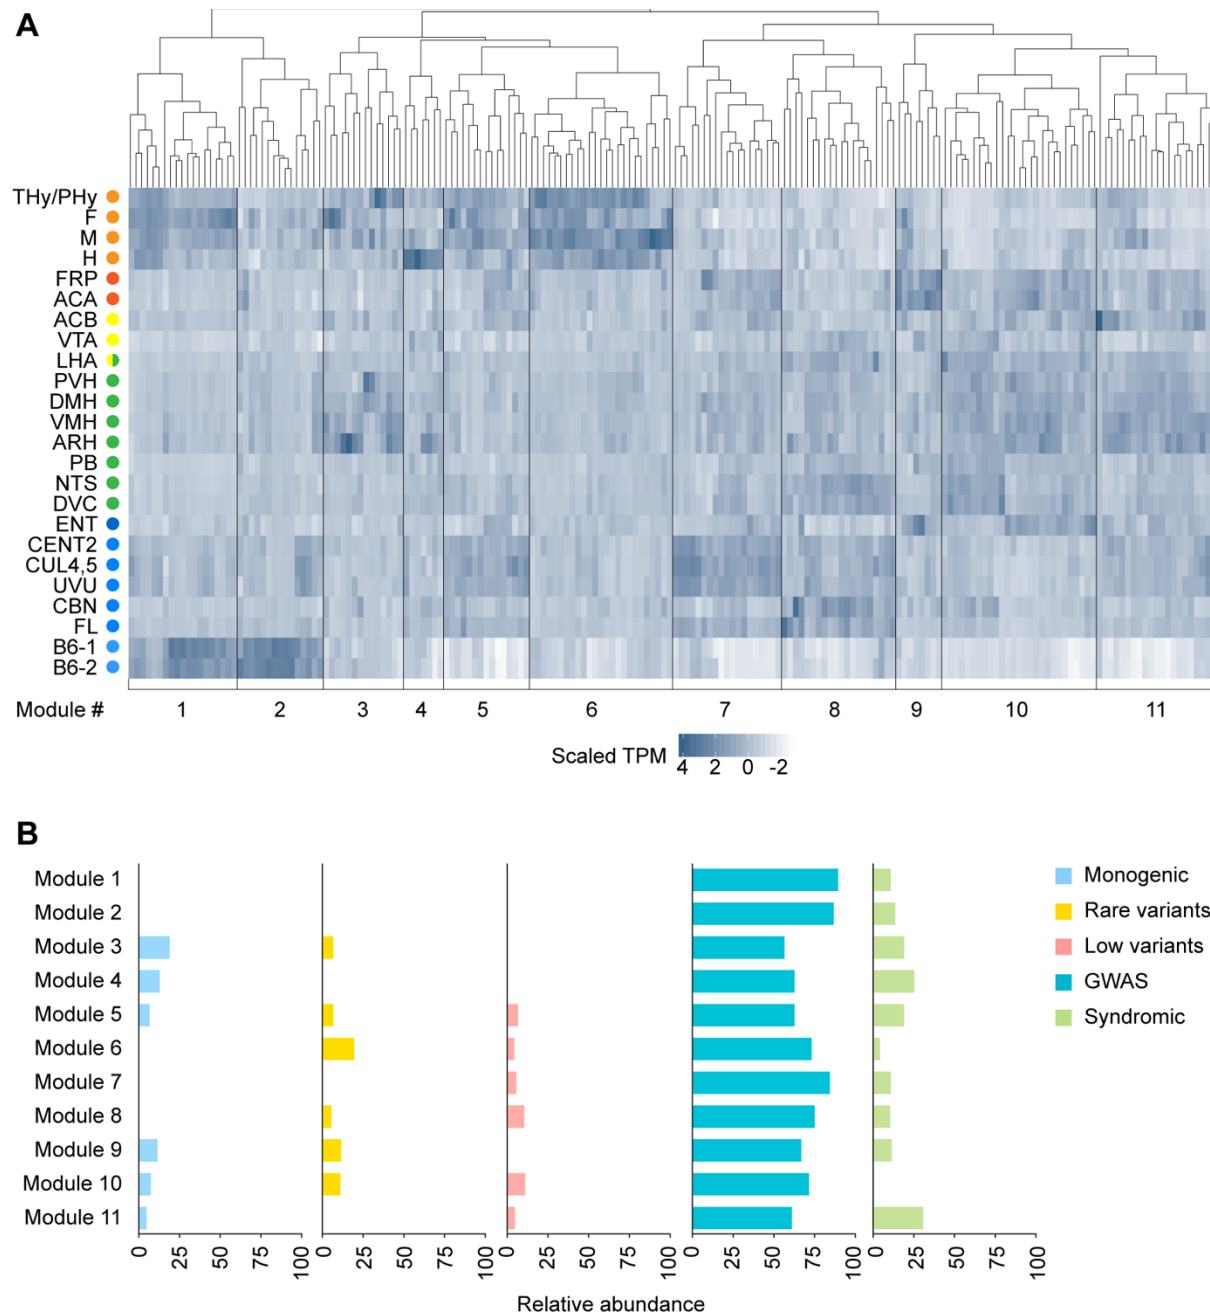

## Supplemental Figure 8 | Organization of obesity-associated genes into modules.

**(A)** Unsupervised hierarchical clustering and heat map of obesity-associated genes. TPM values were scaled for each gene to improve visualization. Higher expression is denoted by darker shades of blue. Module 1 shows enrichment of genes in the embryonic regions and mESC lines. Genes in module 2 had higher expression in stem cells. Module 3 featured genes with high expression in embryonic and hypothalamic regions. Module 4 was characterized by genes with high expression in the embryonic hindbrain. In module

5 there was enrichment of genes in regions of the embryonic brain, executive system, reward system and cerebellum. In module 6, expression was highest in the embryonic regions. Genes defining module 7 had high expression in regions of the executive system, reward system and cerebellum. Genes in module 8 showed enrichment in regions of the homeostatic system and cerebellum. Module 9 showed the presence of genes specifically enriched in regions of the executive system. Modules 10 and 11 showed increased expression of genes in regions of the executive and reward system. Distinguishing module 10 and 11, module 10 had increased expression in homeostatic regions and module 11 had increased expression in hypothalamic regions **(B)** Relative abundance (given as percentage) of the genes within the modules, based on the genetic categories. All modules were characterized by the presence of genes belonging to more than one genetic category, with module 5 being defined by genes associated with all five the genetic evidence categories. Except for GWAS genes which were distributed across all modules, genes from the remaining genetic categories were present only in some modules. Genes associated with monogenic obesity were expressed in modules 3, 4, 5, 9, 10, and 11; but primarily in module 3, the module that is enriched for genes in embryonic and hypothalamic regions in panel **A**. Rare coding variant genes were distributed across modules 3, 5, 6, 8, 9 and 10 with predominance in module 6, the module that is enriched for genes in embryonic regions in panel **A**. Low-frequency coding variant genes were identified in modules 5, 6, 7, 8, 10 and 11, with prevalence in module 11, in which there was enrichment in regions of the executive system, reward system and hypothalamus in panel **A**). Syndromic genes were distributed across all modules, except module 10, with predominance in module 11.

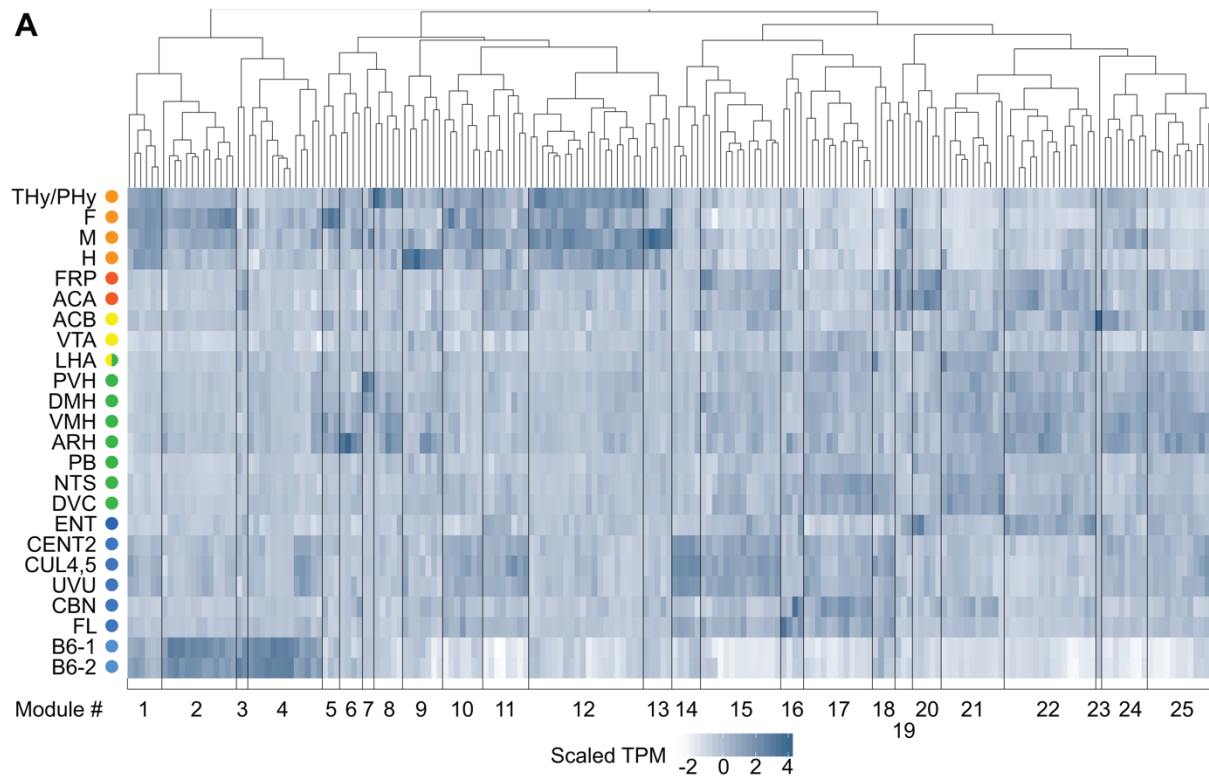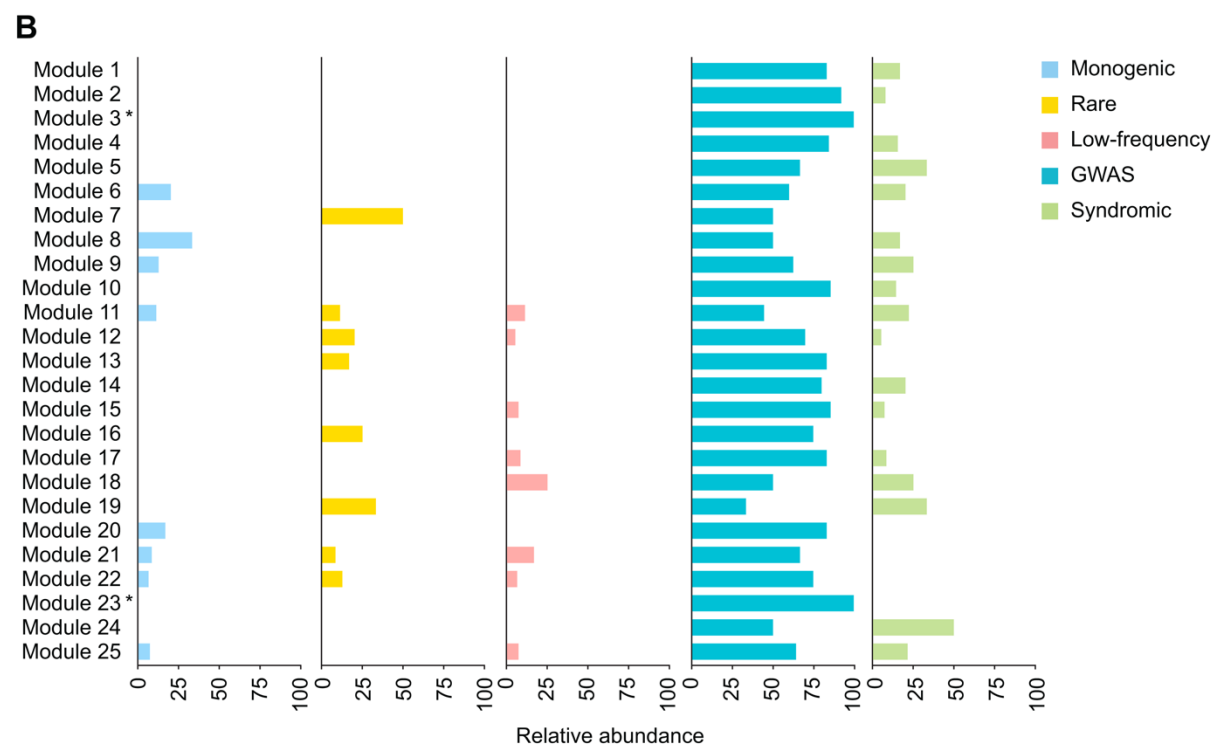

\* Module 3, n = 2; Module 23, n = 1

**Supplemental Figure 9 | Organization of obesity-associated genes into smaller modules.** **(A)** Unsupervised hierarchical clustering and heat map of obesity-associated genes, and separation into modules based on the hierarchical clustering. For heat map, TPM values were scaled for each gene to improve visualization. Genes were sorted by hierarchical clustering of scaled genes. Scaled TPM value are shown in shades of blue (darker is higher expression). **(B)** Percentage distribution of the genes within the modules, based on the genetic categories.

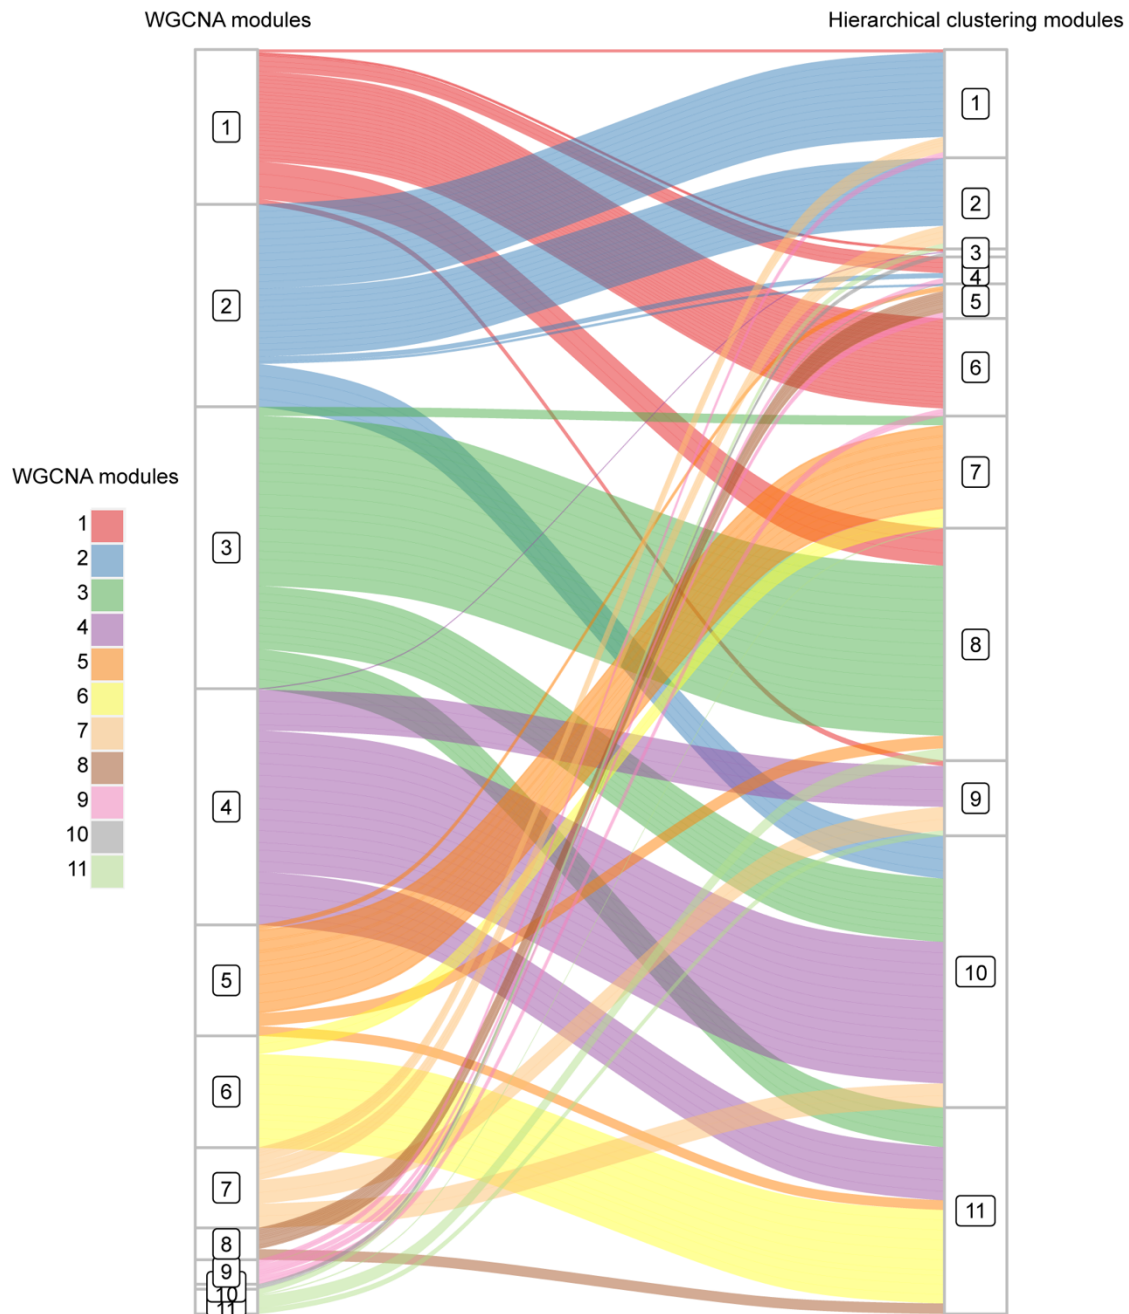

**Supplemental Figure 10 | Two independent clustering approaches for obesity-associated genes show a consistent signature.** Alluvial diagram was used to visualize the composition of the 11 modules obtained using WGCNA (on the left) as well as unsupervised hierarchical clustering (on the right).

A

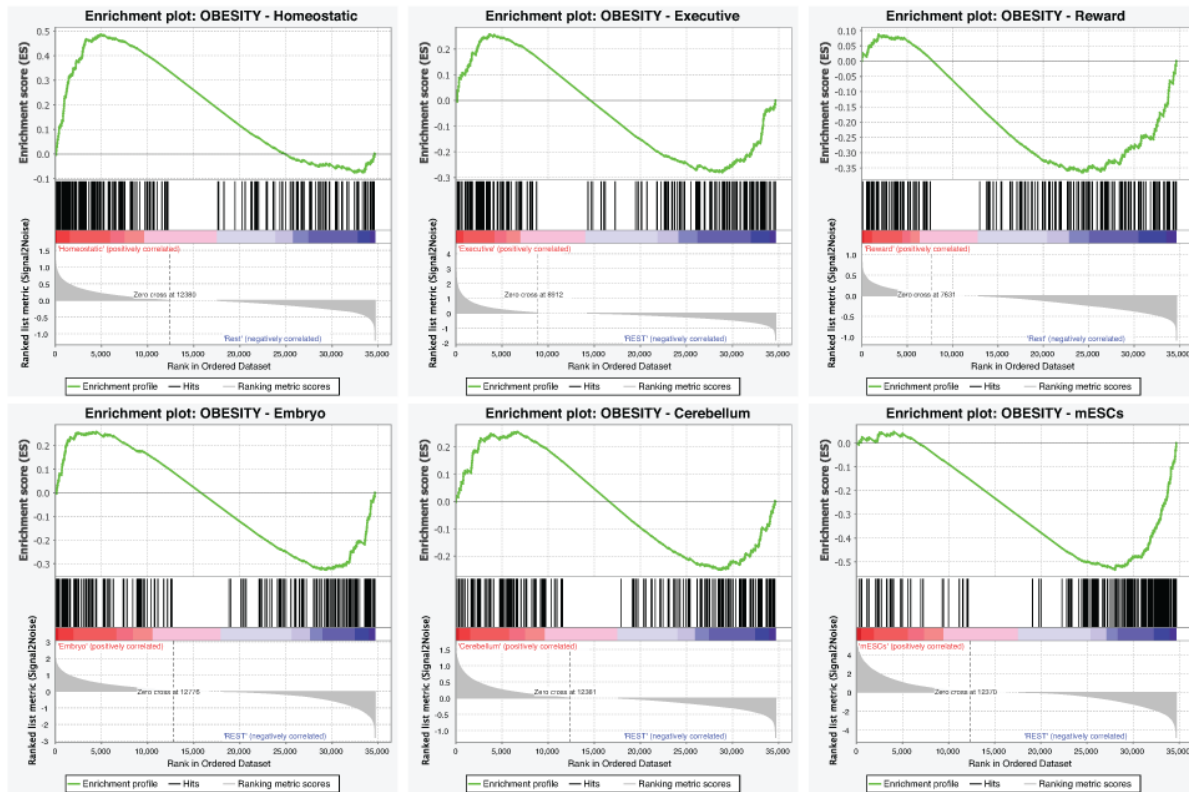

B

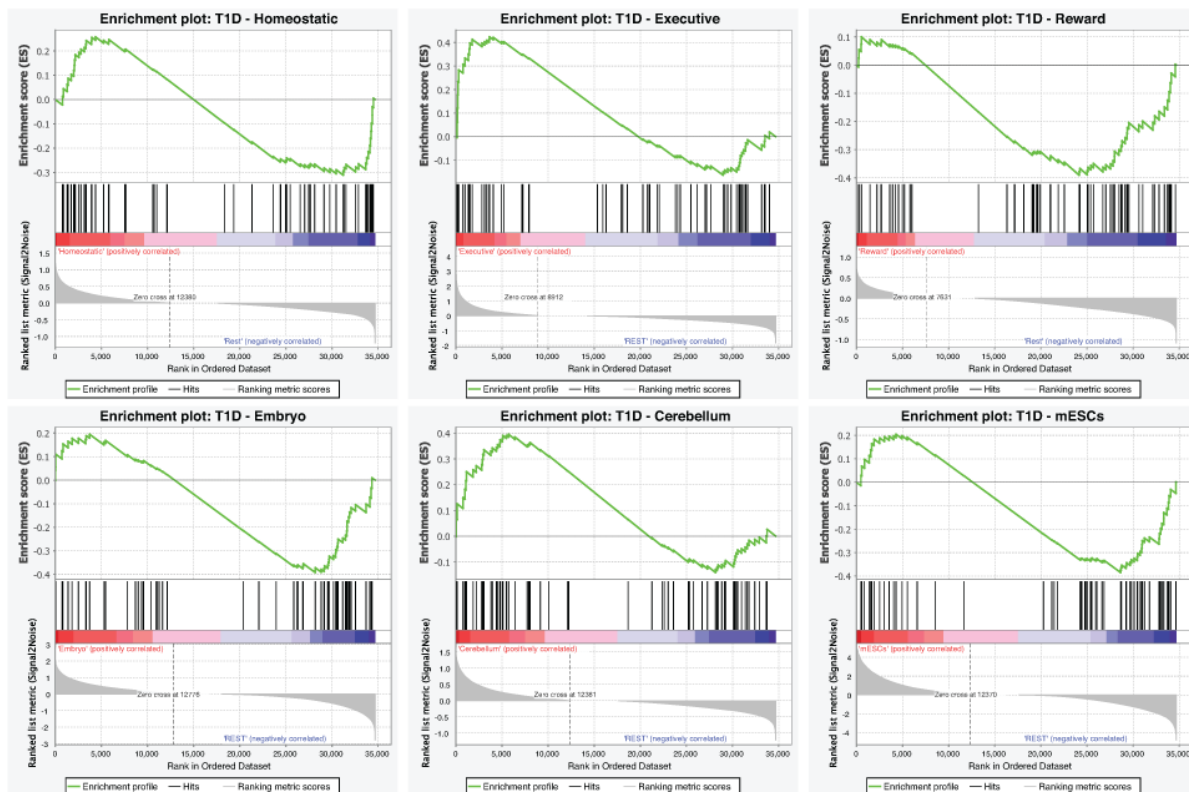

C

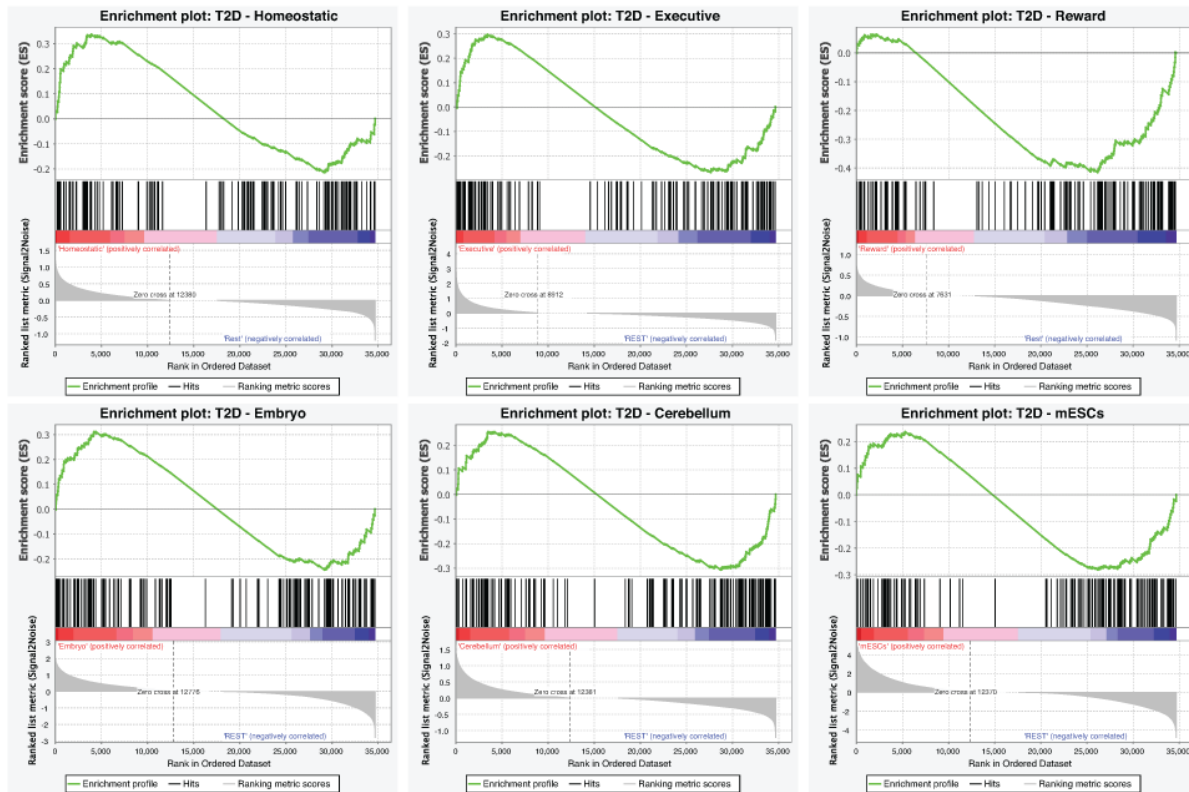

D

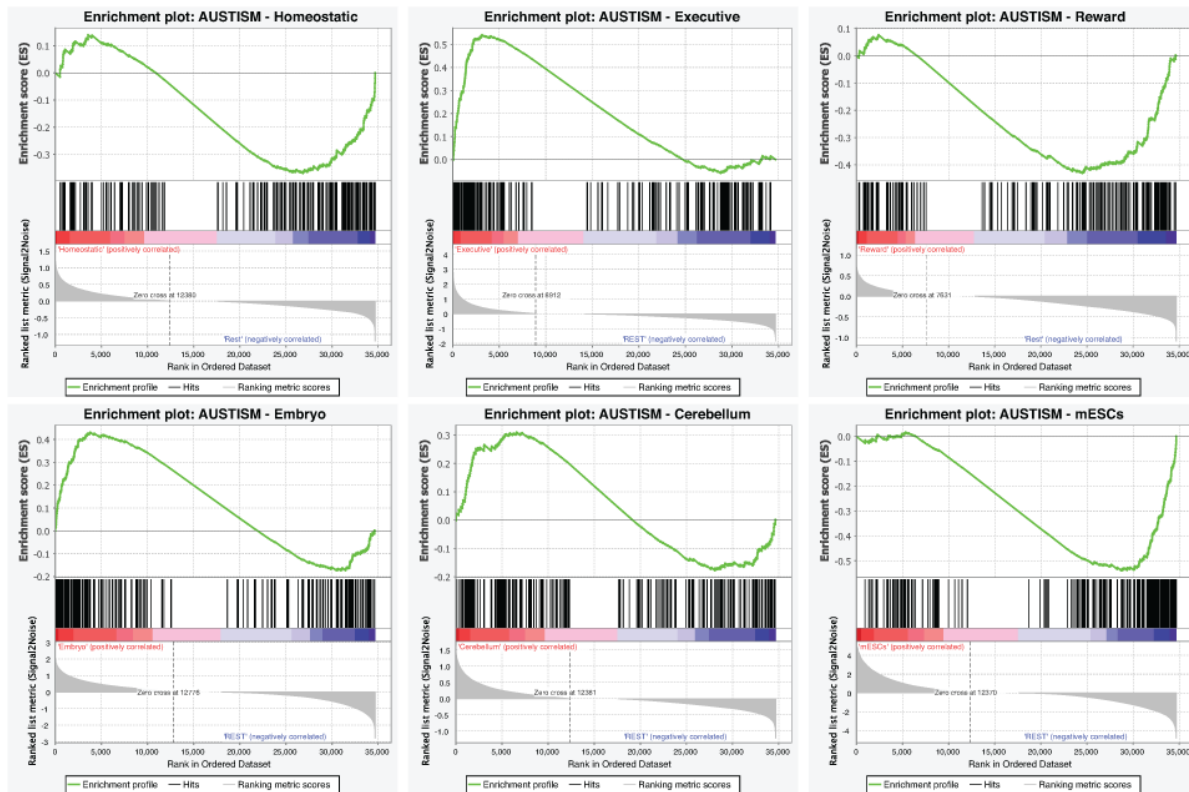

E

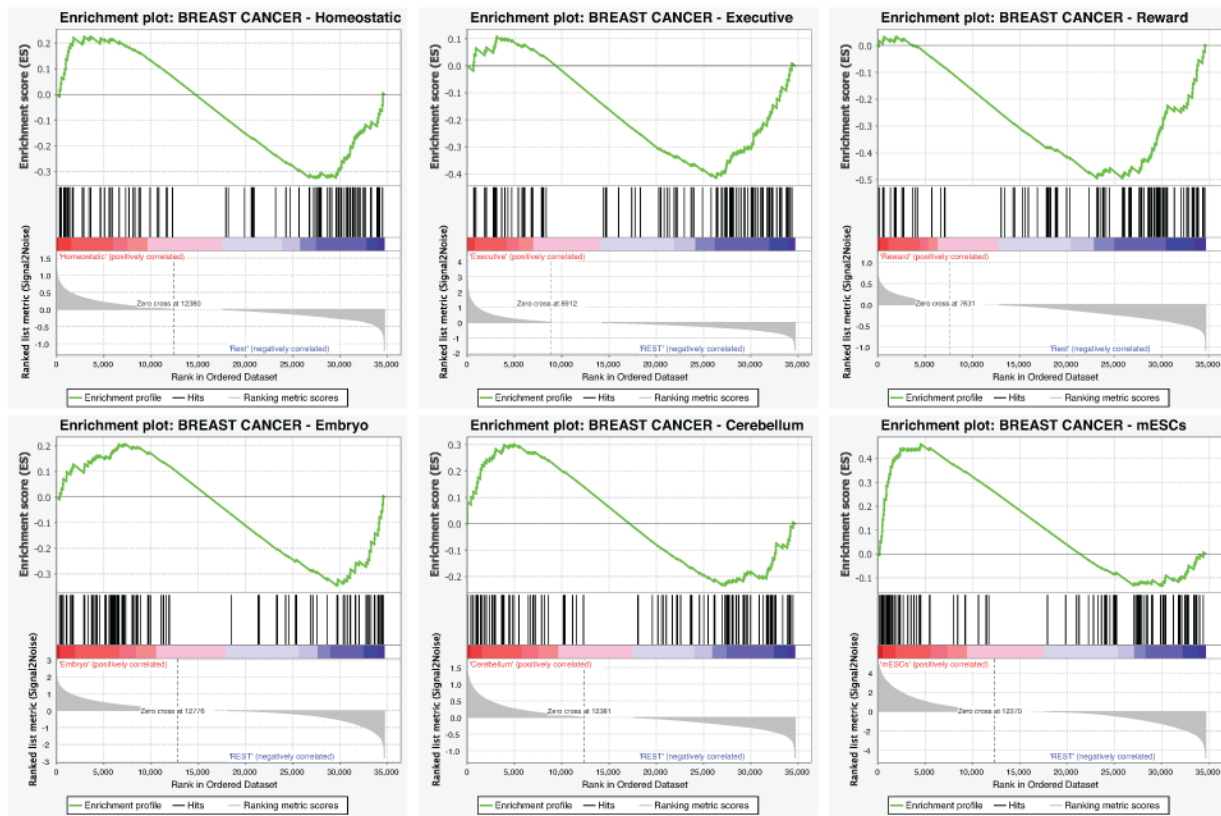

**Supplemental Figure 11 | GSEA of obesity-, T1D-, T2D-, autism- and breast cancer-associated genes across the brain regions of energy balance.** For each system (homeostatic, executive, reward, embryonic brain, cerebellum, mESC) samples from all the regions were aggregated, and individual enrichment plots are displayed for genes associated to each disease: obesity (A); T1D (B); T2D (C); autism (D); breast cancer (E).

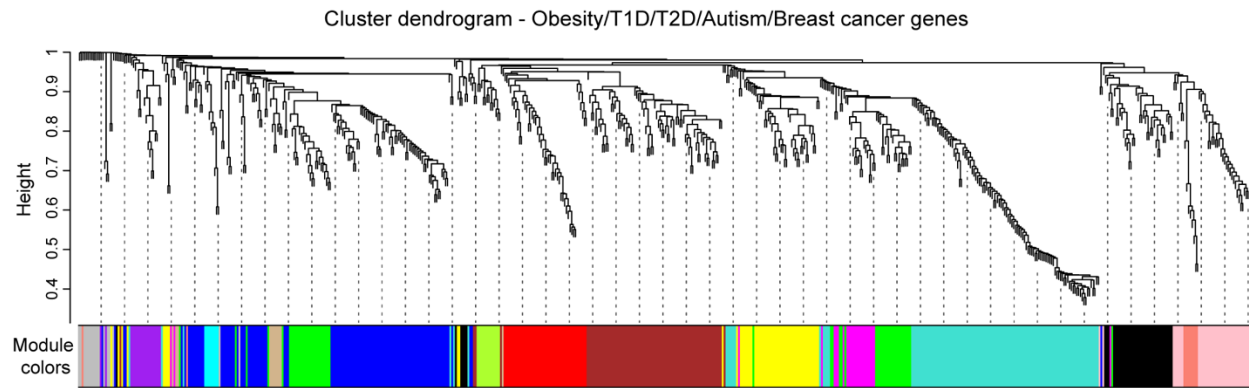

**Supplemental Figure 12 | Obesity-, T2D-, T1D-, autism-, breast cancer-associated genes cluster in 15 modules.** WGCNA cluster dendrogram. Replicates of the same brain region were averaged, and then a soft thresholding power was chosen to give the highest separation between modules.

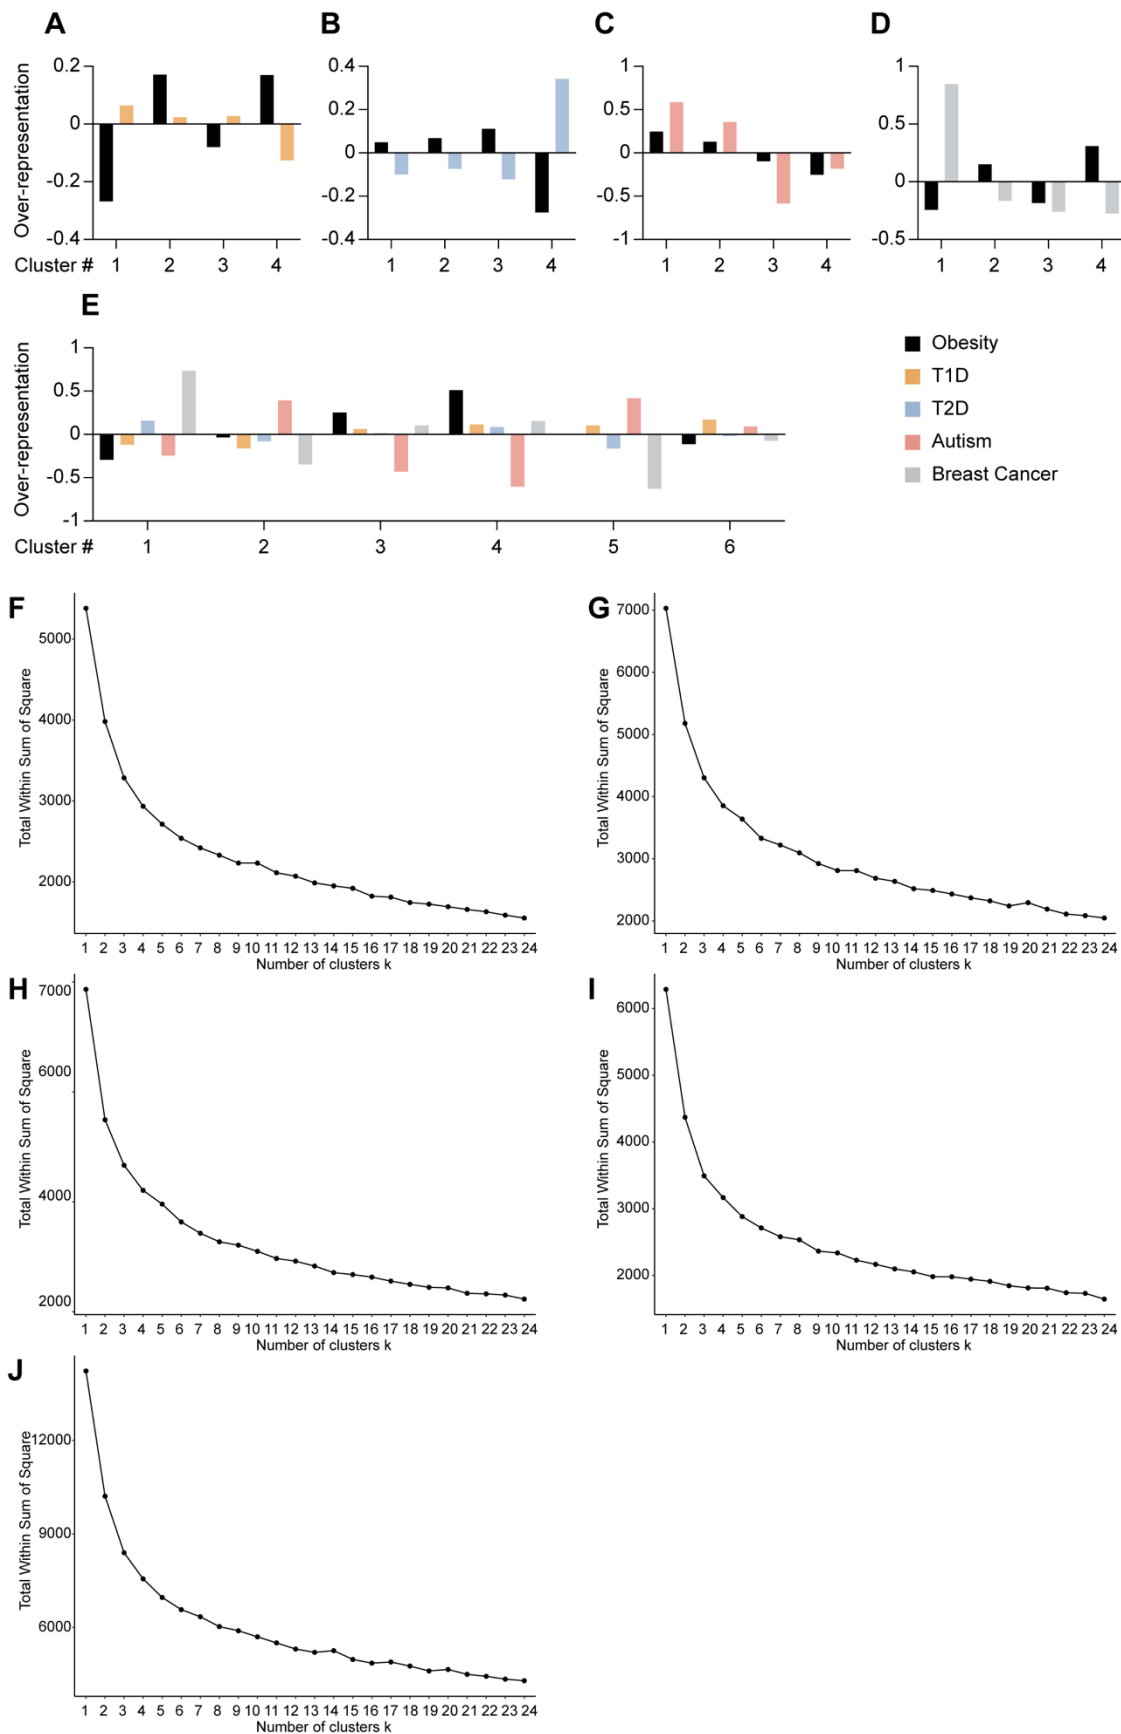

**Supplemental Figure 13 | Figure 4 | K-means clustering of obesity-associated genes with genes associated with other diseases.** The localization of expression of the obesity genes and the genes associated with one or more other diseases were clustered into k clusters in which each observation belongs to the cluster with the nearest mean. Enrichment was calculated as over-representation score which indicates the deviation from an equal distribution across modules, normalizing for module size and gene list size, and was plotted to show a positive deflection where a gene list is over-represented. **(A)** Four clusters of T1D- and obesity-associated genes were chosen based on the elbow plot in **F**. Cluster 1 contained predominantly T1D-associated genes, on the other hand, clusters 2 and 4 were mainly contributed by obesity-associated genes. **(B)** Four clusters of T2D- and obesity-associated genes were chosen based on the elbow plot in **G**. Clusters 1, 2 and 3 are mostly defined by obesity-associated genes, the main contribution to cluster 4 are T2D-associated genes. **(C)** Four clusters of autism- and obesity-associated genes were chosen based on the elbow plot in **H**. Clusters 1 and 2 are predominantly defined by autism associated genes. In clusters 3 and 4 the contribution is mixed between autism and obesity. **(D)** Four clusters of breast cancer- and obesity-associated genes were chosen based on the elbow plot in **I**. Cluster 1 consist mainly of breast cancer-associated genes, both clusters 2 and 4 showed primary contribution by obesity-associated genes, and only cluster 3 has a more equal contribution between the diseases. **(E)** Six clusters formed from all genes across all five diseases together were chosen based on the elbow plot in **J**. Cluster 1 is mainly contributed by breast cancer-associated genes; clusters 2 and 5 are mainly defined by autism-associated genes; obesity-associated genes are enriched in clusters 3 and 4; cluster 6 is predominantly contributed by T1D-associated genes. was plotted to show a positive deflection where a gene list is over-represented.

### Supplemental Table 1 | Abbreviations for brain regions and mouse stem cells.

Acronyms for brain regions were taken from the Allen Brain Atlas.

Supplemental Table 1 | Cont.

**Supplemental Table 2 | Samples overview.** Color-keyed description of each brain sample including: region, sample batch, number of mice, number of sections per sample, number of mice and type of punch.

Supplemental Table 2 | Cont.

Supplemental Table 2 | Cont.

**Supplemental Table 2 | Cont.**

**Supplemental Table 3 | Samples overview cont.** Color-keyed description of mouse embryonic stem cells sample including: cell line name, mouse strain, sample batch, number of cells plated for each sample.

**Supplemental Table 4 | Categories of obesity-associated genes.**

**Supplemental Table 5 | Obesity-associated genes.** Description of each gene including: module number based on hierarchical clustering, gene name and genetic category. Relates to Supplemental Figure 8. (B) biological candidate; (C) copy number variation; (D) depict analyses; (G) GRAIL results; (M) BMI-associated variant is in strong LD ( $r^2 \geq 0.75$ ) with a missense variant in the indicated gene; (N) gene nearest to index SNP; (Q) association and eQTL data converge to affect gene expression.

**Supplemental Table 5 | Cont.**

**Supplemental Table 5 | Cont.**

**Supplemental Table 5 | Cont.**

**Supplemental Table 5 | Cont.**

**Supplemental Table 6 | Expression levels of obesity-associated genes across the brain regions of energy balance.** TPM values for each obesity-associated gene were reported for all brain regions and mouse embryonic stem cell samples. For each region TPM value from each replicate were aggregated to calculate the mean and SD.

**Supplemental Table 7 | Frequency distribution of obesity-associated genes within each genetic category.** Table shows one-way ANOVA reporting the Benjamini, Krieger and Yekutieli two step false discovery rate corrected p-value . Relates to Figure 3A.

Supplemental Table 7 | Cont.

**Supplemental Table 7 | Cont.**

**Supplemental Table 7 | Cont.**

**Supplemental Table 7 | Cont.**

**Supplemental Table 7 | Cont.**

**Supplemental Table 7 | Cont.**

**Supplemental Table 8 | Frequency distribution of obesity-associated genes across all genetic categories.** Table shows one-way ANOVA reporting the Benjamini, Krieger and Yekutieli two step false discovery rate corrected p-value. Relates to Supplemental Figure 5A.

**Supplemental Table 8 | Cont.**

**Supplemental Table 8 | Cont.**

**Supplemental Table 8 | Cont.**

**Supplemental Table 8 | Cont.**

**Supplemental Table 8 | Cont.**

**Supplemental Table 8 | Cont.**

**Supplementary Table 9 | WGCNA analysis of obesity-associated genes.** Description of each gene including: color key and position in the WGCNA dendrogram, position in the hierarchical cluster dendrogram, module number, gene name following the heatmap order and genetic category. Relates to Fig. 5A. Heatmap in Fig 5A and table are in the same order.

**Supplementary Table 9 | Cont.**

**Supplementary Table 9 | Cont.**

**Supplementary Table 9 | Cont.**

**Supplementary Table 9 | Cont.**

**Supplemental Table 10 | Type 1 diabetes-associated genes.**

**Supplemental Table 10 | Cont.**

**Supplemental Table 11 | Type 2 diabetes-associated genes.**

**Supplemental Table 11 | Cont.**

**Supplemental Table 11 | Cont.**

**Supplemental Table 11 | Cont.**

**Supplemental Table 12 | Autism-associated genes.**

**Supplemental Table 12 | Cont.**

**Supplemental Table 12 | Cont.**

**Supplemental Table 12 | Cont.**

**Supplemental Table 12 | Cont.**

**Supplemental Table 13 | Breast cancer-associated genes.**

**Supplemental Table 13 | Cont.**

**Supplemental Table 13 | Cont.**

**Supplemental Table 14 | Expression levels of besity-, T1D-, T2D-, autism-, breast cancer-associated genes across the brain regions of energy balance.** TPM values for genes associated to each were reported for all brain regions and mouse embryonic stem cell samples. For each region TPM value from each replicate were aggregated to calculate the mean and SD.

**Supplemental Table 15 | Genes associated with more than one disease.**

**Supplementary Table 16 | WGCNA analysis of obesity-, T1D-, T2D-, autism- and breast cancer-associated genes.** Description of each gene including: color key and position in the WGCNA dendrogram, position in the hierarchical cluster dendrogram, module number, gene name following the heatmap order and genetic category. Relates to Fig. 7A.

**Supplementary Table 16 | Cont.**

**Supplementary Table 16 | Cont.**

**Supplementary Table 16 | Cont.**

**Supplementary Table 16 | Cont.**

**Supplementary Table 16 | Cont.**

**Supplementary Table 16 | Cont.**

**Supplementary Table 16 | Cont.**

**Supplementary Table 16 | Cont.**

**Supplementary Table 16 | Cont.**

**Supplementary Table 16 | Cont.**

**Supplementary Table 16 | Cont.**

**Supplementary Table 16 | Cont.**

**Supplementary Table 16 | Cont.**

**Supplementary Table 16 | Cont.**

**Supplementary Table 16 | Cont.**

**Supplementary Table 16 | Cont.**

**Supplementary Table 17 | Clustering of obesity- and T1D-associated genes.** Description of each gene including: module number, gene name and disease. Relates to Fig. 13A.

**Supplementary Table 17 | Cont.**

**Supplementary Table 17 | Cont.**

**Supplementary Table 17 | Cont.**

**Supplementary Table 17 | Cont.**

**Supplementary Table 17 | Cont.**

**Supplementary Table 17 | Cont.**

**Supplementary Table 18 | Clustering of obesity- and T2D-associated genes.** Description of each gene including: module number, gene name and disease. Relates to Fig. 13B.

**Supplementary Table 18 | Cont.**

**Supplementary Table 18 | Cont.**

**Supplementary Table 18 | Cont.**

**Supplementary Table 18 | Cont.**

**Supplementary Table 18 | Cont.**

**Supplementary Table 18 | Cont.**

**Supplementary Table 18 | Cont.**

**Supplementary Table 19 | Clustering of obesity- and autism-associated genes.**  
Description of each gene including: module number, gene name and disease. Relates to Fig. 13C.

**Supplementary Table 19 | Cont.**

**Supplementary Table 19 | Cont.**

**Supplementary Table 19 | Cont.**

**Supplementary Table 19 | Cont.**

**Supplementary Table 19 | Cont.**

**Supplementary Table 19 | Cont.**

**Supplementary Table 19 | Cont.**

**Supplementary Table 19 | Cont.**

**Supplementary Table 19 | Cont.**

**Supplementary Table 20 | Clustering of obesity- and breast cancer-associated genes.**  
Description of each gene including: module number, gene name and disease. Relates to Fig. 13D.

**Supplementary Table 20 | Cont.**

**Supplementary Table 20 | Cont.**

**Supplementary Table 20 | Cont.**

**Supplementary Table 20 | Cont.**

**Supplementary Table 20 | Cont.**

**Supplementary Table 20 | Cont.**

**Supplementary Table 21 | Clustering of obesity-, T1D-, T2D-, autism- and breast cancer-associated genes.** Description of each gene including: module number, gene name and disease. Relates to Fig. 13E.

**Supplementary Table 21 | Cont.**

**Supplementary Table 21 | Cont.**

**Supplementary Table 21 | Cont.**

**Supplementary Table 21 | Cont.**

**Supplementary Table 21 | Cont.**

**Supplementary Table 21 | Cont.**

**Supplementary Table 21 | Cont.**

**Supplementary Table 21 | Cont.**

**Supplementary Table 21 | Cont.**

**Supplementary Table 21 | Cont.**

**Supplementary Table 21 | Cont.**

**Supplementary Table 21 | Cont.**

**Supplementary Table 21 | Cont.**

Supplementary Table 21 | Cont.

Supplementary Table 21 | Cont.

How the deposited data were processed for this re-analysis (not part of the article)

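Expression was measured by sequencing of mRNA in 70 mouse libraries. Of these, 57 came from 18 adult brain regions at P56, 9 from 4 embryonic regions at E14.5 and 4 from 2 mESC lines. A region or line had 2 to 4 libraries, apart from F with 1. The authors estimated counts per transcript with Kallisto from single reads on the cDNA sequences of GRCm38, and these estimated counts were not normalized between libraries. The TPM values were made by the authors in the same Kallisto run, scaled within each library, and summed over the transcripts of each gene. The published region means of TPM for the genes of the 5 lists lay within 1% of the means computed here from the gene TPM, with 0 exceptions among 4560 values for obesity.

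Transcripts were matched to genes with release 21 of the GENCODE mouse annotation. Estimated counts were summed per gene and rounded. For 374 of 33561 gene names, Kiss1 among them, the TPM of the matched transcripts differed from the gene TPM, so their counts are incomplete or include other transcripts. Between 0.42% and 0.77% of the counts of a library fell on unmatched transcripts. The total count per library had a median of 17016935 over the 70 libraries. At this depth the spread between replicates was larger than counting noise, with a chi-square per gene of at least 2.66 where counting noise alone gives about 1. Taken over all genes, sampling of reads alone therefore does not account for this spread. The value does not separate genes by their counts, so it cannot tell which genes are limited by depth. Libraries were grouped by region as labelled, and regions by the systems of the paper, with LHA kept in the homeostatic system. FL, which the paper shows apart from its regions of the cerebellum, was counted in the cerebellum here, and alternatives left it out or moved LHA to the reward system. Sample labels with the same replicate number were not taken as pairs, and the number was used only as a block in 1 alternative.

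Counts were compared with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr, quasi-likelihood test), with the counts of all libraries in 1 model and a group for each region. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1. Alternatives used DESeq2 1.42.0, edgeR without a filter on low counts, edgeR with 2 groups, a replicate block, no mESC libraries, and limma 3.58.1 on log2 TPM with a pseudocount of 0.5 or 0.1. The test was tested on simulated data with 200 changed genes, of which 184 passed the filter and 178 were called, with 0 calls among the unchanged genes of the 17887 tested.

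All other steps used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9. Frequency scores were tested by permutation of libraries, exact where at most 100000 groupings existed and otherwise with 100000 resamples, and across genes by sign flips. Enrichment scores ranked genes by the signal-to-noise ratio with an SD of at least 0.2 times the mean, drew 10000 random gene sets, and had 100 permutations of the libraries and camera as alternatives. With 100 permutations the smallest p is 0.0099, too large for a few pairs to pass the adjustment, so calls were not read from them. The T2D list held 139 genes, where the paper has 140. On simulated data, 12 of 200 random sets had a p under 0.05. Published modules were compared with 10000 random lists matched over 20 bins of mean expression, and clusters with 1000 shuffles of membership. The tree of libraries used average linkage. Clustering of genes used complete linkage with 11 or 15 clusters, or k-means with k of 4 or 6 and 50 starts. On simulated profiles with 5 planted clusters, both gave an adjusted Rand index of 1. Detection required a mean of 1 TPM, with 0, 0.1 and 5 TPM as alternatives.

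Further alternatives covered the pseudocount (1 or 0.1), values without a logarithm, counts per library total in place of TPM, a minimum region mean of 1 TPM, the protein-coding genes, Euclidean distance, the median over genes, leaving out the gene with the largest share, the 22 brain regions in place of all 24 groups, only the listed genes, the other brain libraries as the rest, average linkage, and each library left out in turn. Leaving out the first VTA replicate was added after its share of mitochondrial transcripts had been seen.

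The genes named are those whose expression the paper's results or Figure 4 describe. The rule set beforehand took in every gene that the results name, and those that they name only as members of the categories were left out. Outside this rule, Th, Slc6a3 and Avp and the obesity genes under the detection limit are named. In a comparison of all genes they also include the 5 with the largest log2 fold change among those with an adjusted p under 0.05 and every library of the region above every other brain library. Members of a module or category are named where they are among its 3 largest contributors. A list of pituitary markers was written before any value was seen. WGCNA was not run, since its power setting was not found in the paper, and the published modules were used as listed. Transcript-level TPM was used only to match genes, and no library was left out of the values given at a claim.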

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

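The test of the pituitary transcripts was chosen only after their levels had been seen.

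In the 5 regions with 4 libraries, 9 measures per library were compared. In 5 of these 45 results, 1 library lay so far from the other 3 that its gap to the nearest, as a share of the range of the 4, was above Dixon's 95% critical value. Chance alone gives this in about 1 of 20 results.

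The second CENT2 library had a total count of 15475795, where the other 3 had 17035079 to 17171489. This is inside the range of the adult libraries, 13409041 to 20647884. In the fourth NTS library, 12.41% of TPM lay on mitochondrial transcripts, against 8.433% to 8.961% in the other 3. The first NTS library had a frequency score of 5.563 for rare coding variants and 4.052 for all obesity genes, where the others had 3.632 to 3.928 and 3.849 to 3.851. In the first CUL4,5 library the score of rare coding variants was 3.864, against 3.166 to 3.251. The total count of the first NTS library, 17385568, lies inside the range of the other 3 (16730782 to 17408013), and its mitochondrial share was 8.43%, which argues against depth and against abundant mitochondrial transcripts as the reason for its scores. The tissue pool, the punch and the library preparation stay open for all 5 results and were not tested. The 4 libraries of a region have the same age and region, so no biological explanation was tested.

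Cga, which the paper does not discuss, had a mean of 78.9 TPM ± 13.4 (SD, n = 3) in ARH, and 10.4 TPM in the next region, THy/PHy. It stood out as a signal among genes outside those the paper reports on. Of the 8 genes on a list of pituitary markers, Tshb (6.83 TPM), Lhb (4.02 TPM), Fshb (2.00 TPM) and Tbx19 (3.96 TPM) were also highest in ARH. If tissue of the whole anterior pituitary had entered the ARH punch, Gh and Prl would stand at or above Cga. They had 7.93 TPM ± 7.44 and 1.27 TPM ± 1.06 (SD, n = 3) in ARH and were higher in the entorhinal area (ENT), at 9.91 and 3.8 TPM. The largest ratio of the summed TPM of Gh and Prl to that of Cga in an ARH library was 0.238, which argues against the whole anterior pituitary as the source. Pou1f1 had 0.0486 TPM. Other cells with Cga at the edge of the punch, and expression within ARH, stay open and were not tested.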

How the results depend on the processing

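The counts of relabelled libraries were chosen as a test only after the numbers of genes had been seen. The fits without the first VTA replicate and the fits of the obesity score in the reward system were added after seeing the data. The tests that left out a single gene from a frequency score were also chosen after the scores had been seen. All other settings were fixed before the data were examined. Where no cause is given for a change, the cause was not tested.

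Of the comparisons of main results with these settings, 371 kept their direction and side of the threshold or stayed within the spread between replicates. Of the others, 47 were no longer past the threshold, 14 came past it, 43 moved and 6 reversed. Among results for single genes named from many and the obesity genes in the reward system, 101 comparisons were unchanged in this sense, 9 were no longer past the threshold and 1 came past it. Ranges with 1 library left out take in the fit without the first VTA replicate. Of the 47, 4 are with permuted libraries, a setting too coarse to call any pair. With 1 library left out, 283 comparisons of main results were unchanged, 12 moved, 6 were no longer past the threshold and 2 came past it. Among the other results, 43 were unchanged and 2 came past it.

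The numbers of genes called in ARH, PVH and LHA changed most when each region was compared with all other brain libraries as 1 group. There were 269 higher and 56 lower genes in ARH, 20 and 0 in PVH, and 4 and 0 in LHA, and 145 genes in PVH and 482 in LHA were lower at an unadjusted p under 0.05. In that comparison the differences among the other regions count as spread. Limma on log2(TPM + 0.5) gave 369 lower genes in ARH and 580 higher genes in LHA. DESeq2, edgeR without a filter, the fit without mESC and limma on log2(TPM + 0.1) stayed within 1.5 times of every count, as did a replicate block (1929 higher and 574 lower genes in ARH). The libraries with the same number did not deviate together, with a mean r of 0.009 over 583 pairs against -0.004 over 1425 other pairs, so the number gives no pairing. With 1 library of the region or the first VTA replicate left out, ARH had 1710 to 1862 higher and 514 to 624 lower genes, and LHA 990 to 1131 and 320 to 488. PVH had 1143 and 373 without the first VTA replicate. It has 2 libraries, so no count is given with 1 of them left out. On 5000 randomly chosen genes, with the region labels shuffled over the brain libraries, 2 of 41 splits (the real one included) gave as many higher genes in ARH as the 446 observed, and the largest other count was 584. For lower genes in ARH (157), higher genes in LHA (274) and lower genes in LHA (117) it was 1 of 41, with 51, 261 and 22 as the largest other counts. This argues against an arbitrary grouping of libraries as the source of these counts, though for higher genes in ARH the share is close to 1 in 20. PVH, with 2 libraries, was left out of this count of splits.

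In the same comparison with 1 group, the log2 fold changes of 6 neuropeptides no longer had an adjusted p under 0.05, at 2.54 for Npy, 2.73 for Cartpt, 5.42 for Oxt, 1.87 for Crh, 2.93 for Trh and 5.05 for Hcrt. The log2 fold change of Kiss1 in ARH was -1.40 with no filter on low counts, the only neuropeptide to reverse. The transcripts matched to Kiss1 lack up to 18.7 of its TPM in a library, where the highest gene-level value is 18.8, so these counts do not measure the gene. Of the 15 genes with the largest changes, 8 were no longer past the threshold with 1 group, and Fshb was not with DESeq2, which gave no adjusted p for Lmod2 in PVH (5.46). Chd3os in LHA kept its adjusted p but fell under a log2 fold change of 1 with limma (0.92 and 0.93) and without the third LHA replicate (0.91).

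The frequency score of monogenic genes in ARH stayed past the threshold in every setting run, from 7.071 with log2(TPM + 1) to 15.775 over the 22 regions, though with log2(TPM + 0.1) it was 7.473, under the 7.98 of THy/PHy, and lay between 15.201 and 15.929 with 1 library left out. The score of THy/PHy was no longer past it as a median over genes (4.537) and without Sim1, the gene with the largest share (4.502). It was 8.85 to 9.788 with 1 library left out, with an adjusted p over 0.05 without the first (9.105) or the second replicate (8.85). With log2(TPM + 0.1), the scores no longer past the threshold were those of rare coding variants in M (5.806) and H (5.727), low-frequency coding variants in VMH (4.839) and PVH (4.979), GWAS genes in M (4.73) and ARH (4.729), syndromic genes in ARH (4.554) and CENT2 (4.466), and all genes in M (4.64) and ARH (4.713). On the scale of log2(TPM + 1) they were low-frequency coding variants in VMH (4.779) and all genes in M (4.588). The median over genes gave 5.946 and 5.756 for low-frequency coding variants in VMH and PVH, 4.127 and 4.209 for GWAS genes in M and ARH, 4.81 for syndromic genes in CENT2, and 4.317 and 4.388 for all genes in M and ARH. Without the gene with the largest share, these 7 scores were 5.35, 5.524, 5.228, 4.724, 4.819, 5.198 and 4.84, and that of syndromic genes in ARH was 4.973. With counts per library total, low-frequency coding variants in PVH had 5.595 and syndromic genes in CENT2 4.556. With 1 library left out, syndromic genes had 4.911 to 5.178 in ARH and 4.833 to 5.071 in CENT2, and were no longer past the threshold without the first ARH (4.911), the first CENT2 (4.887) or the second CENT2 replicate (4.833). The number of genes that stayed among the first 3 with any library left out was 1 for rare coding variants in H, 1 for low-frequency coding variants in PVH and 0 for syndromic genes in ARH. With counts per library total, Lmo1 replaced Tcf7l2 among the first 3 of GWAS genes and of all genes in M. In that setting, Nrp1 replaced Plxna3 for rare coding variants in H. For syndromic genes, Bbs7 replaced Mks1 in ARH and Ttc8 replaced Mkks in CENT2. Over the 22 regions, Zfhx3 replaced Ache for low-frequency coding variants in PVH. The other lists of 3 held the same genes in both settings.

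For the obesity categories, 0 pairs of category and region were enriched as analysed, with 18 at an unadjusted p under 0.05. The number was 4 with log2(TPM + 1), 9 with genes of at least 1 TPM and 3 with camera. It stayed 0 with only the listed genes, the other brain libraries as the rest, and without the first VTA replicate, where 8, 12 and 17 pairs had an unadjusted p under 0.05. With permuted libraries 6 pairs had one, but 100 permutations give no p under 0.0099, and at least 22 of 110 pairs at that value are needed for any to pass the adjustment. Scores that came past the threshold with log2(TPM + 1) were 0.902 for monogenic genes in ARH and 0.473, 0.403 and 0.466 for GWAS genes in DMH, LHA and PB. With genes of at least 1 TPM they were 0.85 for monogenic, 0.411 for GWAS and 0.651 for syndromic genes in ARH, 0.736 for low-frequency coding variants and 0.401 for GWAS genes in DMH, 0.684 for rare coding variants in H, 0.733 for low-frequency coding variants and 0.347 for GWAS genes in PB, and 0.77 for rare coding variants in THy/PHy. Camera gave adjusted p of 0.00953 for monogenic genes in ARH and 0.0372 in DMH, in a range of 0.00953 to 0.945 over the pairs named. The score of GWAS genes in CENT2 reversed to -0.183 with only the listed genes and to -0.25 with the other brain libraries as the rest. With 1 library left out, monogenic genes in ARH had 0.851 to 0.893 and came past the threshold without the third ARH replicate (0.893), and GWAS genes in PB had 0.365 to 0.424 and did so without the first PB replicate (0.424). GWAS genes in M had 0.328 to 0.387 (0.387 without the first VTA replicate) and syndromic genes in VMH 0.549 to 0.638. With 1 of the 2 libraries of M or VMH left out, no call is made.

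For the diseases, 4 pairs of disease and system were enriched as analysed, 2 with log2(TPM + 1), 0 with permuted libraries and 0 with camera. With the other brain libraries as the rest the number was 3, of 25 pairs, since mESC was not scored there, and the other 3 calls did not change. Leaving FL out of the cerebellum, or counting LHA in the reward system, kept 4. At an unadjusted p under 0.05 there were 2 positive pairs with permuted libraries and 0 with camera. For the 30 pairs of the diseases, at least 6 would need a p of 0.0099 to pass with permuted libraries, so the 0 there says nothing on the calls. Permuted libraries left the scores at 0.438 for obesity in the homeostatic system, 0.541 and 0.464 for autism in the executive system and the embryonic brain, and 0.46 for breast cancer in mESC, with unadjusted permutation p of 0.0667, 0.102, 0.19 and 0.0345. Camera, which the correlation between genes enters, gave each an adjusted p of 0.982. Autism in the embryonic brain (0.371) and breast cancer in mESC (0.285) were no longer past it with log2(TPM + 1). T2D in the executive system reversed to -0.329 with log2(TPM + 1), to -0.286 with the other brain libraries as the rest, and in camera (adjusted p 0.982). With 1 library left out, breast cancer in mESC had 0.445 to 0.454, and was not past the threshold without the first mESC B6-2 replicate (0.445). The excess of 1 obesity category in a module was not found with the paper's hierarchical modules, where 0 pairs passed and 3 had an unadjusted p under 0.05.

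The highest mean z-score moved in the most modules with log2(TPM + 1). In the order of the paper's numbers, obesity modules 1 to 10 then had 1.48, 1.20, 0.86, 0.92, 1.34, 1.23, 0.32, 0.99, 1.48 and 2.14, and disease modules 1 to 13 had 1.27, 1.49, 0.91, 0.86, 1.29, 1.65, 1.05, 1.42, 1.07, 2.53, 0.82, 1.49 and 2.35. On the 22 brain regions, obesity modules 1, 3, 4 and 8 had 1.77, 0.96, 1.05 and 1.18, and disease module 13 had 3.73. Without the first VTA replicate, a setting chosen after seeing the data, obesity modules 2, 4 and 8 had 1.55, 1.10 and 1.16, and disease module 9 had 1.33. With 1 library of the highest region or the first VTA replicate left out, the ranges were 1.77 to 1.85, 1.54 to 1.55 and 1.09 to 1.10 for obesity modules 1, 2 and 4, and 1.75 to 1.82, 1.31 to 1.33 and 2.81 to 2.98 for disease modules 2, 9 and 10. Obesity module 11 ranged from 0.10 to 1.5, with 0.10 without the second FRP replicate, and disease module 14 from 1.97 to 3.94, with 1.97 without the first H replicate, the largest move of a module. The highest region was the same for 10 of 11 obesity and 14 of 15 disease modules with log2(TPM + 1), and for 8 and 12 on the 22 regions. It was the same in every fit with 1 of its libraries left out for 7 of 10 obesity and 14 of 15 disease modules. The others were obesity modules 7, 9 and 11 and disease module 11. Detection and correlation within modules kept their side of the threshold, or their count within 1.5 times, in every setting run. For nearest libraries and the agreement of clusters, the permutation p was the smallest possible in every setting, so it cannot show a change. Of 69 libraries, 61 were nearest to their own region, 38 on TPM without a logarithm and 68 with the protein-coding genes. With log2(TPM + 1), the adjusted Rand index fell from 1 to 0.463 for the k-means clusters with T1D. It fell from 0.977 to 0.382 for all lists.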

Differences from the paper's values

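The comparison of settings for the obesity score in the reward system was added after the values had been seen. No other test here was chosen after its result was seen, and 1 setting, the fits without the first VTA replicate, was chosen after seeing the values.

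In Figure 6 the paper's enrichment score of obesity genes in the homeostatic system is about 0.49, read by eye, and the score here was 0.438. None of the alternatives set before the data were examined closed the gap, and the nearest was 0.511 with log2(TPM + 1). In the reward system the paper's value is about -0.37 in Figure 6, read by eye, against -0.422 here. With LHA in the reward system it was -0.365, and no other alternative set before the data were examined closed the gap. Without the first VTA replicate, a setting chosen after seeing the values, it was -0.345. Without the first (-0.443) or the third ACB replicate (-0.434) the negative score came past the threshold. In mESC, the paper's score for obesity is about -0.53 in Figure 6, read by eye, against -0.534, and the gap closed only without the first mESC B6-1 replicate (-0.529), the first mESC B6-2 replicate (-0.53) or the second (-0.529).

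For autism in the executive system, the paper's score is about 0.53 in Figure 6, read by eye, against 0.541 here. It closed without the first ACA (0.532), the first FRP (0.529) or the third FRP replicate (0.525), and without the first VTA replicate (0.534), a setting chosen after seeing the values. In the embryonic brain the paper's value for autism is about 0.43 in Figure 6, read by eye, against 0.464, and with the other brain libraries as the rest it was 0.423, the only setting to close it. For T2D, the paper's scores in Figure 6, read by eye, are about 0.34 in the homeostatic system and about 0.31 in the embryonic brain, against 0.289 and 0.345 here, and none of the alternatives set before the data were examined closed either gap. The spread used for these scores is the SD over the fits that each left out 1 library of the system, and it is smaller than the precision of a value read by eye.

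The paper's supplement marks regions with a lower frequency score than the region of interest at an adjusted p under 0.05. Its test was a 1-way ANOVA with a correction by Benjamini, Krieger and Yekutieli. The counts here come from sign-flip tests paired by gene with Benjamini-Hochberg adjustment. Since test and correction differ, unequal counts need not come from different data. For monogenic genes in THy/PHy the paper has 12 such regions, against 0 here, where 1 had an unadjusted p under 0.05. Rare coding variants in M have 18 in the paper and 0 here, with 9 unadjusted. Low-frequency coding variants have 5 in the paper and 2 here in VMH, and 5 in the paper and 3 here in PVH. GWAS genes in ARH have 17 in the paper and 5 here. No alternative was run for these counts.

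The paper states that obesity categories are enriched by GSEA in several regions, and 0 of 110 pairs were called here (18 positive pairs had an unadjusted p under 0.05). Settings that called pairs that the paper names or stars in Supplemental Figure 6 were log2(TPM + 1), for monogenic genes in ARH and GWAS genes in DMH and PB, genes of at least 1 TPM, for monogenic, GWAS and syndromic genes in ARH, low-frequency coding variants and GWAS genes in DMH and PB, and rare coding variants in H and THy/PHy, and camera, for monogenic genes in ARH and DMH. Leaving out the third ARH replicate called monogenic genes in ARH (0.893), and leaving out the first PB replicate called GWAS genes in PB (0.424). No setting called monogenic genes in THy/PHy, syndromic genes in VMH and CENT2, or GWAS genes in CENT2 and M. The 100 library permutations were too few to call any pair.

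The paper states that monogenic genes score higher in ARH than in any other brain region, tested by ANOVA. By the sign-flip tests over genes used here, 14 of 21 differences had an adjusted p under 0.05. Cartpt, Crh and Trh, which the paper places in ARH and PVH, had their highest mean elsewhere, Cartpt and Trh in VMH (314.1 against 311.6 TPM, and 255.1 against 127.9 TPM) and Crh in PB (16.4 against 16.32 TPM). The paper states that all obesity genes were detected, and 186 of 190 had a mean of at least 1 TPM here, while all 190 did at 0.1 TPM. Of the genes of all lists, 619 reached 1 TPM. The paper lists no T1D genes in disease module 1, where its own table holds 13. Breast cancer genes numbered 0 in disease module 11, which the paper does not list among its exceptions. Tal1, Tfap2b and Tcf7l2 were the largest contributors to the GWAS score in M here, where the paper's text has the embryonic hindbrain, and the gene that its text gives as Gpr in M was Gipr here. The paper states that each module is enriched for a category, and 5 of the 11 obesity modules had an excess at an unadjusted p under 0.05, with 1 pair at an adjusted one. Of the disease modules, 8 of 15 had such an unadjusted excess. For each pairing with obesity, the paper has a majority of clusters with a larger contribution of 1 disease and the rest more equal. Of 4 clusters, 0 had an excess with T1D, 1 with T2D, 1 with autism and 2 with breast cancer. The caption of Supplemental Figure 13 has clusters 1 and 2 with autism as mainly autism-associated genes. Cluster 2 of the paper's table had fewer of them than expected (24 against 37.8). Whether the table and the figure number these clusters alike was not checked, so this may be no difference. The same caption has mainly T1D genes in cluster 6 of all lists, and T1D genes had an excess in 0 clusters here, also at an unadjusted p under 0.05. The caption of Supplemental Figure 8 has most low-frequency coding variants in hierarchical module 11, which held 1 of 9 here, with 3 in module 10.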

Other observations

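The tests that left out a single gene from a frequency score were chosen only after the scores had been seen, and the tests on VTA, Hcrt and Oxt were set before their values were computed.

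The first VTA replicate stands apart from the other 2. It had 39.62% of its TPM on mitochondrial transcripts, where the next highest library, the first H replicate, had 22.56% and the median was 7.49%. Its r with the other VTA libraries was 0.955 and 0.971, against 0.984 between those 2. With the mitochondrial transcripts left out, these were 0.959, 0.974 and 0.984. The mean of the first 2, 0.966, stays under the 0.98 set as the level of other pairs. This rests on 1 library, and leaving the transcripts out does not bring back the reads that they took. The mitochondrial share as the whole reason therefore stays open. Over the 36 genes that the other VTA libraries hold above every other brain library, the median ratio of the first to the others was 0.709, inside the 0.31 to 1.276 of the 27 other libraries tested in this way (median 0.874). The test as first written would have counted this as evidence against less VTA tissue in the punch. Since 1 library excludes nothing, that explanation and a full VTA punch cannot be told apart. Th had 395.4 TPM in this library and 827.6 and 1050 in the others, and Slc6a3 286.9 against 553.9 and 647.9, without the mitochondrial transcripts. Damage to the tissue and library preparation were not tested, and the design gives no biological difference between VTA libraries, so no biological explanation was tested.

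Hcrt in VMH stood at 0.553 of its level in LHA. Tissue of the LHA in the VMH punch may be a reason, and the genes restricted to LHA stood in VMH at a median of 0.379 of their LHA level (95% bootstrap interval 0.037 to 0.777). With 4 such genes, tissue of the LHA and expression in VMH itself cannot be told apart. The need for at least 10 restricted genes was added after the value was seen, and without it the explanation would have been accepted. Oxt in ARH stood at 0.282 of its level in PVH, and the 25 genes restricted to PVH had a median fraction of 0.051 (95% bootstrap interval 0.005 to 0.248), with 5 genes at or above the fraction of Oxt. The interval spans the limit of 0.5 times the fraction of Oxt, so PVH tissue in the ARH punch and expression in ARH cannot be told apart. Expression of both genes in the neighbouring region stays open as a biological explanation and was not tested. Avp had 865.4 TPM ± 907 (SD, n = 3) in ARH, its highest mean, and 645 TPM ± 599 (SD, n = 2) in PVH.

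Without Pomc, the frequency score of monogenic genes in ARH was 7.697, a difference of 3.375 from the other brain libraries (exact permutation test, two-sided, adjusted p = 0.0316), at rank 2 of the 22 brain regions, so Pomc does not carry the whole score. In THy/PHy without Sim1 the difference was 0.005 (exact permutation test, two-sided, adjusted p = 0.997). The score there may therefore rest on Sim1 alone, a reading found and tested on the same data.

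Bpifa1, the gene with the largest log2 fold change in ARH, had 29.6, 82.6 and 2.37 TPM in the 3 ARH libraries.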
